# Circulating mitochondrial DNA promotes M2 polarization of tumor associated macrophages and HCC resistance to sorafenib

**DOI:** 10.1038/s41419-025-07473-8

**Published:** 2025-03-04

**Authors:** Qi Yang, Mengmeng Cui, Jiaxin Wang, Yuan Zhao, Weitao Yin, Ziqian Liao, Yixuan Liang, Zhixiong Jiang, Yujia Li, Jinrong Guo, Lixia Qi, Jiaxing Chen, Jing Zhao, Dengke Bao, Zhi-Xiang Xu

**Keywords:** Cancer microenvironment, Cancer therapeutic resistance

## Abstract

Mitochondrial damage-associated molecular patterns (DAMPs) including mitochondrial DNA (mtDNA), TFAM (transcription factor A, mitochondrial), and ATP, which play crucial roles in the regulation of inflammatory environment in human diseases. However, the role of mitochondrial DAMPs in regulating tumor microenvironment (TME) remains unclear. Herein, we demonstrate that infiltration of M2-type tumor-associated macrophages (TAMs) was correlated with the resistance of hepatocellular carcinoma (HCC) to sorafenib. We found that cell-free mtDNA in the plasma was significantly increased in sorafenib-resistant HCC mice. Sorafenib induced mitochondrial dysfunction and promoted the release of mtDNA into extracellular matrix of HCC. Macrophages retook the mtDNA in the TME of HCC, activated TLR9 signaling, and promoted the activation of NF-κB and the polarization of TAMs into M2. Application of DNase I to digest mtDNA or depletion of macrophages with clodronate liposomes reduced M2 macrophage infiltration, decreased the growth of HCC, and sensitized the tumors to sorafenib. Furthermore, we showed that blocking the activation of TLR9 enhanced the therapeutic effect of sorafenib in HCC. Together, we demonstrate that sorafenib treatment leads to the release of mtDNA into TME in HCC, which in turn facilitates the polarization of TAMs into M2 macrophages through TLR9 activation and aggravates the resistance of HCC to sorafenib. Our study reveals a novel mechanism underlying circulating mtDAMPs in remodeling the HCC microenvironment by reprograming the TAMs and provides a new strategy for improving the therapeutic effect of sorafenib and overcoming its resistance in HCC.

## Background

Hepatocellular carcinoma (HCC) is one of the most common cancers in patients with chronic hepatitis and the fourth leading cause of cancer-related deaths in China and worldwide [1–3]. Accumulated evidence shows that 50% HCC patients are diagnosed with an advanced stage which means patients are unable to undergo radical resection [1–3]. Targeted therapy, percutaneous ablation, radiotherapy, chemotherapy, and immunotherapy, or a combination of these treatments are usually administrated for advanced HCC patients [4, 5]. Sorafenib is a multiple-target tyrosine kinase inhibitor (TKI), which is the first molecular-targeted therapy to show efficacy for advanced HCC [5, 6]. Unfortunately, clinical trials showed that only ~30% of HCC patients benefit from sorafenib and almost inevitably develop acquired resistance within 6 months [6, 7]. Previous researches demonstrated that tumor immune microenvironment, epigenetic modification, tumor metabolic switch, and regulated cell death were implicated in initial or acquired sorafenib resistance of HCC [6]. However, the accurate mechanism by which advanced HCC acquires resistance to sorafenib remains largely unknown. Thus, it is urgent to illustrate the underlying mechanisms of acquired sorafenib resistance in advanced HCC patients for effective targeted therapy of the disease.

Tumor immune microenvironment plays an important role in tumourigenesis, progression, metastasis and drug resistance of HCC [8]. Tumor-associated macrophages (TAMs), which are identified as alternatively activated (M2) macrophages, are the most abundant component residing in tumor microenvironment (TME) to build the immunosuppressive environment [9]. TAMs restrain antitumor immunity and facilitate angiogenesis, metastasis and tumor progression through expressing cytokines, chemokines, growth factors and matrix metalloproteases [10]. We previously reported that TAMs recruitment and M2 polarization promoted HCC progression and metastasis through mitochondrial fission-induced mtDNA stress [11, 12], supporting that mtDNA of cancer cells may positively affect the polarization of TAMs. Chen et al. reported that increased TAM infiltration is associated with sorafenib resistance and poor prognosis of HCC patients [13]. Fan and Zhou et al. found that TAMs promote cancer stem cell (CSC)-like properties and epithelial-mesenchymal transition (EMT) in HCC cells to facilitate sorafenib resistance [14, 15]. TAMs trigger mucosal-associated invariant T (MAIT) cell dysfunction through interaction at the tumor-to-liver interface and dampen immune checkpoint blockade (ICB) therapies in HCC [16]. Blocking the recruitment of TAMs and reprogramming these cells into anti-tumoural phenotype have consistently been verified as the potential strategy for overcoming sorafenib resistance and enhancing HCC therapeutic effect [17–19]. However, the underlying mechanism for M2 polarization of TAMs in sorafenib resistance is not well known.

Mitochondria are vital mediators in innate and adaptive immunity, which play multi-functional roles in malignant tumor initiation and progression [20, 21]. Accumulative evidence reveals that various mitochondrial molecules, known as mitochondrial damage-associated molecular patterns (DAMPs), are released to the cytoplasm or extracellular space under stresses and trigger innate and adaptive immune responses by interaction with receptors on cell surface or intracellular [22, 23]. Mitochondrial DAMPs include mitochondrial DNA (mtDNA), TFAM (transcription factor A, mitochondrial), ATP, N-formyl peptide (NFP), etc. [22, 23]. Excessive release of mitochondrial DAMPs is implicated in multiple inflammatory diseases and contributes to cancer and other human diseases [22, 23].

Mitochondrial DNA is known as the only extra-nuclear genetic material in mammalian cells and comprises unmethylated DNA as CpG islands [24, 25]. MtDNA is released into the cytoplasm or extracellular under pathological conditions and recognized by cGAS, NLRP3 inflammasome, and TLR9 to trigger downstream cascade and cytokine secretion and regulate innate immunity [24, 25]. Our previous studies have demonstrated that abnormal mitochondrial dynamics and biogenesis induce cytosolic mtDNA stress and promote the proliferation of HCC and esophageal squamous cell carcinoma (ESCC) cells by activating the TLR9 and/or cGAS-STING pathway [11, 26, 27]. Previous studies have shown that free mtDNA from circulating cells is significantly elevated and acts as a risk biomarker for HCC patients receiving transarterial chemoembolization (TACE) and Traditional Chinese Medicine (TCM) treatment [28]. However, whether circulating mtDNA is involved in M2 polarization of TAMs and sorafenib resistance of HCC remains uncharacterized.

In this study, we demonstrated that infiltration of M2-TAMs was associated with HCC resistance to sorafenib. Sorafenib promoted mtDNA release into extracellular matrix, which in turn facilitates M2 polarization of TAMs through TLR9 activation and aggravates the resistance of HCC to sorafenib. Our findings provide a new insight into the molecular mechanisms underlying M2 polarization of TAMs during sorafenib resistance.

## Methods and Materials

### Cell culture and reagents

Human monocytic THP-1 cells (Procell Life Science and Technology, cat. CL-0233) and HCC cell lines SNU739 (Cobioer Biosciences, cat. CBP60219) were routinely cultured in RPMI-1640 (Corning, cat. 10-040-CVR) medium supplemented with 10% fetal bovine serum (Biological Industries, cat. 04-001-1ACS). Murine HCC cell lines Hepa1-6 (Procell Life Science and Technology, cat. CL-0105) and monocyte/macrophage cell line RAW264.7 (Procell Life Science and Technology, cat. CL-0190) were cultured in Dulbecco’s Modified Eagle Medium (Corning, cat. 10-013-CVR) supplemented with 10% fetal bovine serum. THP-1 monocytic cells were incubated with 150 nM phorbol 12-myristate 13-acetate (PMA, Sigma, cat. 79346) for 24 h to differentiate into THP-1-derived macrophages. All cell lines were verified based on cell morphology and authenticated using short tandem repeat (STR) DNA testing and incubated at 37 °C with a 5% CO_2_ incubator. The antibodies and reagents are listed in Supplementary Table S3.

To prepare conditioned medium (CM) from M2 tumor associated macrophages, 5 × 10^6^/mL THP-1-derived macrophages and RAW264.7 were first incubated with 20 ng/mL IL-13 (MedChemExpress, cat. HY-P70568) and 20 ng/mL IL-4 (MedChemExpress, cat. HY-P70445) for 24 h to polarize into the M2 phenotype. The supernatant was collected and filtered using 0.22 μm filters to prepare M2-CM for further studies.

To prepare CM from HCC, 5×10^6^/mL SNU739 and Hepa1-6 HCC cell lines were treated with 50% inhibitory concentration (IC_50_) of sorafenib indicated condition (SNU739, 16 μM for 24 h or 7 μM for 48 h; Hepa1-6, 30 μM for 24 h or 16 μM for 48 h), especially (Fig. S4). The supernatant was collected and filtered using 0.22 μm filters to prepare HCC-CM for further studies.

### Animals

Four-week-old male C57BL/6 J mice (SCXK2020-0005) were purchased from Beijing Vital River Laboratory Animal Technology. To establish a mouse orthotopic implantation HCC model resistance to sorafenib (*n* = 6), 3 × 10^6^ Hepa1-6 cells that stably expressed luciferase were resuspended in sterile PBS buffer containing 50% Matrigel (Corning, cat. 354234) and orthotopically intrahepatic injected into the left hepatic lobe. Two weeks after the orthotopic implantation, the mice were treated by intragastric administration of sorafenib (Solarbio, cat. S5080, 30 mg/kg/day). The tumor size was evaluated using an IVIS® Lumina LT Series III in vivo imaging system (PerkinElmer, USA). Tumors without reduction in size following 1 week treatment of sorafenib were defined as resistance to sorafenib in the HCC orthotopic mouse models. HCC orthotopic mouse models, which persistent decreased during sorafenib treatment was considered as sensitive group. After the treatment, mice were euthanized to evaluate the hepatic orthotopic tumor [15, 29].

To establish subcutaneous xenograft models, 4-week-old male BALB/c nude mice (SCXK 2019-0008) were purchased from Beijing Vital River Laboratory Animal Technology and bred in an individually ventilated cage system under pathogen-free conditions for 1 week before experiments. 3 × 10^6^ SNU739 cells with or without 1 × 10^6^ THP-1-derived M2-TAMs were injected into the right flank of the nude mice (*n* = 6). After 7 days, the mice were treated by intragastric administration (on gavage) of sorafenib with 30 mg/kg/day. Tumor volume was measured weekly and calculated according to 0.5 × Width^2^× Length. After 6 weeks, all mice were euthanized and the tumors were harvested to photograph and weight.

Diethylnitrosamine (DEN)-induced HCC mouse model was used to evaluate the combined therapeutic effect of blocking the TLR9 pathway and sorafenib. Two-week-old male *Tlr9* wild type (*Tlr9*^+/+^) or knockout (*Tlr9*^-/-^, which was established by our group in the previous study) C57BL/6 J mice were injected intraperitoneal (i.p.) with DEN (25 mg/kg) (Sigma cat. N0756) and fed with regular chow diet for 30 weeks. Then the mice were treated by intragastric administration of sorafenib (30 mg/kg/day) with or without E6446 (20 mg/kg/day) (TargetMol, cat. T4206) for 6 weeks. The vehicle group was treated by intragastric administration of PBS. All mice were euthanized and the body weight and tumor area ratio with tumors were measured and photographed.

The tumor tissue samples were evaluated by H&E staining, flow cytometry, immunofluorescence and immunohistochemistry. Animal study was approved by the Institutional Animal Care and Use Committee of Henan University (Permission number: HUSOM2020-087; Date issued: 2020-03-25).

### Human tissue samples

A total of 55 paired samples of HCC and precancerous tissues were collected from Nanyang Central Hospital of Henan University (Henan, China.). The demographic factors, clinical data, and follow-up information for each patient were summarized in Supplementary Table S1. This study was approved by the Ethics Committee of Henan University (Permission number: HUSOM2020-087; Date issued: 2020-03-25).

### Quantitative reverse transcription PCR (qRT-PCR) and western blot analysis

Total RNA from HCC cells, macrophage cells, patients or mice tumor and peritumor tissues were extracted using TRIzol LS Reagent (Invitrogen, cat. 15596018) and then was reverse transcribed into cDNA using EvoM-MLV RT Premix (Accurate Biology, cat. AG11706). The quantitative real-time PCR was performed using SYBR Green PCR Master Mix (Accurate Biology, China) with a real-time quantitative PCR system (SLAN-96S, China). Primers were synthesized by Sangon Biotech Co., Ltd. (Shanghai, China) and all primer sequences for qRT-PCR involved in this article were provided in Supplementary Table S2.

For western blot analysis, proteins from HCC cells, macrophage cells, patients or mice tumor and peritumor tissues were lysed with radioimmunoprecipitation lysis buffer (RAPI) (SolarBio, cat. R0010) containing 1% phosphatase inhibitor cocktail II (Roche, cat. 04906837001) and 1% protease inhibitor cocktail (Roche, cat. 04693132001). Protein concentration was detected by an enhanced BCA protein assay kit (Solarbio, cat. PC0020). 20 μg of protein lysates were separated by SDS-PAGE electrophoresis and transferred onto PVDF membrane (Millipore, USA) by electroblotting. Then the membranes were subjected to blocking for 1 h at room temperature in 5% skim milk and incubated with specific primary antibodies overnight at 4 °C. After incubating with appropriate HRP-conjugated secondary antibody, membranes were visualized using the ECL Plus chemiluminescence detection system (Solarbio, cat. PE0010) and visualized using a FluorChem Multifluor system (ProteinSimple, USA). The information for all primary and secondary antibodies used in this study was presented in Supplementary Table S3.

### Detection of mtDNA oxidative damage

To detect whether the circulating mtDNA is oxidized, we employed Fpg-sensitive real-time PCR analysis as previously described [30]. This method utilized primers that encompass sequences in the D-loop region and the ND4 gene, which are listed in Supplementary Table S1. The assay is based on the treatment of mtDNA with Fpg, which removes oxidized purines from DNA, thereby creating single-strand breaks and inhibiting PCR amplification at these sites. The differences in qPCR cycles between Fpg-treated and untreated DNA serve as a specific indicator for the presence of oxidative base damage. One aliquot of purified ccf-DNA (250 ng) was incubated with 8 units of Fpg in 1 × NEBuffer 1 and 100 μg/mL BSA in a total volume of 50 μL at 37 °C for 1 h. Fpg was then inactivated by heating at 60 °C for 5 min. Subsequently, 10 ng of DNA was used for the qPCR assay to detect Fpg-sensitive cleavage sites.

### Immunohistochemistry (IHC) and H&E staining

IHC and H&E staining were processed on tissue from patients and mice tumor and peritumor tissues as previously described using Instant Immunohistochemistry Kit (Sangon Biotech, cat. E607318) [27]. Olympus IX53 microscope (Olympus Corporation, Japan) was used to review and photograph the IHC and H&E staining. The result was evaluated independently by two pathologists who were blinded of to the specimens and clinicopathological features of patients. The percentage of positively stained macrophages was calculated. The information for all primary and secondary antibodies utilized for IHC staining was presented in Supplementary Table S3.

### Flow cytometry analysis

To detect macrophage M2 polarization, THP-1-derived macrophages or RAW264.7 were collected after incubation with indicated CM. The cells were washed three times with cold PBS containing 10% human serum and then incubated with the indicated antibody for 1 h. Then cells were washed with PBS buffer and incubated with secondary antibody for 15 min. Immediately, cells were analyzed by Cytomics FC500 (CytoFLEX, China). Single cell suspensions were prepared from fresh mouse tumors by using the mouse tissue dissociation kit (Miltenyi, cat. 130-096-730) following the manufacturer’s instructions. After red blood cell lysis, the cells were centrifuged for 5 min at 500 × g before being suspended in flow cytometry buffer and then incubated with primary antibody at room temperature for 1 h in the dark, washed twice with PBS, suspended in 300 μL PBS and analyzed with a Cytomics FC500 (CytoFLEX, China). The information for all primary and secondary antibodies utilized for flow cytometry was presented in Supplementary Table S3.

Flow cytometry analysis was performed to detect the intracellular ROS using 2’,7’-dichlorofluorescein diacetate (DCFH-DA) fluorescent probe (Beyotime, cat. S0033S) and cell apoptosis using Annexin V-FITC apoptosis detection kit (Beyotime,cat. C1062M) as previously described. Briefly, HCC cells suspension was incubated with 10 μM DCFH-DA or 5 μL Annexin V-FITC and 10 μL PI, which was diluted with serum-free medium, at 37 °C for 20 min. After centrifugation at 1,000 rpm for 5 min, the cells were washed three times, re-suspended in 300 µL PBS and assessed by flow cytometry.

### Immunofluorescence staining analysis

Immunofluorescence staining was used to investigate the CD163 or CD206 positive cell percentage and colocalization of TLR9 and mtDNA within M2 macrophage in tissue and cell samples. For cell immunofluorescence staining, 2 × 10^3^ THP-1-derived macrophages and RAW264.7 were seeded in 24-well plate and treated as indicated. Then, the cells were first fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS; pH 7.4) and permeabilized with 0.1% Triton X-100, blocked with 3% bovine serum albumin (BSA) at room temperature for 1 h. After incubation with specific primary antibodies and appropriate fluorescence-conjugated secondary antibody, 4’,6-diamidino-2-phenylindole (DAPI) (BestBio, cat. BB-4401), the immunolabeled cells were immediately observed with Olympus BX60 fluorescence microscope (Olympus Corporation, Japan) or confocal microscope (Olympus Corporation, Japan).

Paraffin-embedded human and mouse HCC tissue sections were deparaffinized with xylene, rehydrated, unmasked in sodium citrate buffer (10 mmol/L, pH 6.0), and quenched autofluorescence signals using a glycine solution (2 mg/mL), blocked with 3% BSA at room temperature for 1 h. Then, tissue slides were incubated with specific mouse and rabbit primary antibodies overnight at 4 °C and appropriate fluorescence-conjugated secondary antibodies. After nuclear counterstaining with DAPI, the immunolabeled slides were immediately observed with Olympus BX60 fluorescence microscope (Olympus Corporation, Japan) or confocal microscope (Olympus Corporation, Japan). The information for all primary and secondary antibodies utilized for immunofluorescence staining was presented in Supplementary Table S3.

### Cell viability, proliferation and caspase 3/7 activity assays

SNU739 and Hepa1-6 HCC cells were seeded into 96-well culture plate at an appropriate density, which was treated with sorafenib (SNU739, 16 μM; Hepa1-6, 30 μM, especially) in combination with or without M2-CM. Cell viability was determined by 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT; 1 mg/mL, Solarbio, cat. M8180) assay. Cell proliferation was analyzed by ethynyl deoxyuridine (EdU) incorporation assay kit (Ribbio, cat. C10310-1) incorporation assay. Caspase 3/7 activity was evaluated using the Caspase-Glo 3/7 assay system (Promega, cat. G8091). All assays were performed according to the manufacturer’s instructions and repeated at least in triplicate.

### Migration assays

Migration potential of macrophages was conducted by a Transwell assay in transwell chambers (Corning, cat. 3401) without Matrigel coating. The 4 × 10^4^ THP-1-derived macrophages or RAW264.7 in 200 μL serum-free medium with 0.1% BSA were seeded into the apical side of the chamber. The 500 μL indicated CM from HCC cells or RPMI-1640 medium containing 20% FBS was filled basolateral side. After incubating for 48 h, the outer membrane with crossed cells was fixed with 4% paraformaldehyde and stained with 0.1% crystal violet solution. Migrated cells were counted and imaged using an inverted microscope (Olympus Corporation, Japan) by five randomly selected fields.

### Detection of cell free mtDNA content, mitochondrial membrane potential (Δψm) and ATP measurement

The mtDNA content in mouse plasma and cell supernatant was measured by qRT-PCR or droplet digital PCR (ddPCR) system as previously described [11, 26]. The primer sequences of the MT-ND1 and 36B4 were provided in Supplementary Table S2.

JC-1 dye was used to detect the mitochondrial membrane potential. HCC cells were adjusted to a density of 1 × 10^5^ /mL and treated with indicated sorafenib and stained with 5 mg/L JC-1 dye (Beyotime, cat. C2006) for 20 min at 37 °C. After washing with JC-1 dye buffer for 3 times, cells were observed under a fluorescence microscope and the fluorescence intensity ratio of JC-1 monomers to aggregates was detected (ratio of 529:590 nm emission intensity).

The luciferase-based ATP assay kit (Beyotime, cat. S0026) was used to detect the cellular ATP levels. Briefly, the standard curve was first established by serially diluted standards according to the instructions. Total protein of HCC cells treated with indicated sorafenib was collected and the RLU value was measured with a Luminometer according to the manufacture of ATP assay kit. Finally, the ATP concentration of the samples was calculated using the standard curve.

### Construction of THP-1 mtDNA-depleted cell lines and DNase I treatment

The parental mtDNA of THP-1 cells and RAW264.7 were specifically depleted through duration treatment with 50 ng/mL ethidium bromide (EtBr) (Amresco, cat. 0492) for 4 weeks.

To digest the cell free mtDNA in CM from HCC cells, 3 μg DNase I was added to CM for 4 h at 37 °C according to the manufacturer’s instructions.

### RNA sequencing analysis

Total RNA of THP-1-derived macrophages treated as indication were extracted as previously described. RNA integrity was determined by Bioanalyzer 2100 (Agilent, Santa Clara, CA) and sequencing sample was constructed. The library was sequenced on Illumina novaseq by Genewiz Suzhou, In. Differentially expressed mRNAs, GO analysis, and KEGG pathway annotation as previously reported [27].

### Statistical analysis

GraphPad Prism 8.3.0 was utilized to conduct the Student’s *t*-test to compare two groups and the one-way analysis of variance (ANOVA) for comparisons among multiple groups. The data were presented as the standard error of the mean (SEM). The *p*-value obtained from the *t*-tests was denoted as follows: *P < 0.05; **P < 0.01; ***P < 0.001. The investigator was blinded to patients’ clinical data and no blinding was done in animal studies.

## Results

### M2-TAMs infiltration is correlated with HCC resistance to sorafenib

TAMs are the most abundant component residing in the TME, which plays a crucial role in HCC progression and chemo-resistance. We first evaluated the abundance of tumor-infiltrating immune cells (TIICs) in HCC tissue using CIBERSORT analysis. We found that M2-TAM infiltration was significantly higher than M1 macrophages in HCC tissues from TCGA (*N* = 371), GSE36376 (*N* = 240), and GSE25097 (*N* = 268) dataset (Fig. S1A). Macrophage infiltration was positively correlated with the expression of CD163, an M2 polarization marker of TAMs (Fig. S1B). Survival analysis showed that HCC patients with high M2-TAM infiltration exhibited a significantly lower overall survival rate in TCGA dataset (Fig. S1C). Subsequently, we explored the M2-TAM infiltration in HCC tissues using the GSE109211 dataset, which contains 67 HCC patients treated with sorafenib and 73 HCC patients treated with placebo. M2-TAM infiltration was also higher than that of M1 macrophages (Fig. S2A). More importantly, M2-TAM infiltration and CD163 expression were markedly higher in tumors from HCC patients resistant to sorafenib as compared with those from patients sensitive to the treatment (Fig. S2B and Fig. 1A). Consistent with the data from TCGA and GEO datasets and our previous findings, the percentage of CD163^+^ cells was significantly up-regulated in peritumor tissues from HCC patients (Fig. S3A- S3E).

**Fig. 1:**
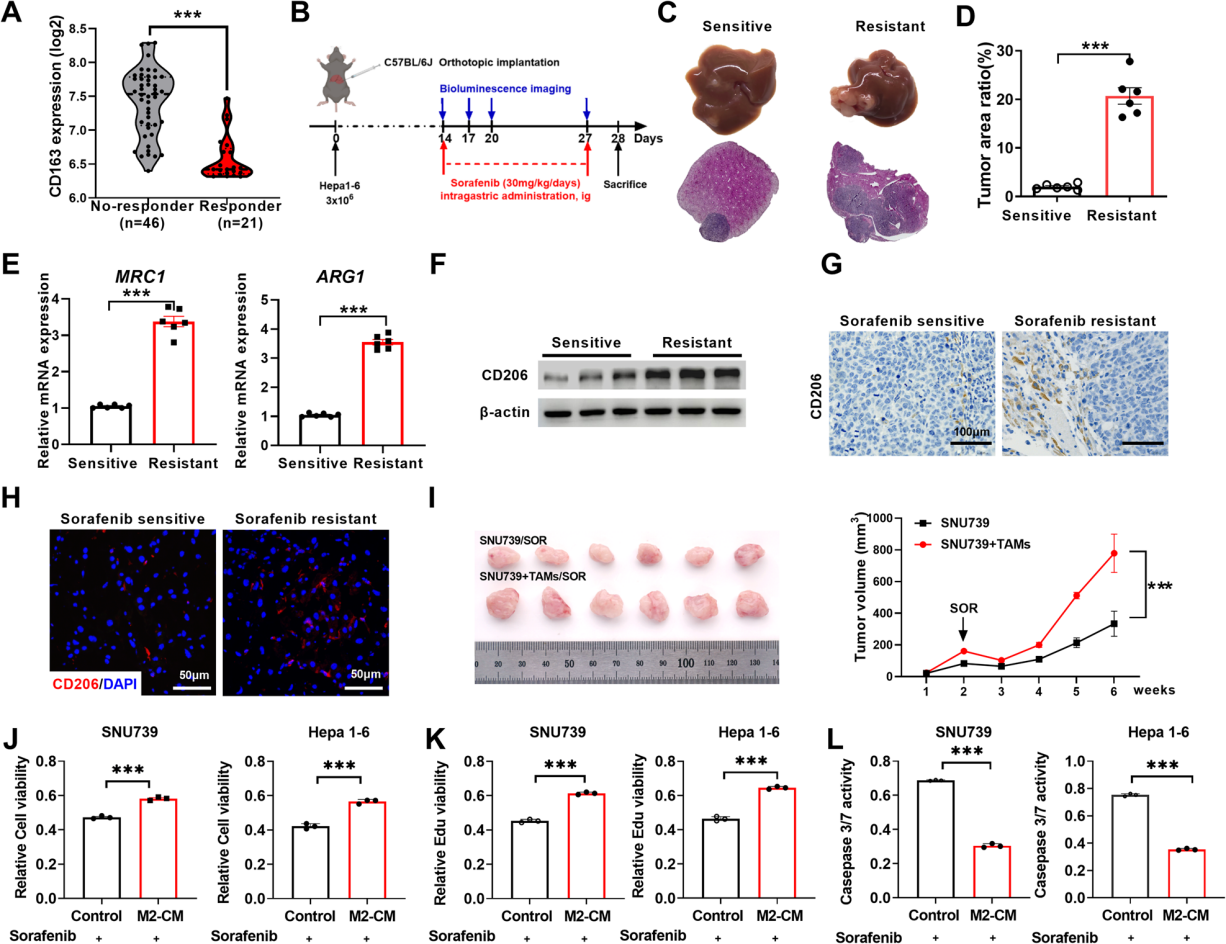
M2-TAMs infiltration is correlated with HCC resistance to sorafenib. **A** CD163 expression in patients which responder or non-responder to sorafenib from the GSE109211 datasets. **B** Schematic description of sorafenib treatment in the mouse orthotopic HCC model (*n* = 6). **C** Representative images of orthotopic tumors and H&E staining in representative group (*n* = 6). **D** The ratio of mouse liver tumors to liver area in indicated groups (*n* = 6). **E** qRT-PCR analysis for the mRNA expression levels of MRC1 and ARG1 in indicated groups. **F** Western blotting analysis for the expression levels of CD206 in indicated groups. **G**, **H** Immunohistochemical (IHC) (**G**) and immunofluorescence (IF) (**H**) analysis for the expression levels of CD206 in representative groups. **I** Representative images and tumor growth curves of subcutaneous xenograft tumor model developed from HCC cells treatment with indication (*n* = 6). **J–L** The sensitivity of HCC cells (SNU739 and Hepa1-6 cells) incubated with M2-CM to sorafenib was determined by cell viability (**J**), cell proliferation (K), and caspase 3/7 activity assays (**L**). M2-CM, Conditioned medium from IL-4 and IL-13 induced M2 macrophages. ***P < 0.001.

To validate the association of M2-TAMs infiltration with the sensitivity of HCC to sorafenib, we established a mouse orthotopic implantation HCC model using Hepa1-6 cells that stably expressed luciferase. Two weeks after the orthotopic implantation, mice received intragastrical administrated of sorafenib (30 mg/kg/day) and visualized using in vivo imaging system (Fig. 1B). Tumor did not further decrease following 1-week exposure to sorafenib, suggesting that the HCC orthotopic mouse models are resistant to sorafenib. HCC orthotopic mouse models, which persistent decreased during sorafenib treatment was considered as sensitive group (Fig. 1C, D). Reverse transcription polymerase chain reaction (RT-PCR) and western blotting (WB) results demonstrated that the expression of M2-TAM functional markers (CD206 and arginine-1 (Arg-1)) were significantly up-regulated in the resistant group (Fig. 1E, F). Immunohistochemical (IHC) and immunofluorescence (IF) staining showed that CD206^+^ TAMs remarkably increased in tumor tissue of the resistant group (Fig. 1G, H). Flow cytometry (FCM) analysis confirmed the higher percentage of CD206^+^/F4/80^+^ macrophage population in sorafenib-resistant mouse HCC tissue (Fig. S3F). To directly determine the impact of M2-TAMs on tumor growth of HCC subjected to sorafenib treatment, we established a xenograft mouse model with human HCC cell SNU739 in the presence or absence of human THP-1-derived M2-TAMs and treated the mice with sorafenib. The tumor volumes derived from SNU739 with THP-1-derived M2-TAMs were significantly larger than those generated from SNU739 alone after sorafenib treatment (Fig. 1I). To further determine the effect of M2-TAMs on the growth of HCC cells upon sorafenib treatment, we measured the IC_50_ of SNU739 and Hepa1-6 exposed to sorafenib (Fig. S4A–D). Conditioned medium (CM) from M2-TAMs was applied to the cell culture to determine the influence of M2 on the cell growth of HCC. Cell viability, cell proliferation, and caspase 3/7 activity assays demonstrated that HCC cells incubated with conditioned medium (CM) from M2-TAMs bore a significantly lower sensitivity to sorafenib (Fig. 1J–L). Taken together, these data indicate that M2-TAM infiltration is correlated with HCC resistance to sorafenib.

### Conditioned medium from Sorafenib-treated HCC cells promotes M2 polarization of TAMs

It is widely accepted that macrophage polarization is regulated by TME. Thus, we hypothesized that sorafenib treatment may increase the release of DAMPs, cytokine and chemokine from HCC cells, leading to the polarization of macrophage in TME. To address the hypothesis, we used a conditioned medium (CM) from human or mouse HCC cells pre-treated with sorafenib to culture human THP-1-derived macrophages or murine RAW264.7 macrophages. CM from human HCC SNU739 cells or murine Hepa1-6 pre-treated with sorafenib strikingly increased the expression of CD163, CD206, or ARG1, which were the typical markers labeling M2-TAMs as compared with the corresponding control group (Fig. 2A–C, Fig. S5A, B). Additionally, CM from HCC cells pre-treated with sorafenib significantly reduced the percentage of M1-TAM (Fig. 2D, E). As shown in Fig. 2F, the mRNA expression of TAM characteristic cytokines *(IL-10, CCL2, CCL22* and *VEGF*) were also substantially increased in macrophages incubated with CM from HCC cells pre-treated with sorafenib. Furthermore, we found that CM from HCC cells pre-treated with sorafenib increased macrophage infiltration in the in vitro migration assay (Fig. 2G).

**Fig. 2:**
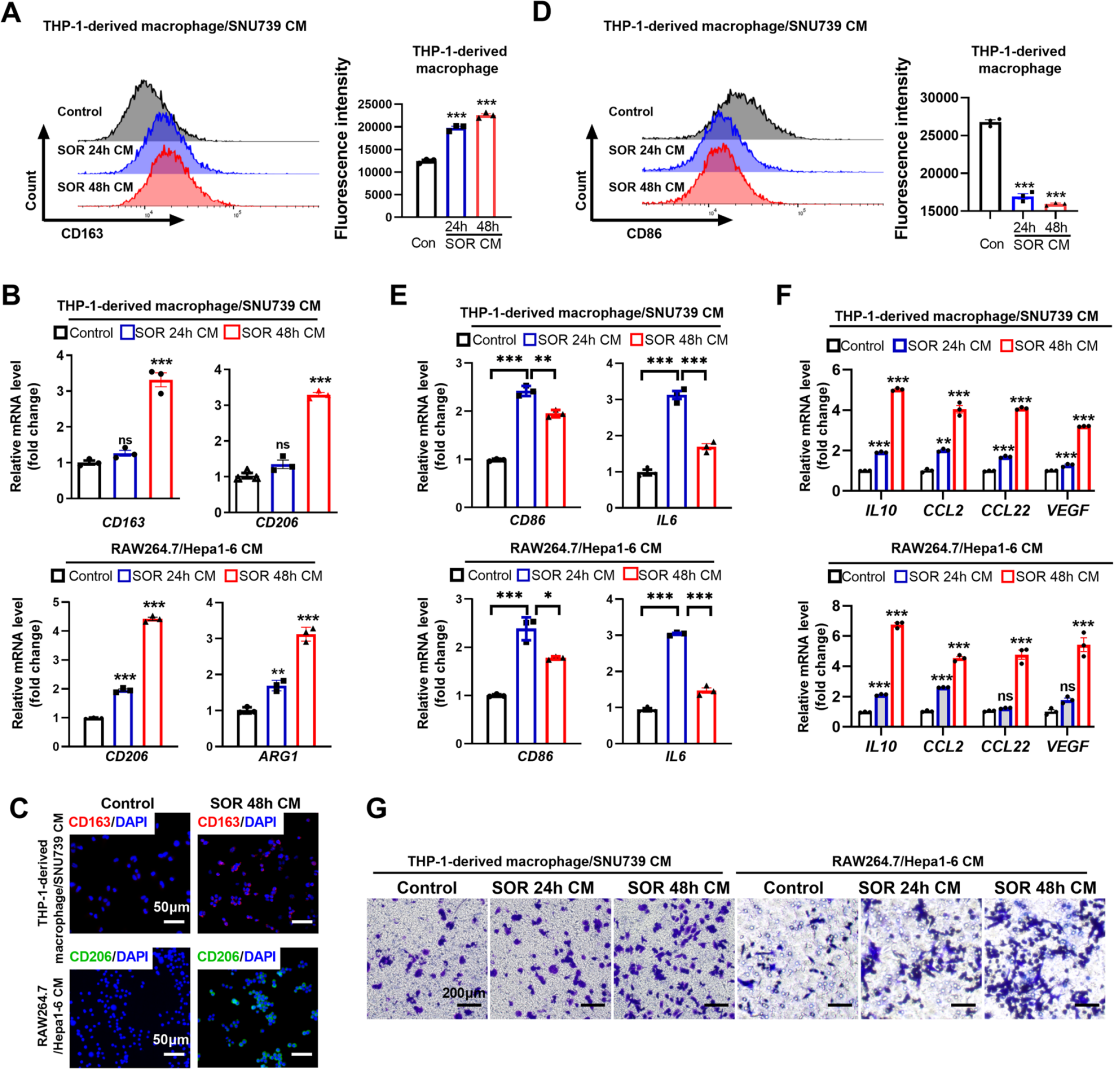
Conditioned medium from Sorafenib-treated HCC cells promotes M2 polarization of TAMs. **A** Flow cytometry analysis of M2-TAM percentage in THP-1-derived macrophages treated with CM from HCC cells. **B** mRNA content of M2-TAM-associated cytokines in THP-1-derived macrophages and RAW264.7 cells treated with CM from HCC cells. **C** Immunofluorescence (IF) analysis of CD163 and CD206 in THP-1-derived macrophages and RAW264.7 cells treated with CM from HCC cells. **D** Flow cytometry analysis of M1-TAM contents in THP-1-derived macrophages treated with CM from HCC cells. **E** qRT-PCR analysis of CD86 and IL6 in THP-1-derived macrophages and RAW264.7 cells treated with CM from HCC cells. **F** qRT-PCR analysis for the mRNA expression of *IL10, CCL2, CCL22* and *VEGF* in THP-1-derived macrophages and RAW264.7 which were treated with CM from HCC cells as indicated. **G** Transwell migration assay of THP-1-derived macrophages and RAW264.7 by CM from HCC cells as indicated. CM, Conditioned medium; SOR, Sorafenib. **P < 0.01; ***P < 0.001.

### Sorafenib promotes extracellular release of mitochondrial DNA from HCC cells by induction of apoptosis

Circulating cell-free mtDNA content is significantly elevated and is identified as a biomarker for HCC and other cancers [28, 31]. We detected the circulating mtDNA level in the plasma from orthotopic HCC mice. An elevated level of circulating mtDNA in sorafenib-resistant mice was observed when compared to that in sorafenib-sensitive mice (Fig. 3A). The cell-free mtDNA content was also investigated in the supernatant from human and murine HCC cells treated with sorafenib by droplet digital PCR (ddPCR). A significantly increased content of mtDNA in a time-dependent manner was identified in cells exposed to sorafenib (Fig. 3B). Interestingly, we found that the circulating mtDNA was oxidized after treatment with sorafenib in HCC cells (Fig. S6A). To ascertain the origin of cell-free mtDNA detected in the supernatant of sorafenib-treated cells, we explored the mitochondrial function and apoptosis of HCC cells. A marked apoptosis occurred in human and murine HCC cells after sorafenib treatment (Fig. 3C and Fig. S6B). Furthermore, we used the inhibitor for apoptosis, necroptosis and ferroptosis to investigate the type(s) of cell death involved in circulating mtDNA release. Our results indicated that the circulating mtDNA content induced by sorafenib was significantly inhibited after treatment with Z-VAD-FMK, an apoptosis inhibitor. Furthermore, the necroptosis inhibitor Necrostatin-1 and the ferroptosis inhibitor Ferrostatin-1 partially mitigated the release of circulating mtDNA in the supernatant of HCC cells with sorafenib treatment. These results demonstrated that the circulating mtDNA was predominantly mediated by sorafenib-induced apoptosis of HCC cells (Fig. 3D). Increased ROS, decreased ATP, and loss of mitochondrial membrane potential were observed in human and murine HCC cells exposed to sorafenib (Figs. 3E–G and S6C). These data suggest that sorafenib induces extracellular release of mitochondrial DNA by inducing mitochondrial dysfunction and apoptosis.

**Fig. 3:**
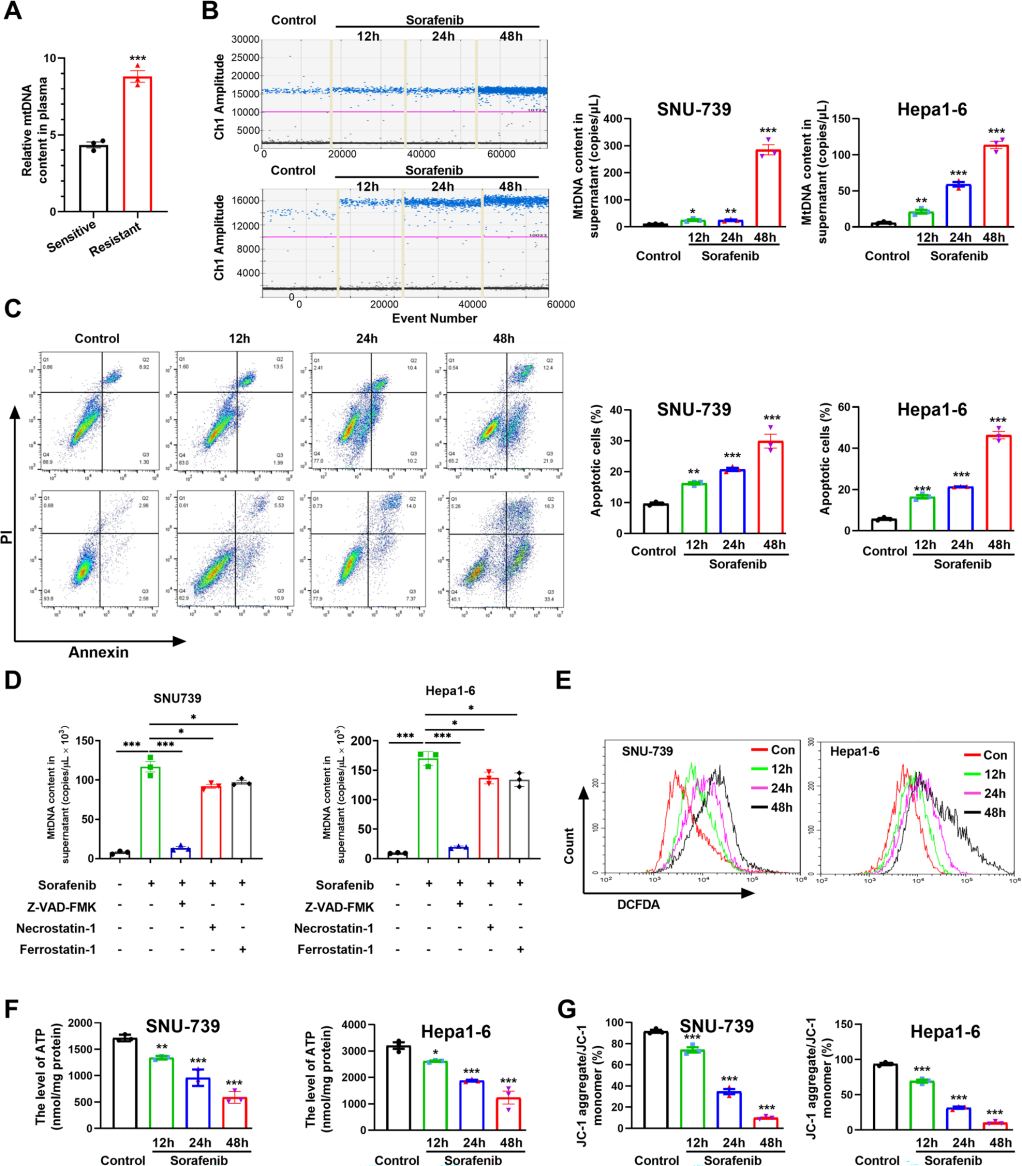
Sorafenib promotes extracellular release of mitochondrial DNA from HCC cells by induction of apoptosis. **A** Relative mtDNA content in plasma from HCC orthotopic mouse model was detected by qPCR. **B** Cell free mtDNA content in supernatant of HCC cells treatment with sorafenib was quantitated via ddPCR. **C** The apoptosis level of HCC cells treated as indicated were detected by flow cytometry. **D** Relative mtDNA content in the supernatant of HCC cells treated with inhibitors of apoptosis, necroptosis and ferroptosis. **E** ROS in HCC cells were detected by flow cytometry. **F**, **G** The ATP levels (**F**) and mitochondrial membrane potential (**G**) of HCC cells treated as indicated were determined using a commercial kit. *P < 0.05; **P < 0.01; ***P < 0.001.

### Mitochondrial DNA promotes M2 polarization of TAMs in vitro

To determine whether cell-free mtDNA is implicated in the M2 polarization of macrophages, THP-1-derived macrophages were incubated with nuclear DNA (nDNA) and mtDNA from human HCC cells. As shown in Fig. S7A, no cellular morphology change in THP-1-derived macrophages was observed after incubation with nDNA. In contrast, the morphology of THP-1-derived macrophages incubated with mtDNA displayed an irregular shape, such as a long spindle-shape and protrusions around the cell membrane, which is similar to positive control (Fig. S7A and Video 1). Furthermore, cell migration assay showed that mtDNA isolated from HCC cells indeed induced macrophage infiltration. Similarly, CM from sorafenib-treated cells enhanced the migration of macrophages, which was abrogated with the treatment of DNase I which digests DNA in the CM (Fig. 4A). Consistently, both CM from sorafenib-treated cells and mtDNA alone were able to up-regulate the expression of CD163 and CD206 in macrophages (Fig. 4B, C and Fig. S8B-E). Application of DNase I markedly inhibited the expression of CM-induced M2-TAM markers, such as CD163, CD206 and Arg-1 in the WB, RT-qPCR, and FCM assays (Figs. 4B, C and S8B–E). Cytokines, such as IL-10, CCL2, CCL22, and VEGF, typically secreted by M2-TAMs, were significantly up-regulated in THP-1-derived macrophages incubated with mtDNA from human HCC cells (Fig. S8F). In addition, immunofluorescent staining demonstrated that digestion of DNAs in CM from sorafenib-treated cells with DNase I reversed CD163 and CD206 expression in THP-1-derived macrophages and RAW264.7 macrophages, respectively (Fig. 4D). These results demonstrate that mtDNA from HCC cells induces macrophage polarization toward a M2-like phenotype.

**Fig. 4:**
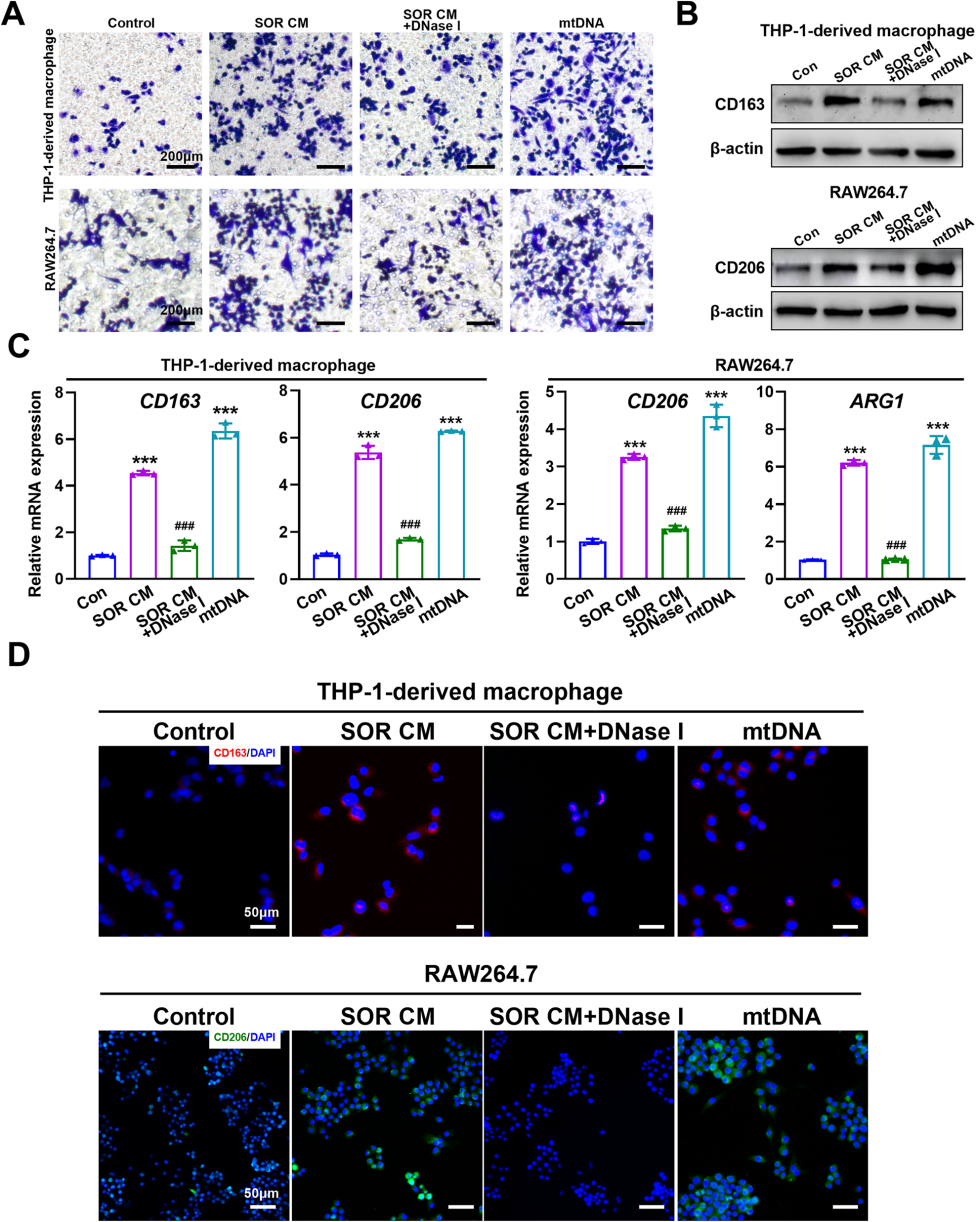
Mitochondrial DNA promotes M2 polarization of TAMs. **A** Transwell migration assay of THP-1-derived macrophages and RAW264.7 treated as indicated. **B**, **C** Western blot (**B**) and qRT-PCR (**C**) analysis the expression levels of M2-TAM marker in THP-1-derived macrophages and RAW264.7 treated as indicated. **D** Immunofluorescence (IF) analysis the expression levels of CD163 and CD206 in THP-1-derived macrophages and RAW264.7 treated as indicated. SOR CM, Conditioned medium from HCC cells treated with sorafenib. ***P < 0.001 versus control group; ^##^*P* < 0.01; ^###^*P* < 0.001 versus SOR CM treated group.

### Mitochondrial DNA promotes M2 polarization of TAMs and HCC proliferation in mice

To further determine the role of mtDNA and macrophage in liver cancer progression, the mouse tumor model was established by orthotopic implantation of Hepa1-6 cells. We found that application of mtDNA promoted tumor growth and increased tumor area ratio (Fig. 5A, B). Treatment with DNase I or depletion of macrophages using clodronate liposomes obviously inhibited live orthotopic tumor growth and reduced tumor area ratio (Fig. 5A, B). MtDNA up-regulated the expression of CD206 in tumor and adjacent tissues, which was ameliorated following the treatment of mice with DNase I or clodronate liposomes (Fig. 5C and F). IHC and FCM indicated an elevated level of CD206^+^ macrophage infiltration in tumor-adjacent tissues after mtDNA treatment (Fig. 5D, E). However, DNase I or clodronate liposomes reduced the CD206^+^ macrophage ratio in tumor-adjacent tissues (Fig. 5D, E). Together, these data suggested that mtDNA promotes M2 polarization of TAMs and HCC proliferation in vivo.

**Fig. 5:**
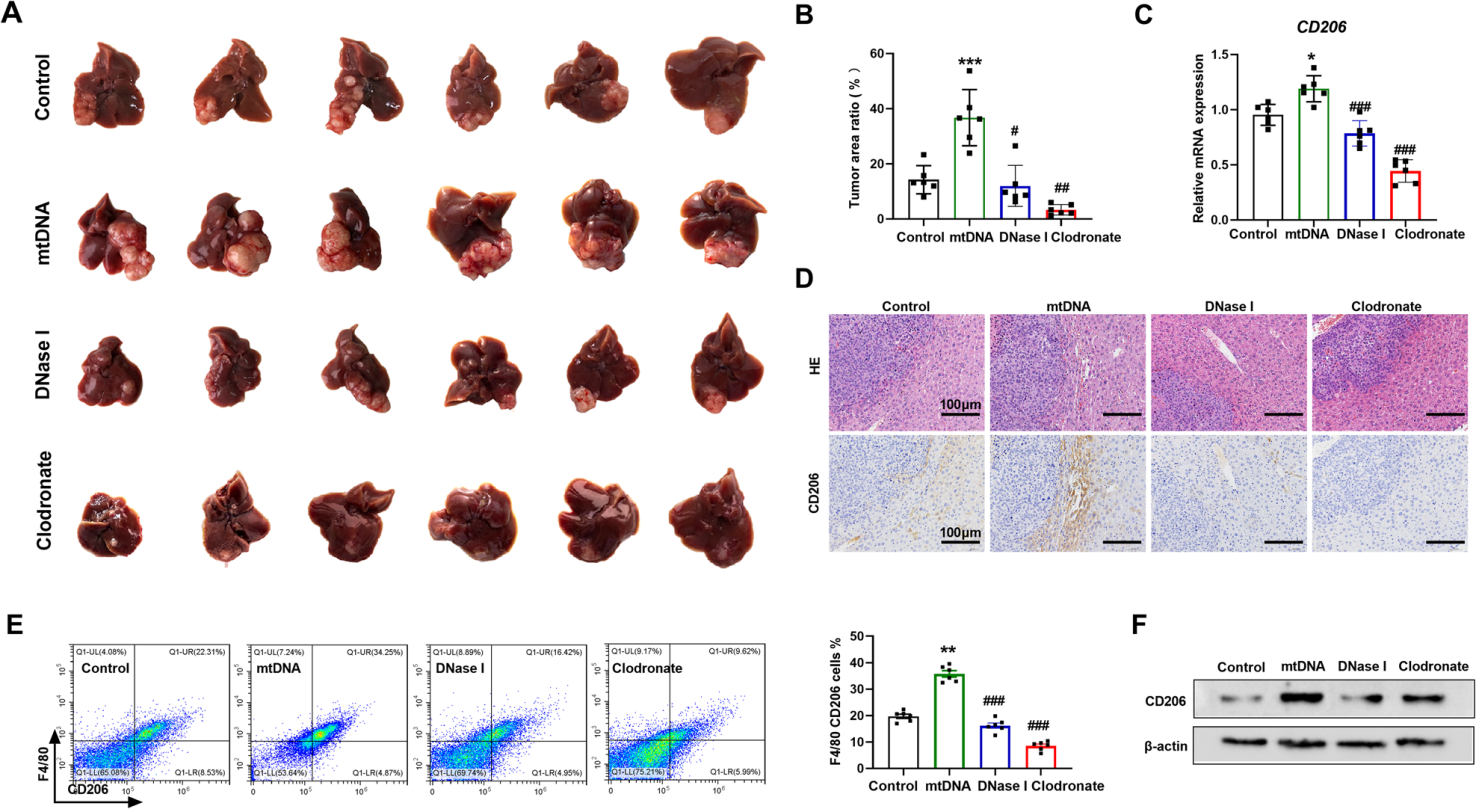
Mitochondrial DNA promotes M2 polarization of TAMs and HCC proliferation in mice. **A** Representative images of orthotopic HCC tissues treated as indicated (*n* = 6). **B** The ratio of mouse liver tumors to liver area was detected in individuals of A (*n* = 6). **C** qRT-PCR analysis of the expression levels of CD206 in orthotopic HCC tissues treated as indicated (*n* = 6). **D** Representative H&E staining (upper) and CD206 immunohistochemistry (under) images of orthotopic HCC tissues treated as indicated. Scale bar: 100 μm. **E** The percentage of CD206 positive macrophage in orthotopic HCC tissues was investigated by flow cytometry (*n* = 6). mtDNA, mice were injected with mtDNA. DNase I, mice were injected with mtDNA and DNase I. Clodronate, mice were injected mtDNA and with clodronate. **F** Western blot analysis of CD206 in orthotopic HCC tissues in mice treated as indicated. *P < 0.05; **P < 0.01 versus control group; ^##^*P* < 0.01; ^###^*P* < 0.001 versus mtDNA treated group.

### Mitochondrial DNA promotes M2 polarization of TAMs through activating TLR9

To explore the molecular mechanisms underlying mtDNA-mediated M2 polarization, we performed an RNA sequencing using THP-1-derived macrophages incubated with mtDNA. 

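THP-1-derived macrophages are cells of the human monocytic leukemia line THP-1 that had been differentiated with 150 nM phorbol 12-myristate 13-acetate for 24 h. Poly(A)-selected RNA was sequenced from 3 libraries of untreated THP-1-derived macrophages (Control) and 3 libraries of THP-1-derived macrophages incubated with mtDNA. The sample labels give peripheral blood as the tissue beside a growth protocol for THP-1, and the cell line named in the paper was used. The paper's text does not name the dose of mtDNA or the length of the incubation for this experiment. The deposited table holds the reads counted for each of 61806 genes in each library and the FPKM values the authors computed from these counts. The total count was 16366430, 16683616 and 17110867 reads in Control replicates 1 to 3 and 18784408, 17953531 and 18058584 reads in mtDNA replicates 1 to 3. The submitters' processing notes name cutadapt 1.9.1 for trimming adapters, and the aligner, the counting program and its use of strand are not given in the sources used here. The notes name hg19, whereas the gene coordinates in the table are those of GRCh38, since 41665 of 58254 genes matched by ID lie at exactly their GENCODE v29 position.
The counts were scaled between libraries with TMM factors, and mtDNA was compared with Control by edgeR's quasi-likelihood test over the 24316 genes with a mean FPKM of at least 0.1. A gene was called up-regulated or downregulated at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The fold limit is that of Table S4, whose title does not say whether its p is adjusted. Levels are given as TMM-normalized CPM, as mean ± SD of 3 libraries. Nothing in the sources used here says that the replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical. FTL, which encodes the light chain of the iron-storage protein ferritin, took 1.93% to 1.98% of the summed FPKM in the Control libraries and 10.3% to 11.5% in the mtDNA libraries. The 10 most abundant genes together took 16.8% ± 0.354 (SD, n = 3) in Control and 23.6% ± 1.47 (SD, n = 3) after mtDNA treatment (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). FTL carried this rise, as the other 9 together took 14.9% ± 0.366 (SD, n = 3) in Control and 12.8% ± 1.28 (SD, n = 3) after mtDNA treatment. The mitochondrially encoded mRNAs took 17.2% ± 0.465 (SD, n = 3) in Control and 13.3% ± 1.03 (SD, n = 3) after mtDNA treatment, with the same exact p of 0.1. This is a share of a total that FTL raised. Without the 10 most abundant genes in the denominator it was 20.6% ± 0.649 and 17.5% ± 1.64 (SD, n = 3). In TMM-scaled counts none of these 13 mRNAs was called, and their mean log2 fold change was -0.08. At an adjusted p under 0.05 from edgeR, 2 were higher and 4 were lower. mtDNA replicate 3 stood apart from the other mtDNA libraries. The chi-square of its reads per gene, per degree of freedom, was 45 against replicate 1 and 45.6 against replicate 2, compared with 3.35 between these 2 and 2.37 to 2.85 between the Control libraries. Of 370836 pairs of count and FPKM, 2 do not correspond, those of CD163 and CD80 in that library.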

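RHEX, which encodes a regulator of erythropoietin signaling, had 93, 116 and 94 reads in the Control libraries and 0, 1 and 0 after mtDNA treatment. CCL8, a chemokine that attracts monocytes, had 27, 13 and 15 reads in Control and none in the mtDNA libraries. The sialic acid-binding receptor SIGLEC6 fell from 7.81 ± 1.42 to 0.194 ± 0.0868 CPM, the GABA receptor subunit GABRA4 from 20.7 ± 1.63 to 0.764 ± 0.428 CPM and myoglobin (MB) from 2.48 ± 0.246 to 0.0781 ± 0.0677 CPM (SD, n = 3). In the other direction, the nerve growth factor receptor NGFR rose from 0.489 ± 0.181 to 12.6 ± 8.74 CPM and the sulfotransferase SULT1C2 from 0.66 ± 0.302 to 13.1 ± 2.36 CPM. RNF150 rose from 0.782 ± 0.386 to 15.5 ± 8.56 CPM and BMP6, a bone morphogenetic protein whose gene overlaps TXNDC5 on the opposite strand, from 0.296 ± 0.268 to 5.22 ± 2.15 CPM (SD, n = 3).
In all, 1129 genes were up-regulated and 1407 were downregulated after mtDNA treatment among the 24316 genes tested by edgeR's quasi-likelihood test. The groups did not overlap for 99.5% of the called genes and for 43.6% of all tested genes, where chance gives 10%. The genes above are those with the largest fold changes among called genes whose groups did not overlap. Only genes with a mean FPKM of at least 1 in the higher group were ranked. In the same ranking, CXCL10, the lincRNA ENSG00000253177 and the pseudogene ENSG00000275785 were also lower. The microRNA genes MIR33B and MIR320C1 and the pseudogenes ST6GALNAC4P1 and RPS29P16 were also higher, on few reads. Pseudogenes may share reads with the gene they copy, and MIR33B overlaps SREBF1, RPS29P16 overlaps PSMC2 and MIR320C1 overlaps ABHD3. The calls of MIR33B (adjusted p = 0.0699 to 0.112) and MIR320C1 (0.0534 to 0.153) from edgeR were lost without any library other than mtDNA replicate 3. That of RPS29P16 (0.0768 to 0.142) was lost without any Control replicate or mtDNA replicate 1. That of ST6GALNAC4P1 (0.0536 to 0.0624) was lost without Control replicate 1 or 2 or mtDNA replicate 1, and that of ENSG00000275785 (0.0546) without Control replicate 2.
Of 8 tested marker genes of undifferentiated myeloid cells, 4 were downregulated and none was up-regulated, among them the granule protease CTSG (log2 fold change -2.81, standard error 0.21) and the transcription factor MYB (-1.69, standard error 0.11). The balance between directions differed between settings. With limma on log2(FPKM + 0.1), 663 genes were up-regulated and 1794 downregulated (27% up-regulated against 44.5% with edgeR on TMM-scaled counts), after rescaling the FPKM to TPM 572 and 2117, and after quantile normalization of the FPKM 1046 and 1154.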

Transcriptome profiling identified 1306 up-regulated and 1657 downregulated genes after mtDNA treatment (Supplementary Table S4). 

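IL1A and IL1B, the genes of the interleukin-1 cytokines, were lower after mtDNA treatment. IL1A (chromosome 2, 112773925 to 112784493, GRCh38) fell from 4.49 ± 1.08 to 1.24 ± 0.199 CPM (log2 fold change -1.85, standard error 0.27, adjusted p = 9.98e-04), and IL1B (chromosome 2, 112829751 to 112836816) fell from 2306 ± 161 to 1300 ± 349 CPM (log2 fold change -0.83, standard error 0.17, adjusted p = 0.00597), a decrease within the fold limit of the calls. NOS2, the inducible nitric oxide synthase on chromosome 17 from 27756766 to 27800529, fell from 1.37 ± 0.313 to 0.407 ± 0.148 CPM (log2 fold change -1.73, standard error 0.42, adjusted p = 0.013). CD86, a costimulatory ligand for T cells on chromosome 3 from 122055362 to 122121139, fell from 1.94 ± 0.983 to 0.739 ± 0.202 CPM (log2 fold change -1.38, standard error 0.44, adjusted p = 0.0417). Errors are SD with n = 3, and the adjusted p-values are Benjamini-Hochberg adjusted from edgeR's quasi-likelihood test.
NOS2 and CD86 rest on few reads, with 19 to 29 reads of NOS2 and 21 to 53 of CD86 in the Control libraries and 4 to 9 and 9 to 16 in the mtDNA libraries. The call of NOS2 was lost without Control replicate 1 (adjusted p = 0.0695, edgeR) or Control replicate 2 (0.0533). That of CD86 was lost without Control replicate 1 (log2 fold change -0.91, adjusted p = 0.202), Control replicate 2 (0.0816), mtDNA replicate 1 (0.119) or mtDNA replicate 2 (0.0863), and with the replicate number as a block (0.081). Both were lost with limma on log2(FPKM + 0.1) (0.0701 and 0.0747).
Of 26 tested genes on a textbook list of M1 macrophages, 9 were downregulated and 2 were up-regulated, and the same numbers were obtained when adjusted over the list alone. Without mtDNA replicate 3 they were 12 and 1. The interferon-induced chemokines CXCL10 (log2 fold change -4.88), CXCL11 (-3.87) and CXCL9 (-2.65) and the cytokine TNF (-1.58, adjusted p = 6.75e-04 from edgeR) were among the downregulated genes. CCR7, a chemokine receptor, and GBP1, a guanylate-binding protein, were up-regulated, with log2 fold changes of 2.04 and 1.01. The call of CCR7 was lost without Control replicate 2 (adjusted p = 0.0966, edgeR), Control replicate 3 (0.107) or mtDNA replicate 1 (0.0605). The list lay lower than the other genes (adjusted p = 5.72e-04 by camera with a preset correlation of 0.01, and adjusted p = 0.295 with an estimated correlation). It holds all 6 genes that Fig. 6B shows as lower in these same libraries, of which 4 were downregulated. Its test is therefore not independent of that figure.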

*IL-1B*, *CD86*, and *NOS2*, markers of M1 macrophages, were notably downregulated after mtDNA treatment (Fig. 6A, B). Whereas, the M2 macrophage markers were significantly up-regulated after mtDNA treatment (Fig. 6A, B). It has been demonstrated that mtDNA contains unmethylated CpG motifs and is a potent activator of toll-like receptor 9 (TLR9). 

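CD163, a scavenger receptor for hemoglobin, rose from 14.9 ± 2.85 to 75.7 ± 18.9 CPM after mtDNA treatment (log2 fold change 2.34, standard error 0.21, adjusted p = 6.01e-05; chromosome 12, 7470811 to 7503893, overlapping CD163L1 on the same strand). The transcription factor MAF rose with a log2 fold change of 1.66 (standard error 0.16, adjusted p = 8.09e-05), and the scavenger receptor MSR1 with 1.05 (standard error 0.16, adjusted p = 0.00136). PPARG, a lipid-sensing nuclear receptor, and the transglutaminase TGM2 rose by less than the fold limit, with log2 fold changes of 0.74 (adjusted p = 8.85e-04) and 0.72 (adjusted p = 4.49e-04). Other genes of the same list fell, among them the IgE receptor FCER2 (-1.48, adjusted p = 2.39e-05), the lectin CD209 (-1.12, adjusted p = 1.32e-04) and the chemokine CCL24 (-2.53, adjusted p = 0.0153). Adjusted p-values are from edgeR's quasi-likelihood test.
Of 22 tested genes on a textbook list of M2 macrophages, 3 were up-regulated and 6 were downregulated, with the same numbers when adjusted over the list alone. At an adjusted p under 0.05 with no fold limit, 8 were higher, 6 were lower and 8 did not pass. The median log2 fold change of the list was 0.17 and the mean -0.04, and the list did not move in 1 direction against the other genes (adjusted p = 0.481 by camera). It held more called genes than its size gives (9 against 2.29, adjusted p = 7.56e-04, one-sided Fisher's exact test). MRC1, which encodes CD206, had 0, 3 and 0 reads in Control and 0, 1 and 2 after mtDNA treatment and was not tested. ARG1, which overlaps MED23 on the opposite strand, had 1.18 ± 0.263 CPM in Control and 1.16 ± 0.591 CPM after mtDNA treatment (log2 fold change -0.02, adjusted p = 0.988 from edgeR).
In mtDNA replicate 3 the deposited count of CD163 is 946 reads, which gives an FPKM of 9.01, while the deposited FPKM is 6.5, which 683 reads give. Its log2 fold change was 2.25 at 683 reads and 2.12 at 368 reads, the count that gives the mean of CD163 in Table S4, and CD163 was called at both.

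**Figure D1:**
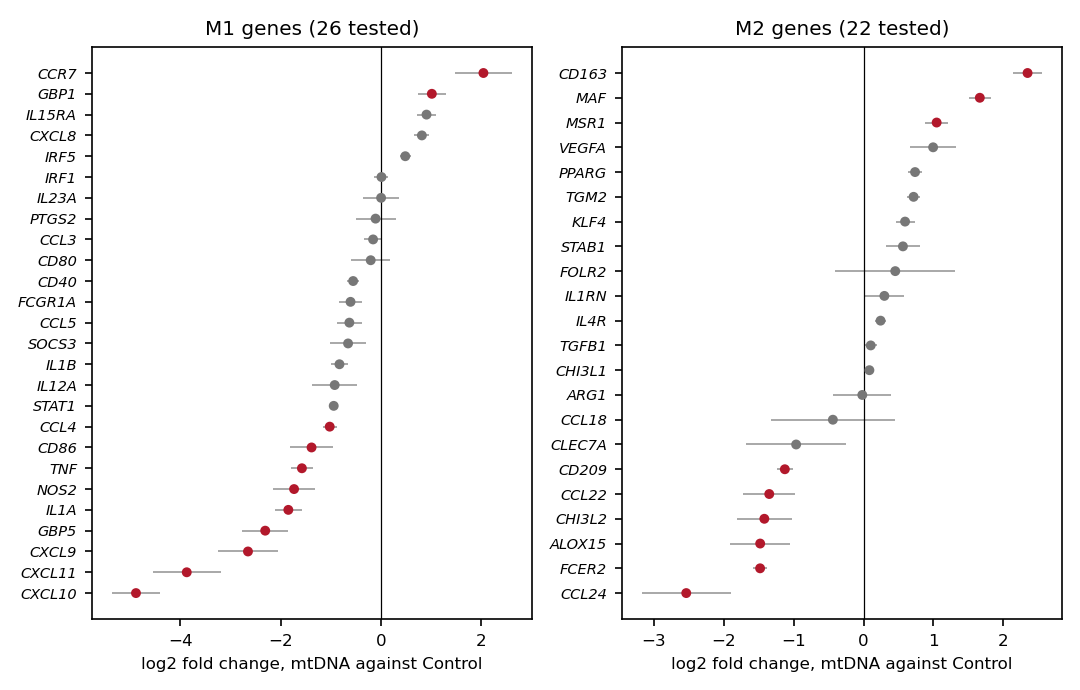
Log2 fold change of mtDNA against Control (horizontal axis) for the tested genes of the M1 list (left, 26 genes) and the M2 list (right, 22 genes). Points are estimates from edgeR, lines reach 1 standard error to either side, and red points are called genes, of which 9 lie left of 0 and 2 right of 0 among M1 genes, and 6 left and 3 right among M2 genes.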

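Genes of toll-like receptor signaling changed in both directions after mtDNA treatment. The receptor TLR7 fell with a log2 fold change of -4.20 (standard error 0.63) and the kinase IKBKE with -1.30 (standard error 0.22). The kinase subunit PIK3CD, whose gene overlaps CLSTN1 on the opposite strand, fell with -1.21 (standard error 0.13) and the transcription factor FOS with -1.16 (standard error 0.13). Among genes of pathways in cancer, the chemokine receptor CXCR4 rose with 2.13 (standard error 0.12), the adenylate cyclase ADCY1 with 1.82 (standard error 0.08) and the growth factor KITLG with 1.40 (standard error 0.09). BIRC5, an inhibitor of apoptosis expressed in dividing cells, fell with -1.96 (standard error 0.14). Among NF-κB signaling genes, the B cell survival factor TNFSF13B fell with -1.35 and XIAP, an inhibitor of apoptosis, rose with 1.17 (0.95, within the fold limit, without mtDNA replicate 3).
On the list written after the toll-like receptor pathway, 5 of 77 tested genes were up-regulated and 11 downregulated (3 and 13 without mtDNA replicate 3), with 5 and 11 when adjusted over the list alone. This is more called genes than among all tested genes, of which 8.03 would fall on the list (adjusted p = 0.0117, one-sided Fisher's exact test), and 17 of its listed genes are also on the M1 list. The 5 up-regulated genes, TLR2, TLR9, TRAF6, MAPK13 and SPP1, are all genes that Fig. 6B shows as higher in these libraries. Among other settings, the call of the list was lost without mtDNA replicate 3 (adjusted p = 0.0932) and with a mean FPKM of at least 1 (0.186). It was also lost with limma on log2(FPKM + 0.1) (0.0528) and for up-regulated genes alone (0.483). The range in all settings was 0.00126 to 0.483. Of 195 genes listed for pathways in cancer, 18 were up-regulated and 23 downregulated (20 and 23 when adjusted over the list alone), where 20.3 called genes would be on the list by its size (adjusted p = 7.10e-05, same test), with a median log2 fold change of 0.02 and a mean of -0.001. Of 72 NF-κB signaling genes, 3 were up-regulated and 5 downregulated (3 and 6 when adjusted over the list alone), where 7.51 would be (adjusted p = 0.555). Of 36 NF-κB target genes, 5 were up-regulated and 5 downregulated (5 and 5 when adjusted over the list alone, and 3 and 5 without mtDNA replicate 3), where 3.75 would be (adjusted p = 0.00745), among them SOD2 and CCL20 up and CCL2, TNF and IL1A down. SOD2 overlaps WTAP on the opposite strand and was within the fold limit without Control replicate 2 (0.94) or mtDNA replicate 1 (0.92). Of 55 genes of ECM-receptor interaction, 9 were up-regulated and 8 downregulated (9 and 8 when adjusted over the list alone), where 5.74 would be (adjusted p = 1.36e-04), with a median of 0.12 and a mean of -0.04. None of these lists moved in 1 direction against the other genes (adjusted p from 0.391 to 0.831 by camera).
The deposited table also assigns genes to pathways. By that annotation, 17 of 77 genes of the toll-like receptor pathway were called, where 8.92 would be (p = 0.00617, adjusted p = 0.107 over 346 pathways, one-sided Fisher's exact test), 78 of 527 genes of pathways in cancer, where 61.1 would be (p = 0.0125, adjusted p = 0.18), and 12 of 94 genes of the NF-κB pathway, where 10.9 would be (p = 0.407). Of the 346 pathways 12 passed, with cytokine-cytokine receptor interaction first (56 of 196 genes, adjusted p = 1.87e-08), and of the 15 pathways in Fig. 6C none passed and 7 had an unadjusted p under 0.05. Over the other settings the adjusted p was 0.0261 to 0.418 for the toll-like receptor pathway, which passed with no filter, with limma at a pseudocount of 1 and with quantile normalization, and 0.0331 to 0.739 for pathways in cancer, which passed with no filter.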

TLR signaling pathway, NF-κB signaling pathway, and pathways in cancer were enriched in the KEGG pathway analysis of differentially expressed genes (Fig. 6C). Due to the critical role that TLR9 plays in the response to mtDNA [32], we speculated that the TLR9 pathway may be implicated in mtDNA-mediated M2 polarization of macrophages. Indeed, the expression of TLR9 and TRAF6, downstream targets of the TLR9 signaling, were increased after CM from HCC cells pre-treated with sorafenib and mtDNA treatment (Fig. 6B and D). 

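TLR9, the endosomal receptor for unmethylated CpG DNA (chromosome 3, 52221080 to 52225645), rose from 0.358 ± 0.138 CPM in Control to 1.3 ± 0.53 CPM after mtDNA treatment (log2 fold change 1.84, standard error 0.47, adjusted p = 0.0166). It had few reads, with 9, 5 and 5 in the Control libraries and 19, 15 and 33 in the mtDNA libraries. TRAF6, a ubiquitin ligase that passes the signal on from MYD88 and the IRAK kinases (chromosome 11, 36483769 to 36510272), rose from 43.6 ± 0.475 to 98.1 ± 41.3 CPM (log2 fold change 1.17, standard error 0.24, adjusted p = 0.00531). The adaptor MYD88, which binds TLR9, fell from 51.4 ± 4.83 to 33 ± 6.92 CPM (log2 fold change -0.64, adjusted p = 0.0124), within the fold limit. RELA, the p65 subunit of NF-κB, had 58.7 ± 3.37 CPM in Control and 69.9 ± 4.23 CPM after mtDNA treatment (log2 fold change 0.25, adjusted p = 0.0673), and MAPK14, which encodes p38α, had a log2 fold change of -0.09 (adjusted p = 0.417). Errors are SD with n = 3, and adjusted p-values are from edgeR's quasi-likelihood test.
The call of TLR9 was lost without Control replicate 2 (adjusted p = 0.0745, edgeR) or Control replicate 3 (0.0791), and without mtDNA replicate 3, which held the most reads of both genes, the log2 fold change was 1.47 for TLR9 and 0.77, within the fold limit, for TRAF6. With limma on log2(FPKM + 0.1) neither passed (adjusted p = 0.0768 for TLR9 and 0.0592 for TRAF6). In that fit the median log2 fold change of all tested genes was -0.18. With limma after quantile normalization the log2 fold change was 1.44 for TLR9 and 1.03 for TRAF6.
Because TLR9 plays a critical role in the response to mtDNA, the paper proposes that the TLR9 pathway may be implicated in the M2 polarization. It then states that TLR9 and TRAF6 increased after mtDNA treatment, from the heatmap of these libraries and from Western blots. Its other evidence for TLR9 lies outside these libraries. It reports pathway activation reversed by DNase I (Fig. 6D) and mtDNA lying together with TLR9 in the cells (Fig. 6I). It also reports that a TLR9 antagonist or TLR9 shRNA blocked the induction of CD163 by mtDNA and inhibited that of CD206 (Fig. 7). In tumors of patients, it reports TLR9 in CD163-positive macrophages and correlations of TLR9 with M2 infiltration and CD163 (Fig. 6E, F and G). In mice given sorafenib, it reports fewer M2 macrophages in liver tumors with a TLR9 inhibitor, and a similar effect of Tlr9 knockout (Fig. 8).

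**Figure D2:**
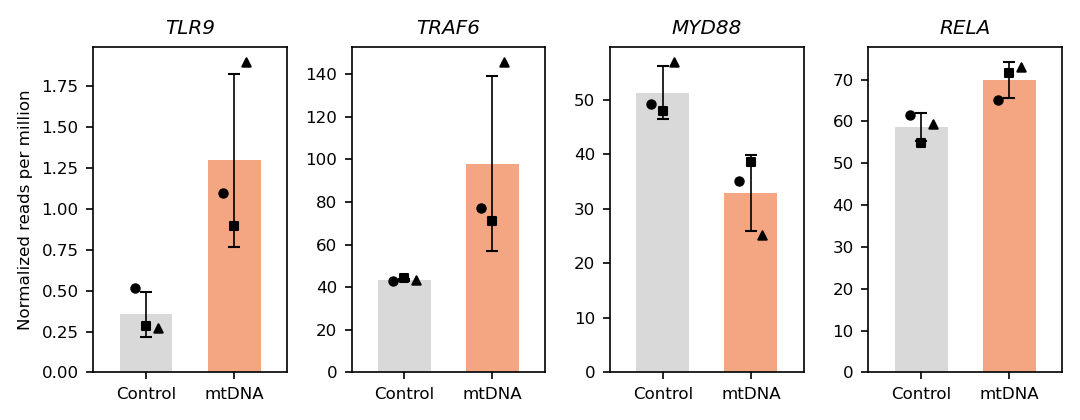
TMM-normalized CPM (vertical axis, from 0 in each panel) of TLR9, TRAF6, MYD88 and RELA in Control and mtDNA libraries. Bars are means and error bars SD of 3 libraries, and points are the libraries, with replicate 1 as a circle, replicate 2 as a square and replicate 3 as a triangle, which is the highest mtDNA point for TLR9 and TRAF6 and the lowest for MYD88.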

Our data showed that CM from HCC cells pre-treated with sorafenib and mtDNA significantly activated the TLR9 pathway in THP-1-derived macrophage or RAW264.7, respectively (Fig. 6D). Digestion mtDNA using DNase I reversed TLR9 pathway activation (Fig. 6D). Further, we found that the expression of TLR9 was markedly up-regulated in tumor tissues from HCC patients (Fig. S3A, S3D and S3E). Immunofluorescence co-localization analysis showed that TLR9 was co-localized with CD163^+^ macrophages in tumor tissues from HCC patients (Fig. 6E). CIBERSORT analysis indicated a moderate positive correlation between the mRNA expression levels of TLR9 and the infiltration levels of M2 macrophages (r = 0.36, *P* < 0.001), as well as between the mRNA expression levels of TLR9 and CD163 (r = 0.266, *P* < 0.001) (Fig. 6F, G). To determine the consequences of mtDNA from HCC cells on THP-1 cells and RAW264.7, endogenous mtDNAs of THP-1 cells and RAW264.7 were depleted using ethidium bromide (EtBr) as previous description [33, 34]. As shown in Fig. 6H, the mtDNA contents of THP-1-derived macrophages and RAW264.7 were obviously decreased after treatment with 50 ng/mL EtBr for 4 weeks. Immunofluorescent staining and qRT-PCR assay showed that exogenous mtDNA from HCC cells increased cytosolic mtDNA content and colocalized with TLR9 in THP-1-derived macrophages and RAW264.7 (Fig. 6H, I).

**Fig. 6:**
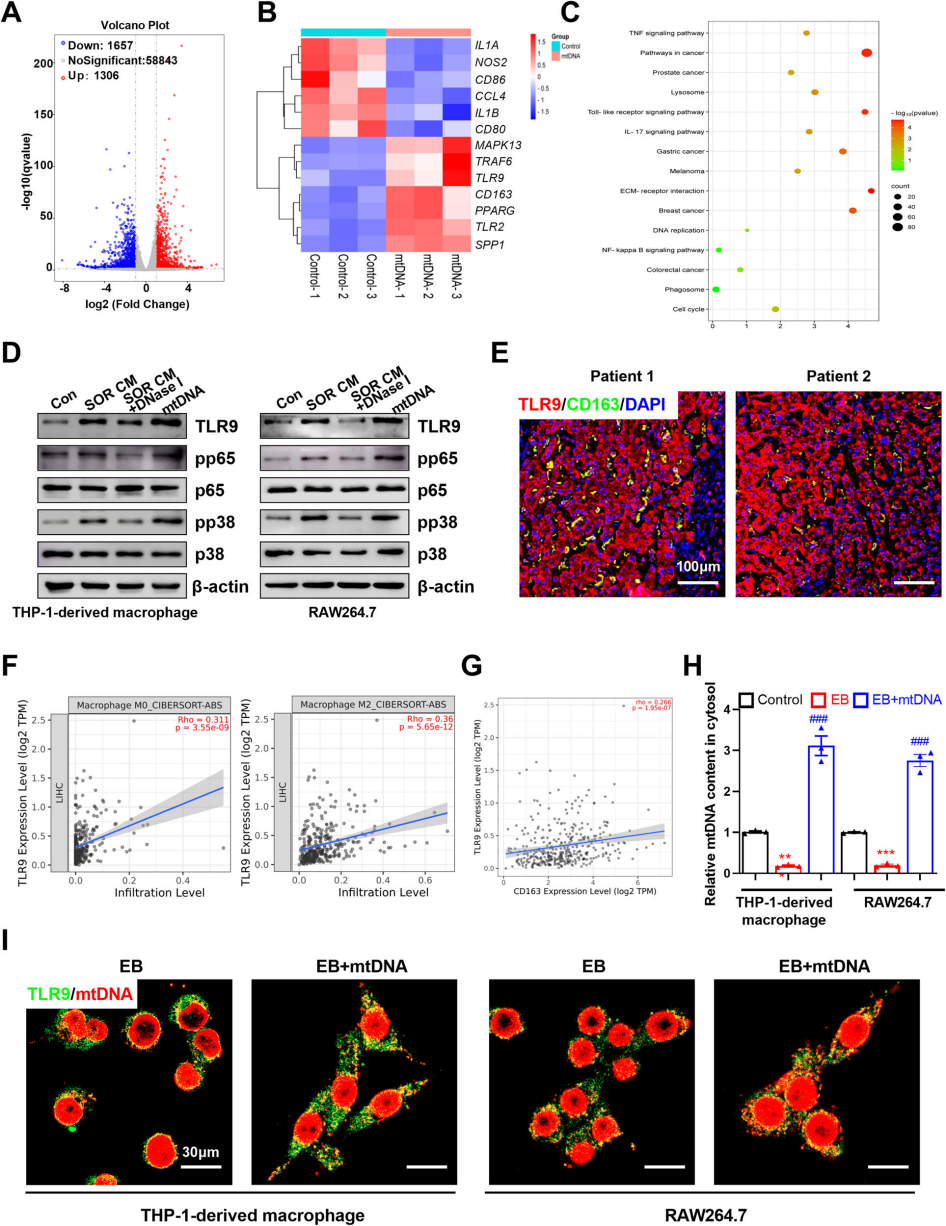
Mitochondrial DNA promotes M2 polarization of TAMs through activating TLR9. **A** Differential mRNA expression in RNA sequencing data of mtDNA-induced M2 macrophages. **B** Heatmap analysis the expression of marker for M1/M2 macrophages in mtDNA induced M2 macrophages. **C** KEGG pathway enrichment analyses of differentially expressed genes were performed. **D** Western blot analysis the related protein expression levels of TLR9 pathway in THP-1-derived macrophages and RAW264.7 treated as indicated. **E** Immunofluorescence staining of TLR9 and CD163 in tumor tissues from patients with HCC. Scale bar: 100 μm. **F**, **G** CIBERSORT analysis the correlated between TLR9 expression and M2 macrophage infiltration level (**F**) or CD163 expression level (**G**). **H** Relative mtDNA content in THP-1-derived macrophages and RAW264.7 treated as indicated was detected by qPCR. **I** Co-localization analyses between mtDNA and TLR9 in indicated THP-1-derived macrophages and RAW264.7 cells by confocal microscopy. Scale bar: 30 μm.

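The heatmap of Fig. 6B shows 13 marker genes in these same libraries, so their direction here is not independent evidence. Of the 7 genes it shows as higher, 6 were up-regulated and all 7 were higher at an adjusted p under 0.05 from edgeR (6 up-regulated when adjusted over the list alone). SPP1, which encodes the secreted glycoprotein osteopontin, rose from 178 ± 15.8 to 757 ± 53.8 CPM (log2 fold change 2.09, standard error 0.09, adjusted p = 4.39e-06). TLR2, a receptor for bacterial lipopeptides, rose from 192 ± 12.6 to 442 ± 55.5 CPM (log2 fold change 1.20, standard error 0.11, adjusted p = 5.89e-05). MAPK13, which encodes p38δ, rose from 32.5 ± 1.64 to 75.1 ± 18.3 CPM (log2 fold change 1.21, standard error 0.16, adjusted p = 4.79e-04). Without mtDNA replicate 3 its log2 fold change was 0.99, and 4 of the 7 genes were up-regulated, since TRAF6 was within the fold limit too.
Of the 6 genes it shows as lower, 4 were downregulated and 5 were lower at an adjusted p under 0.05 (4 downregulated when adjusted over the list alone). CCL4, a chemokine that may share reads with its near-identical copy CCL4L2, fell from 74.6 ± 12.1 to 36.8 ± 4.87 CPM (log2 fold change -1.02, standard error 0.14, adjusted p = 7.61e-04). Its log2 fold change was within the fold limit without Control replicate 1 (-0.95), Control replicate 3 (-0.96) or mtDNA replicate 3 (-0.91). CD80, a costimulatory ligand whose gene overlaps TIMMDC1 on the opposite strand, had 2.66 ± 0.471 CPM in Control and 2.3 ± 1.35 CPM after mtDNA treatment (log2 fold change -0.20, standard error 0.38, adjusted p = 0.746). In mtDNA replicate 3 its deposited count is 67 reads, which gives an FPKM of 1.15, while the deposited FPKM is 0.61, which 35 reads give. At 35 reads the log2 fold change was -0.65 (adjusted p = 0.11), and without that library it was -0.79 (adjusted p = 0.0182, edgeR).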

### Inhibition of TLR9 pathway reverses mtDNA-mediated M2 polarization of TAMs

Next, we sought to explore whether activation of the TLR9 pathway was involved in mtDNA-mediated M2 polarization of TAMs. CIBERSORT analysis indicated that TLR9 expression level was positively correlated with *CCL2, CCL17, CCL18, CCL20, CCL22, IL6, TGFB1, VEGFA, IL-10*, which are vital cytokines for M2 macrophage function (Fig. S9A). Immunofluorescent staining showed that TLR9 antagonist (ODN INH-18) treatment or depletion of TLR9 by shRNA abolished mtDNA-induced CD163 expression in THP-1-derived macrophages (Fig. 7A, B). Similarly, FCM assay and RT-qPCR verified that ODN INH-18 and TLR9 shRNA inhibited mtDNA-induced expression of M2-TAM markers (CD163 and CD206) in THP-1-derived macrophages and RAW264.7 (Figs. 7C–G and S9B). Collectively, these data suggest that mtDNA activates TLR9 signaling and promotes macrophage polarization toward M2-like phenotype.

**Fig. 7:**
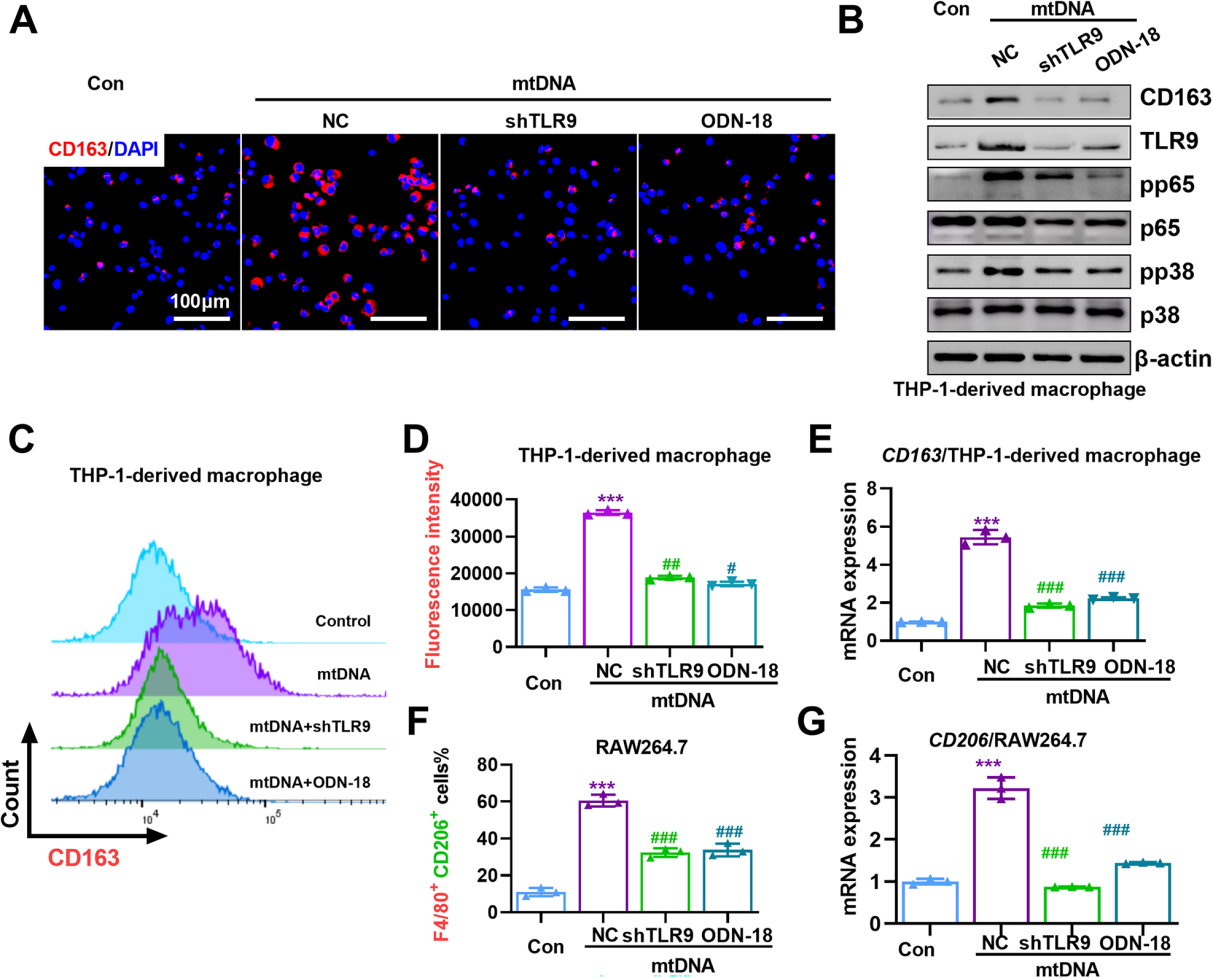
Inhibition of TLR9 pathway reverses mtDNA-mediated M2 polarization of TAMs. **A** Immunofluorescence (IF) analysis the expression levels of CD163 in THP-1-derived macrophages treated as indicated. **B** Western blot analysis the expression levels of CD163 and TLR9 pathway-related protein in THP-1-derived macrophages treated as indicated. **C** Flow cytometry analysis the percentage of CD163^+^ cells in THP-1-derived macrophages. **D** The percentage of CD163^+^ macrophage in C was statistical analysis, (*n* = 3). **E** qRT-PCR analysis of CD163^+^ in THP-1-derived macrophages treated as indicated. **F** The percentage of F4/80^+^/CD206^+^ macrophage in Fig. S9B was statistical analysis. (*n* = 3). **G** qRT-PCR analysis the expression levels of M2-TAM marker in THP-1-derived macrophages and RAW264.7 treated as indicated. ***P < 0.001 versus control group; ^###^*P* < 0.001 versus mtDNA treated group. Con, M0 macrophage; NC, M0 macrophage treated with mtDNA; shTLR9, M0 macrophage treated with mtDNA and shTLR9; ODN-18, M0 macrophage treated with mtDNA and ODN INH-18.

### Blocking TLR9 pathway enhances the therapeutic effect of sorafenib in HCC

To determine the combined therapeutic effect of blocking TLR9 pathway and sorafenib, we established a DEN-induced HCC model in wild-type (*Tlr9*^+/+^) and *Tlr9* knockout (*Tlr9*^-/-^) mice and treated the mice with or without sorafenib (Fig. 8A). Sorafenib alone inhibited tumor progression in wild-type (*Tlr9*^+/+^) mice and E6446 (TLR9 inhibitor) significantly enhanced the therapeutic effect of sorafenib. Combination treatment with sorafenib and E6446 exhibited a more marked regression compared to the sorafenib alone group (Fig. 8B, C). Furthermore, the analysis of M2 macrophage percentage in the tumor tissue from DEN-induced HCC models showed that E6446 combined with sorafenib treatment significantly reduced M2 macrophage infiltration in the tumor tissues compared to sorafenib alone group (Fig. 8D). IHC analysis was performed to observe the Ki67 and cleaved caspase-3 expression in isolated tumor tissues. The levels of Ki67 expression was significantly lower and the level of cleaved caspase-3 expression was higher in the combination group (Fig. 8E). These data suggest that sorafenib and E6446 combination therapy effectively suppresses the proliferation and promotes apoptosis of tumor cells. As expected, TLR9 knockout exhibited a similar effect with E6446 (Fig. 8B–E). Furthermore, we found that there was no significant difference in circulating mtDNA content between WT and TLR9^-/-^ mice treated with sorafenib (Fig. S10). These results indicate that blocking TLR9 pathway is an ideal strategy to enhance the therapeutic effect of sorafenib in HCC.

**Fig. 8:**
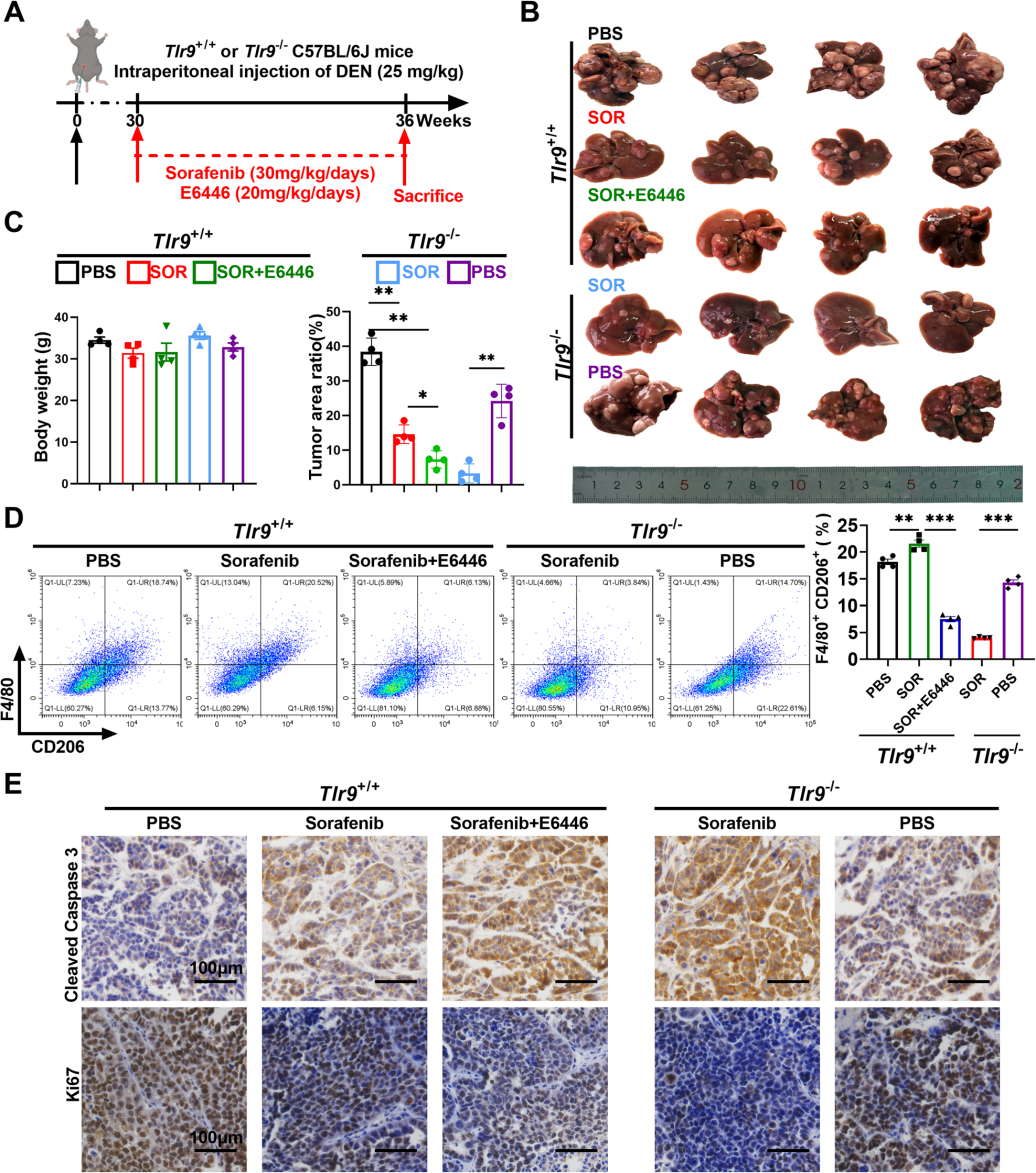
Blocking TLR9 pathway enhances the therapeutic effect of sorafenib in HCC. **A** Schematic description of sorafenib and E6446 treatment in the DEN-induced HCC model (*n* = 4). **B** Representative micrographs of DEN-induced HCC treated as indicated (*n* = 4). **C** Body weight and the ratio of mouse liver tumors to liver area were detected in individuals of B (*n* = 4). **D** Flow cytometry analysis the macrophage infiltration in the DEN-induced HCC tissues treated as indicated (*n* = 4). **E** Representative immunohistochemical image of cleaved caspase-3 and Ki-67 in the DEN-induced HCC tissues treated as indicated, Scale bar: 100 μm.

## Discussion

Resistance is a major hurdle to the therapeutic effect of advanced HCC populations after sorafenib treatment [6]. Previous researches have determined that M2-TAM infiltration played a vital role in sorafenib resistance and explored the mechanism underlying macrophage recruitment and M2 polarization to develop novel therapeutic strategies for overcoming resistance [8–10]. In this study, we determined that extracellular cell-free mtDNA induced by sorafenib played a key role in macrophage M2 polarization and mediating sorafenib resistance in HCC. We found that sorafenib induced extracellular release of mtDNA by inducing apoptosis of HCC cells, which subsequently promoted M2 polarization of macrophages through TLR9 pathway. Furthermore, TLR9 knockout or inhibition reversed mtDNA-mediated M2 polarization of macrophages and enhanced the therapeutic effect of sorafenib in HCC (Fig. 9). Our data indicate that blocking mtDNA-induced M2 polarization of TAMs could be a promising therapeutic strategy to overcome sorafenib resistance.

**Fig. 9:**
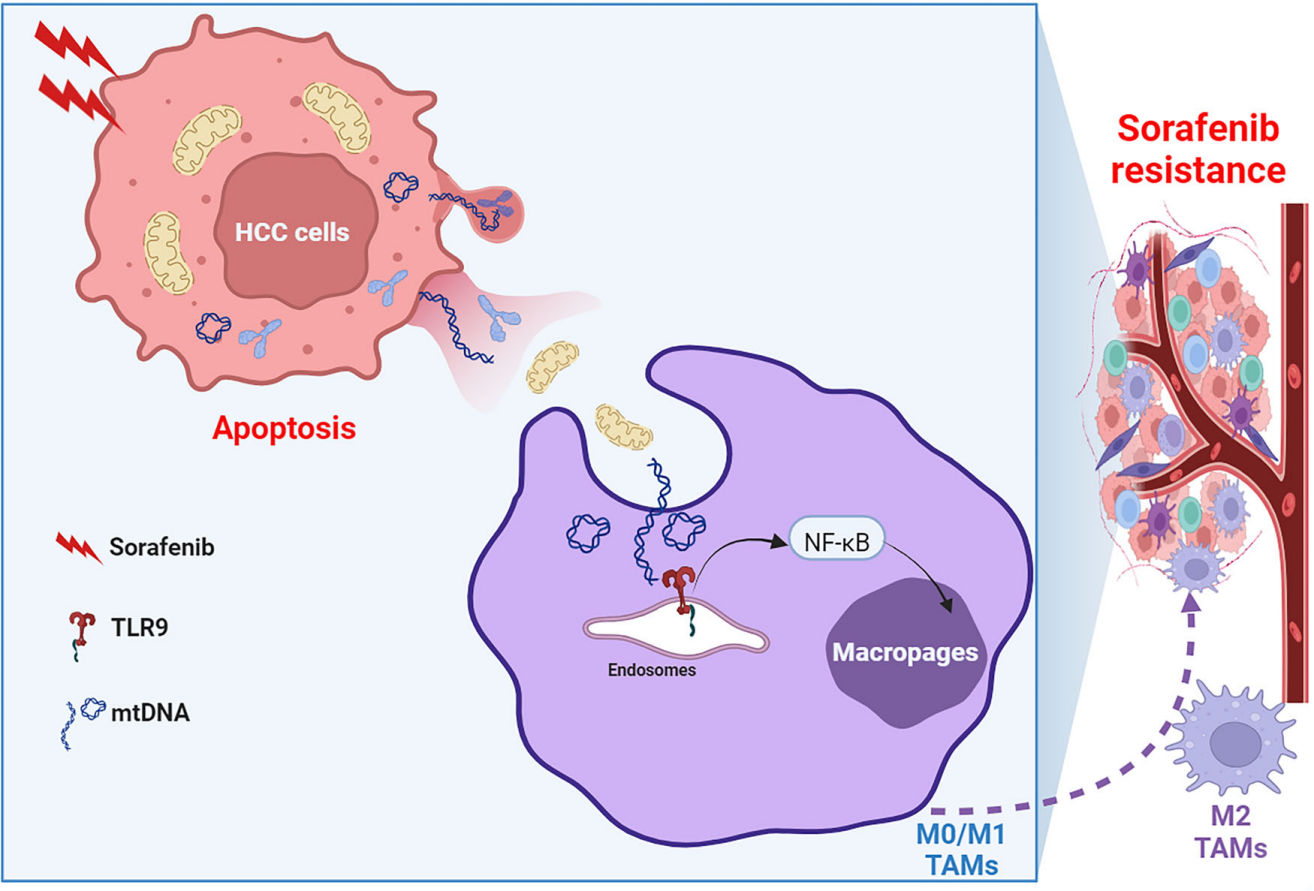
Schematic depicting the mitochondrial DNA promotes M2 polarization of tumor associated macrophages and HCC resistance to sorafenib through TLR9 pathway.

M2-TAMs have been reported to play an important role in tumorigenesis, progression, metastasis and drug resistance of HCC by building the immunosuppressive environment [9]. Consistent with our and other group’s previous studies, we found the infiltration of M2-TAMs was significantly increased in HCC tissues and correlated with poor prognosis and sorafenib resistance using CIBERSORT analysis. Orthotopic HCC mouse model indicated a significantly higher M2-TAM infiltration in sorafenib resistant tumors. The sensitivity of HCC cells incubated with M2-TAMs to sorafenib was significantly lower than control. Furthermore, depletion of macrophages using clodronate liposomes obviously inhibited HCC growth in vivo. Together, our current data demonstrate that M2-TAM infiltration elevates after sorafenib treatment and is correlated with sorafenib resistance.

Circulating cell-free mtDNA content in plasma, serum, or whole blood is significantly elevated and is a biomarker in various cancer types [31]. Our and other group studies have shown that circulating cell-free mtDNA is a risk biomarker in HCC patients receiving TACE and TCM treatment [28, 35]. In the present study, we found that circulating cell-free mtDNA content was significantly elevated in plasma of orthotopic HCC mouse models from sorafenib resistant group. Sorafenib promoted extracellular mitochondrial DNA release of HCC cells by inducing mitochondrial dysfunction and apoptosis. However, the underlying pathophysiological impact on cancer progression of mtDNA is less well known, especially in tumor microenvironment regulation. Our results showed that individual mtDNA from HCC cells induced macrophage recruitment and M2 polarization in vitro. Moreover, results from orthotopic HCC mouse model revealed that mtDNA promoted the infiltration of M2-TAMs and proliferation of HCC. Digest mtDNA with DNase I treatment reduced M2-TAMs ratio in tumor-adjacent tissues and inhibited HCC cell proliferation.

As a specific mitochondrial DAMP, mtDNA is recognized via pattern recognition receptors [24, 25]. 

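The mRNAs of the 23 genes listed from TLR9 and its chaperones down to NF-κB and p38 did not move together in the RNA sequencing data. These are mRNA levels, which hold no measure of the activity of the proteins. The paper assessed proteins of the pathway by Western blot (Fig. 6D). Besides TLR9 and TRAF6, the only called members were HSP90B1, the endoplasmic reticulum chaperone gp96 that folds toll-like receptors (log2 fold change -1.01, standard error 0.08, adjusted p = 4.13e-05), and IRF7, a transcription factor of type I interferon induction (log2 fold change -1.14, standard error 0.18, adjusted p = 0.00152), both lower after mtDNA treatment. IRAK1, a kinase downstream of MYD88, rose with a log2 fold change of 0.61 (adjusted p = 3.41e-04), while TAB1 (-0.70, adjusted p = 6.19e-04) and NFKB1 (-0.47, adjusted p = 0.0116) fell, each within the fold limit. UNC93B1, which carries TLR9 to endosomes, had a log2 fold change of -0.18 (adjusted p = 0.38). Adjusted p-values are from edgeR's quasi-likelihood test.
At an adjusted p under 0.05 with no fold limit, 7 members were higher, 7 were lower and 9 did not pass, and 2 were up-regulated and 2 downregulated when adjusted over the list alone (1 and 2 called without mtDNA replicate 3). The median log2 fold change was -0.06 and the mean 0.08, and the list did not differ from the other genes (adjusted p = 0.757 by camera) or hold more called genes than its size gives (4 against 2.4, adjusted p = 0.291, one-sided Fisher's exact test). HSP90B1 was within the fold limit without Control replicate 3 (-0.99), mtDNA replicate 1 (-0.97) or mtDNA replicate 2 (-0.997), and IRF7 without mtDNA replicate 1 (-0.99).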

RNA sequencing analyses showed that TLR9 pathway was implicated in mtDNA-mediated M2 polarization of macrophages. Various researches identified that TLR9 pathway is frequently activated in solid malignancies, including breast cancer, colorectal cancer and HCC [36]. Our previous study found that TLR9 was up-regulated in HCC tissues and HCC patients with a high TLR9 expression had a significantly poorer overall survival and recurrence-free survival [11]. Interestingly, we found that TLR9 expression was colocalized with CD163^+^ macrophages in tumor tissues from HCC patients. The CIBERSORT analysis showed a positive relationship between TLR9 expression and M2 macrophage infiltration and CD163 expression. Using a parental mtDNA deletion THP-1 cells model, we characterized the role of HCC cell-derived mtDNA in M2 polarization of macrophage and explored the underlying mechanism. Our data showed that mtDNA induced macrophage recruitment and M2 polarization through TLR9 pathway, and inhibition of this pathway reversed mtDNA-mediated M2 polarization of macrophages. TLR9 pathway plays a vital role in macrophage polarization and tumor progression. However, previous studies focused on the role of TLR9 pathway in cancer cells. In this study, we found the TLR9 pathway in tumor microenvironment was also implicated in tumor progression. Blocking TLR9 pathway enhanced the therapeutic effect of sorafenib in HCC by suppressing M2 polarization of macrophages. Therefore, targeting TLR9 might be an excellent strategy to enhance the therapeutic effect of sorafenib for advanced HCC patients.

## Conclusions

In present study, we established the functional role of mtDNA in regulating tumor microenvironment and sorafenib resistance of HCC. Mechanistically, we showed that sorafenib induced mtDNA release into extracelluar matrix and HCC-derived circulating mtDNA protumoral microenvironment remodeling by mediating M2 polarization of macrophages through TLR9 pathway. Specifically, inhibition of mtDNA-induced TLR9 pathway enhanced the therapeutic effect of sorafenib in HCC, and this would be particularly important to allow targeting of the mtDNA-TLR9 pathway as a therapeutic intervention strategy.

## Supplementary information

Supplementary Material

Supplementary for WB

Video

## Data Availability

All data are available in the main text or the Supplementary Materials. Sequencing data have been deposited in GEO under accession No. GSE270323.

# Supplementary material for: Circulating mitochondrial DNA promotes M2 polarization of tumor associated macrophages and HCC resistance to sorafenib
**Source:** Cell Death Dis. 2025 Mar 4;16(1):153. doi: 10.1038/s41419-025-07473-8
**Supplement:** Supplementary file 1 — Supplementary Material

**Supplementary Material**

**Circulating mitochondrial DNA promotes M2 polarization of tumor associated macrophages and HCC resistance to sorafenib**

**Supplementary Figure legends**

**Fig. S1 Up-regulated** **M2 tumor associated macrophage infiltration in tumor tissue of HCC patients.**

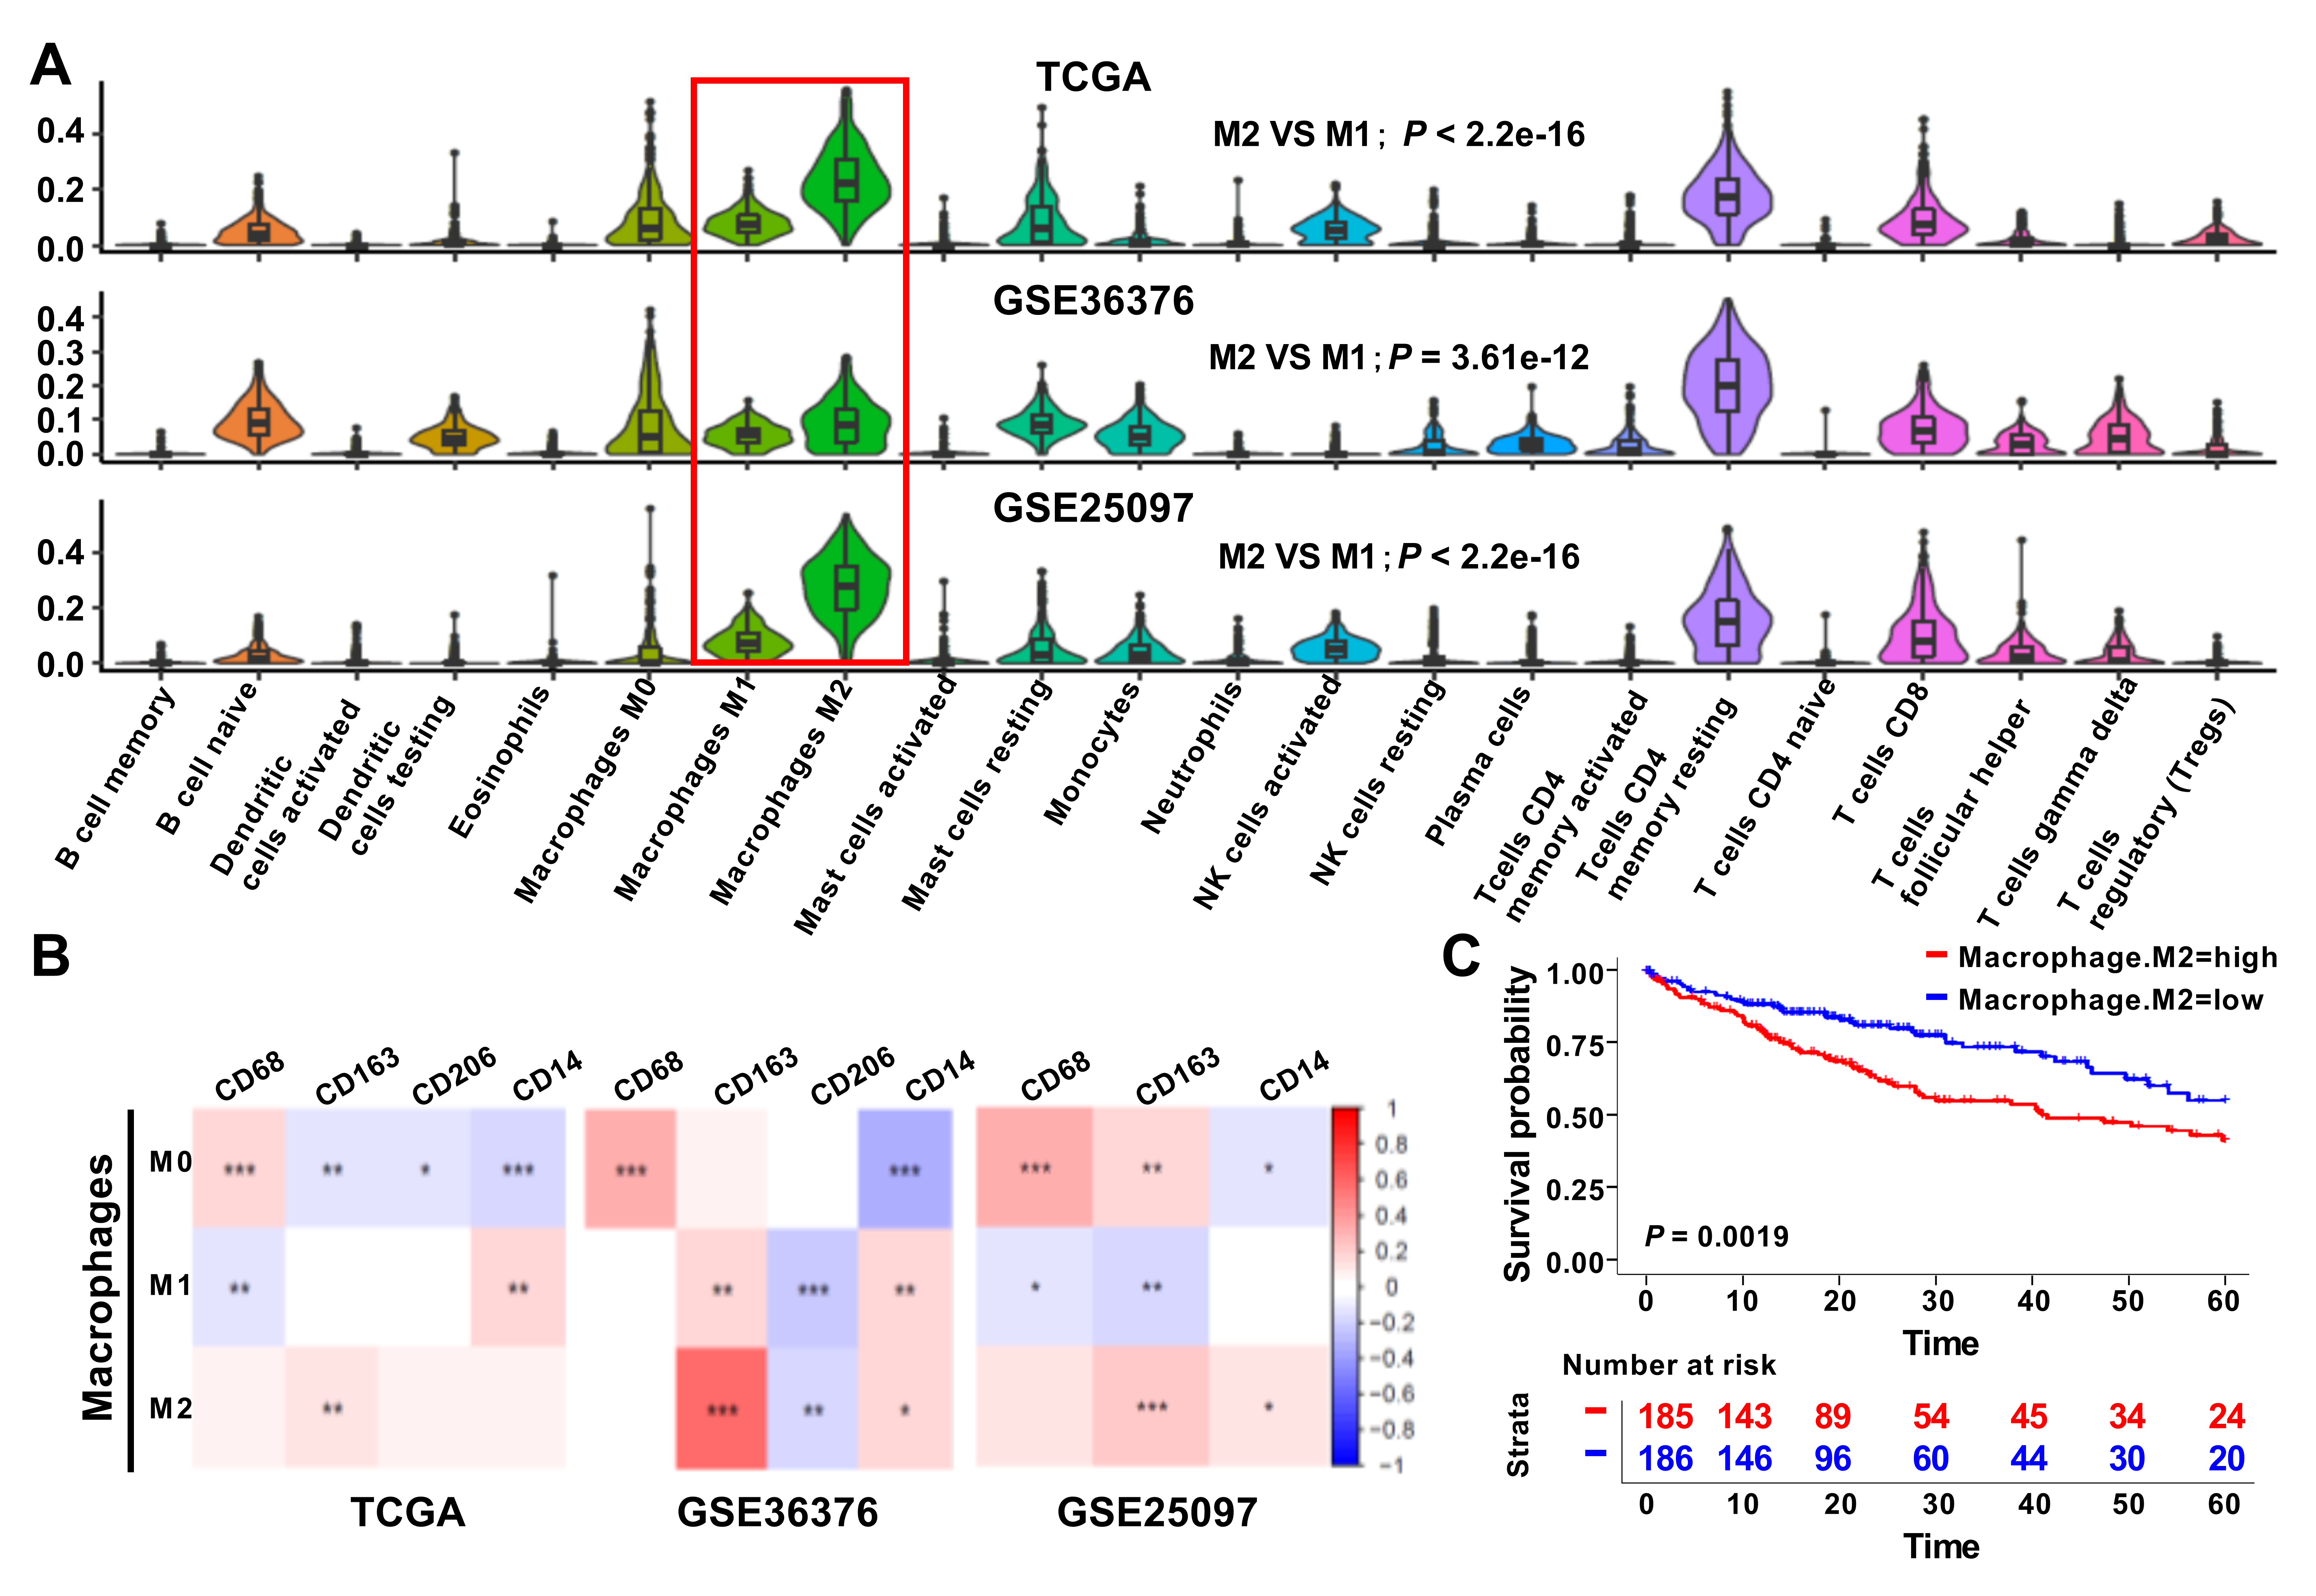

**(A)** CIBERSORT analysis the abundance of tumor-infiltrating immune cells (TIICs) in HCC tissue from TCGA, GSE36376 and GSE25097 dataset. **(B)** The correlated between macrophage abundance and expression levels of M0/M1/M2 markers were evaluated using TCGA, GSE36376 and GSE25097 dataset. **(C)** Kaplan-Meier curve analysis of survival probability based on M2 macrophage abundance in TCGA dataset.

**Fig. S2 M2 tumor associated macrophage infiltration in tumor tissue of HCC patients treatment with sorafenib.**

**
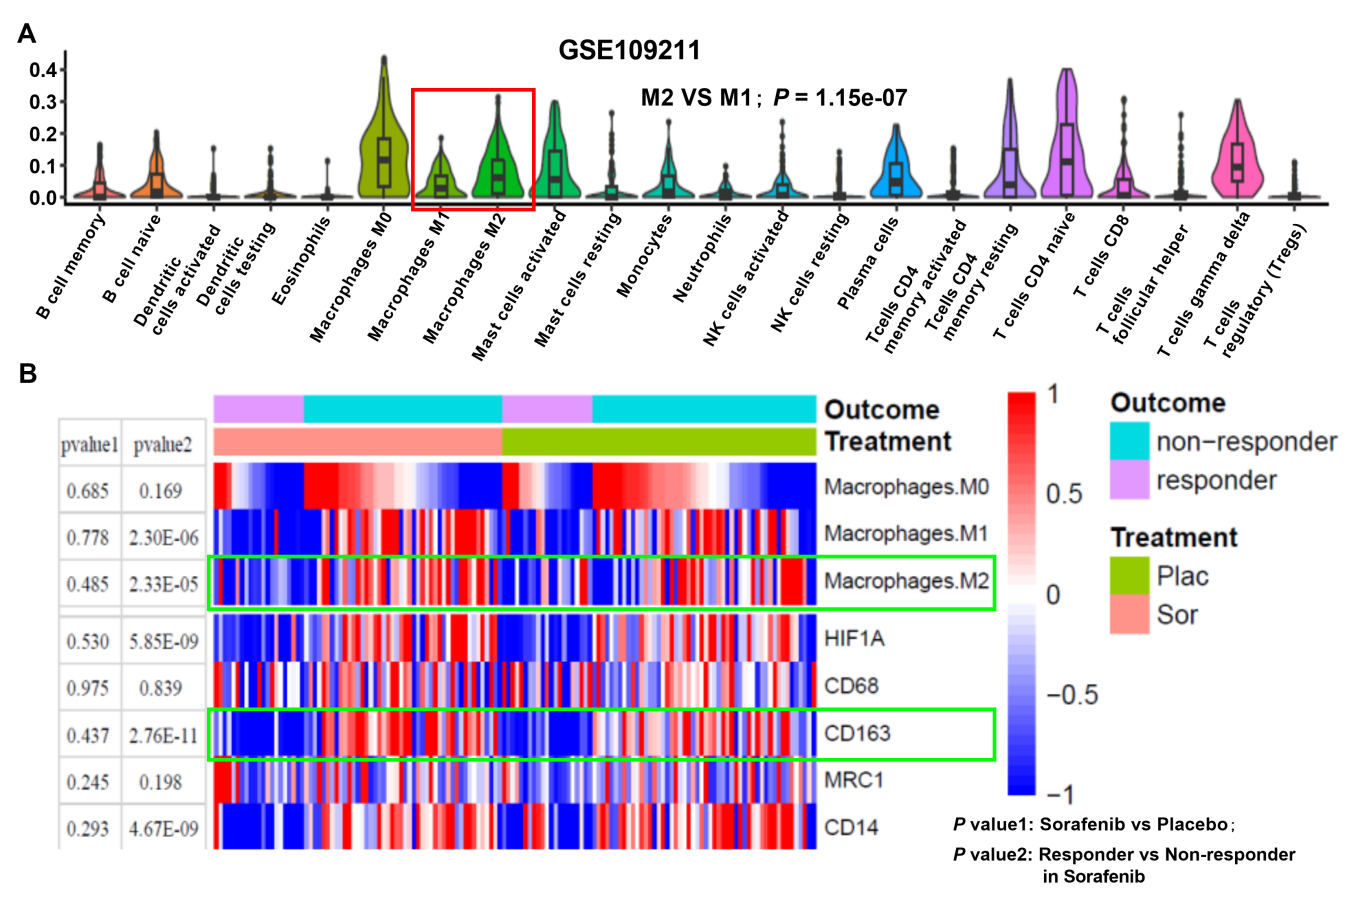
**

**(A)** CIBERSORT analysis the abundance of tumor-infiltrating immune cells (TIICs) in HCC tissue from GSE109211 dataset. **(B)** Comparison of macrophage abundance and M0/M1/M2 marker expression levels between sorafenib responders and non-responders in the GSE109211.

**Fig. S3 Expression of CD163 and TLR9 in human HCC tissues.**

**
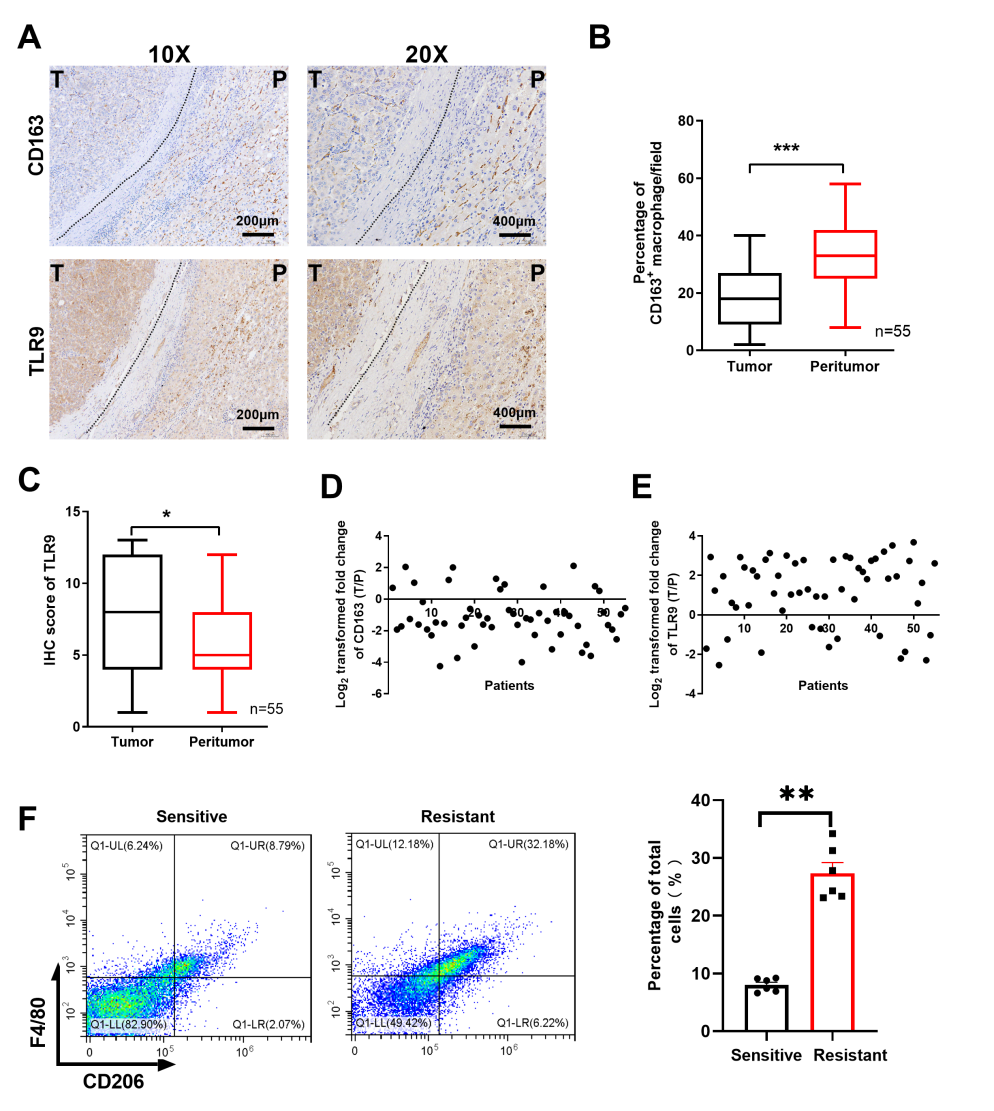
**

**(A)** Representative immunohistochemical (IHC) staining images of CD163 and TLR9 in HCC tissues (n = 55).

**(B)** The percentage of CD163 positive cells in the tissue of HCC patients was statistically analyzed.

**(C)** IHC score of TLR9 in tissue of HCC patients was statistically analyzed.

**(D)** qRT-PCR analysis for the expression of CD163 in 55 paired tissues from HCC patients. The relative expression ratio of tumor to peritumor was log_2_-transformed.

**(E)** qRT-PCR analysis for the expression of TLR9 in 55 paired tissues from HCC patients. The relative expression ratio of tumor to peritumor was log_2_-transformed. T, tumor; P, peritumor.

**(F)** Flow cytometry analysis of F4/80^+^/CD206^+^ macrophages in orthotopic tumor tissue as indicated. *, *P* < 0.05; ***, *P* < 0.001.

**Fig. S4 The 50% inhibitory concentration (IC50) of sorafenib in HCC cells.**

**
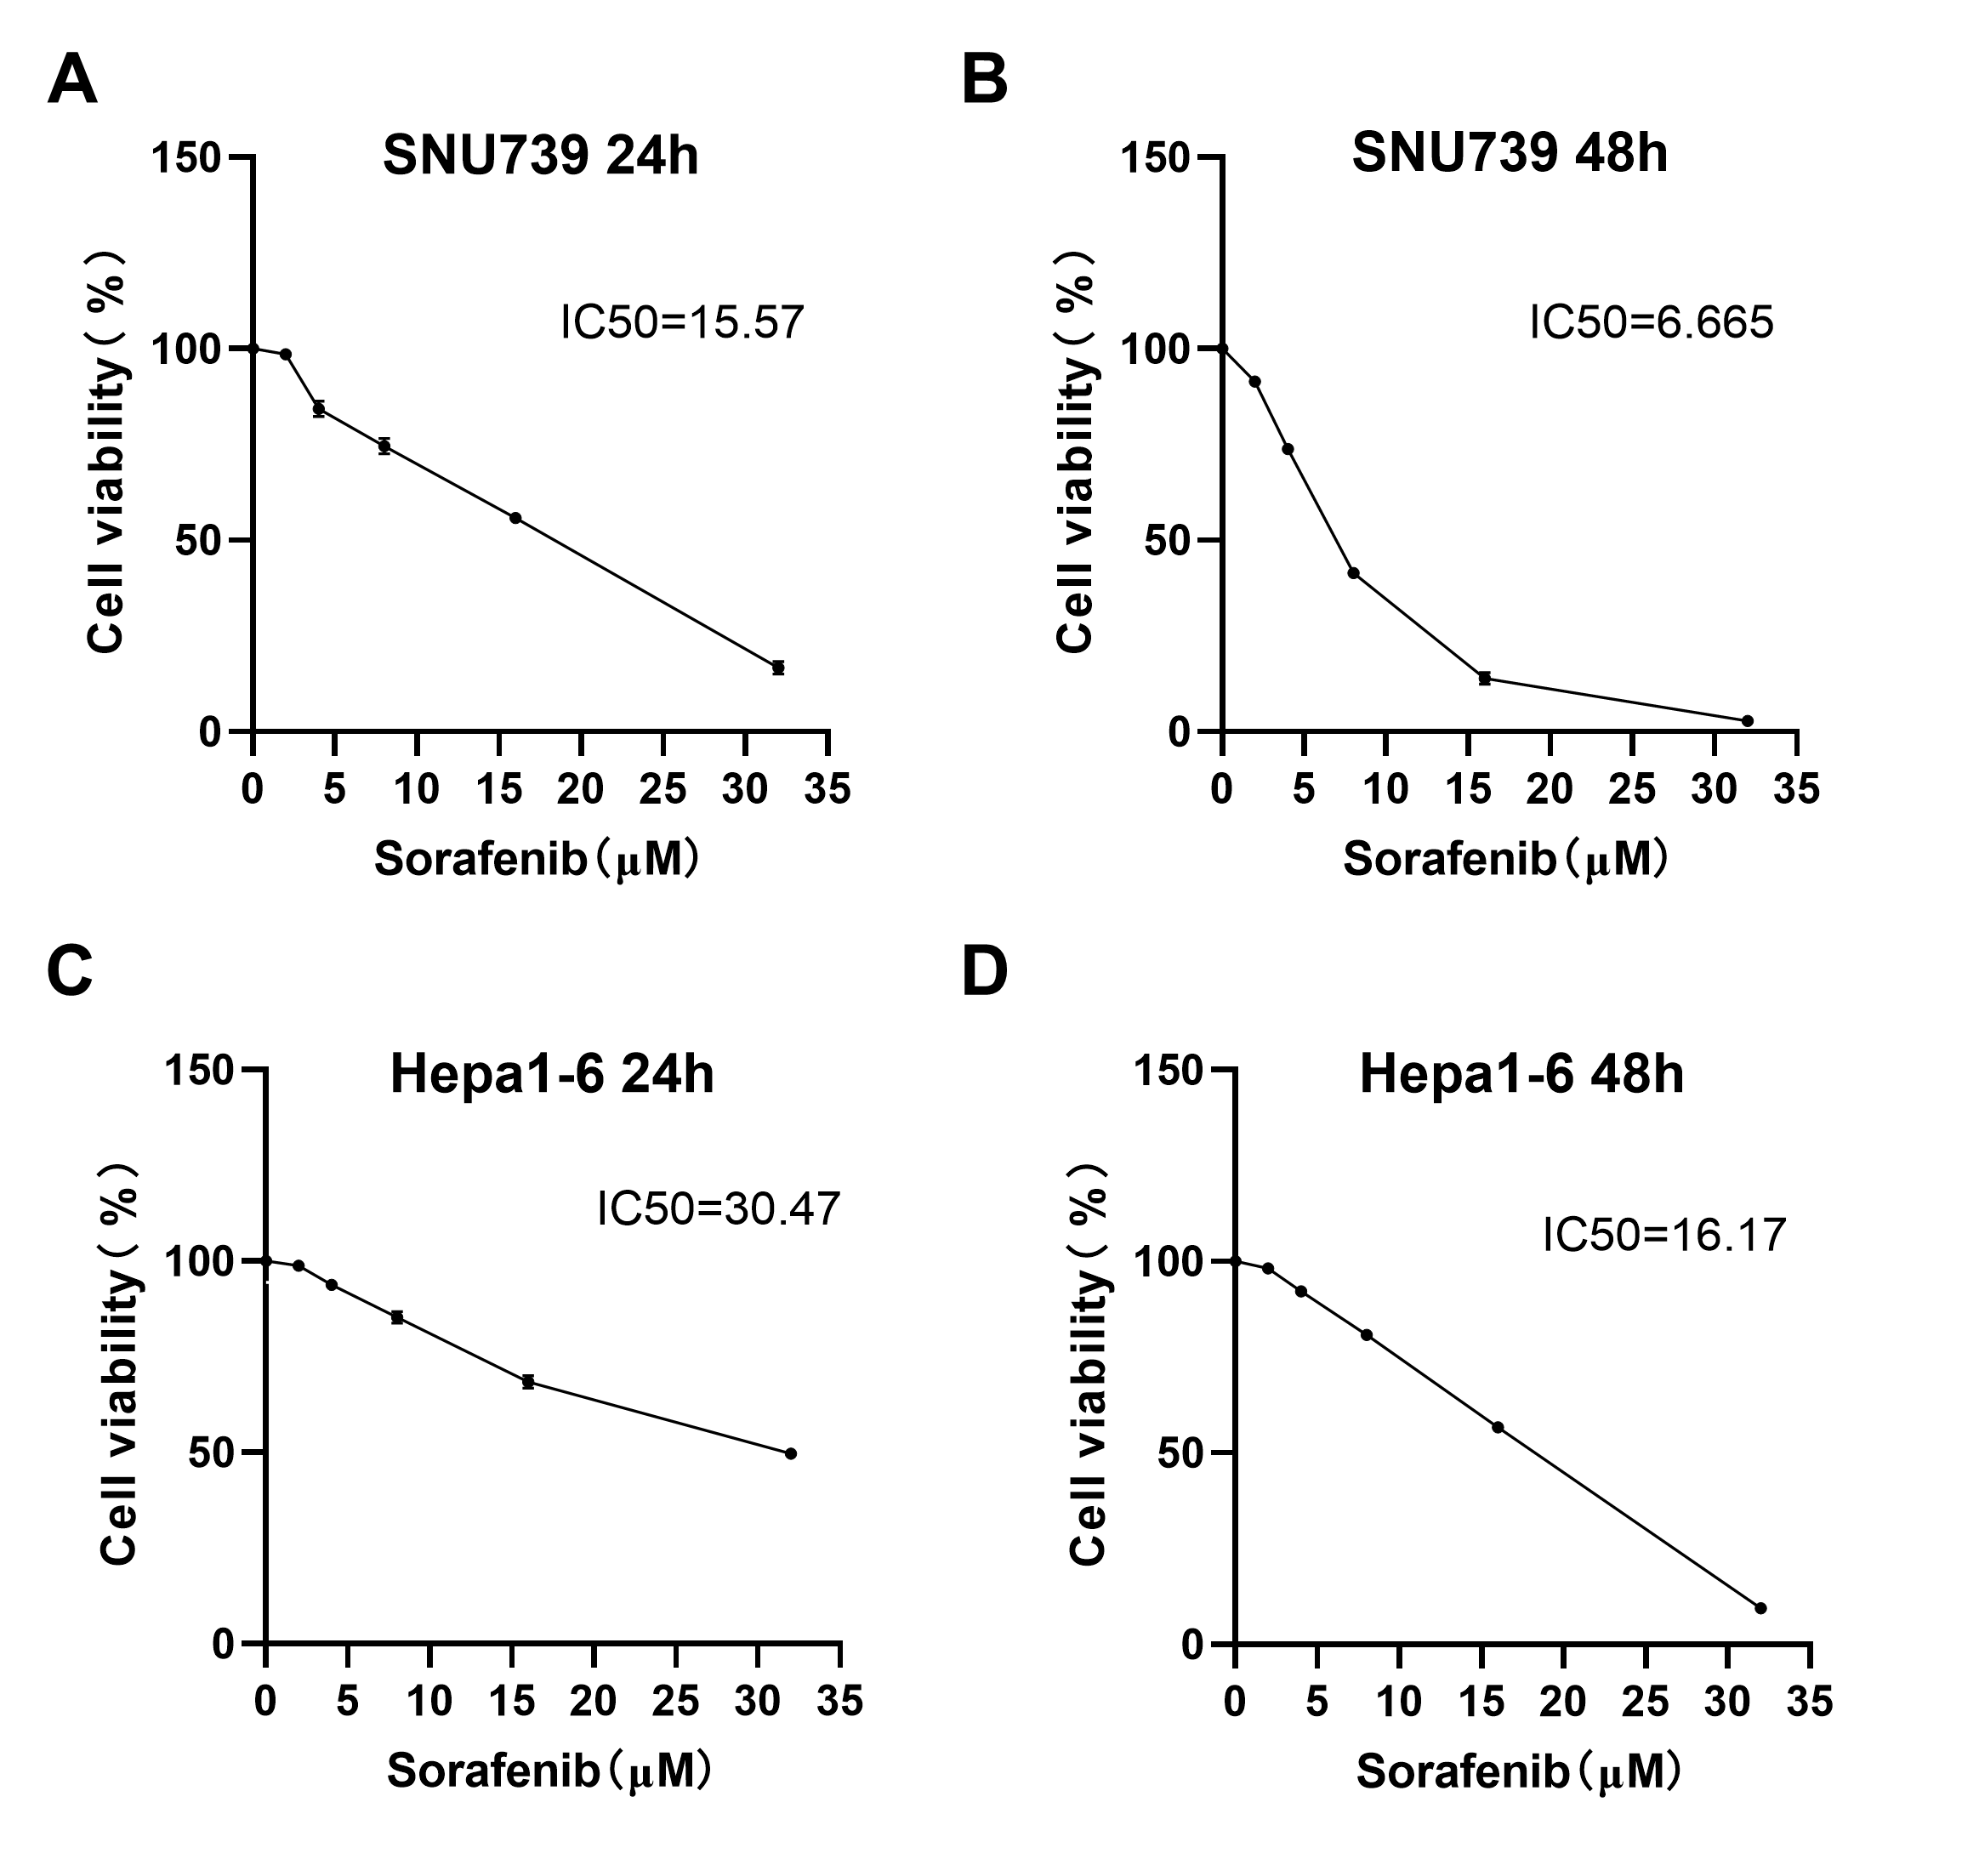
**

**(A and B)** SNU739 cells were treated with the indicated concentrations of sorafenib for 24 h (A) or 48 h (B), viability of cells was assessed by MTT assay. **(C and D)** Hepa1-6 cells were treated with the indicated concentrations of sorafenib for 24 h (C) or 48 h (D), viability of cells was assessed by MTT assay. The 50% inhibitory concentration (IC50) of sorafenib in HCC cells was calculated using a nonlinear regression with normalized dose-response fitting using Prism software (GraphPad Software, Prism 8).

**Fig. S5 Sorafenib induces the polarization of M2 macrophages.**

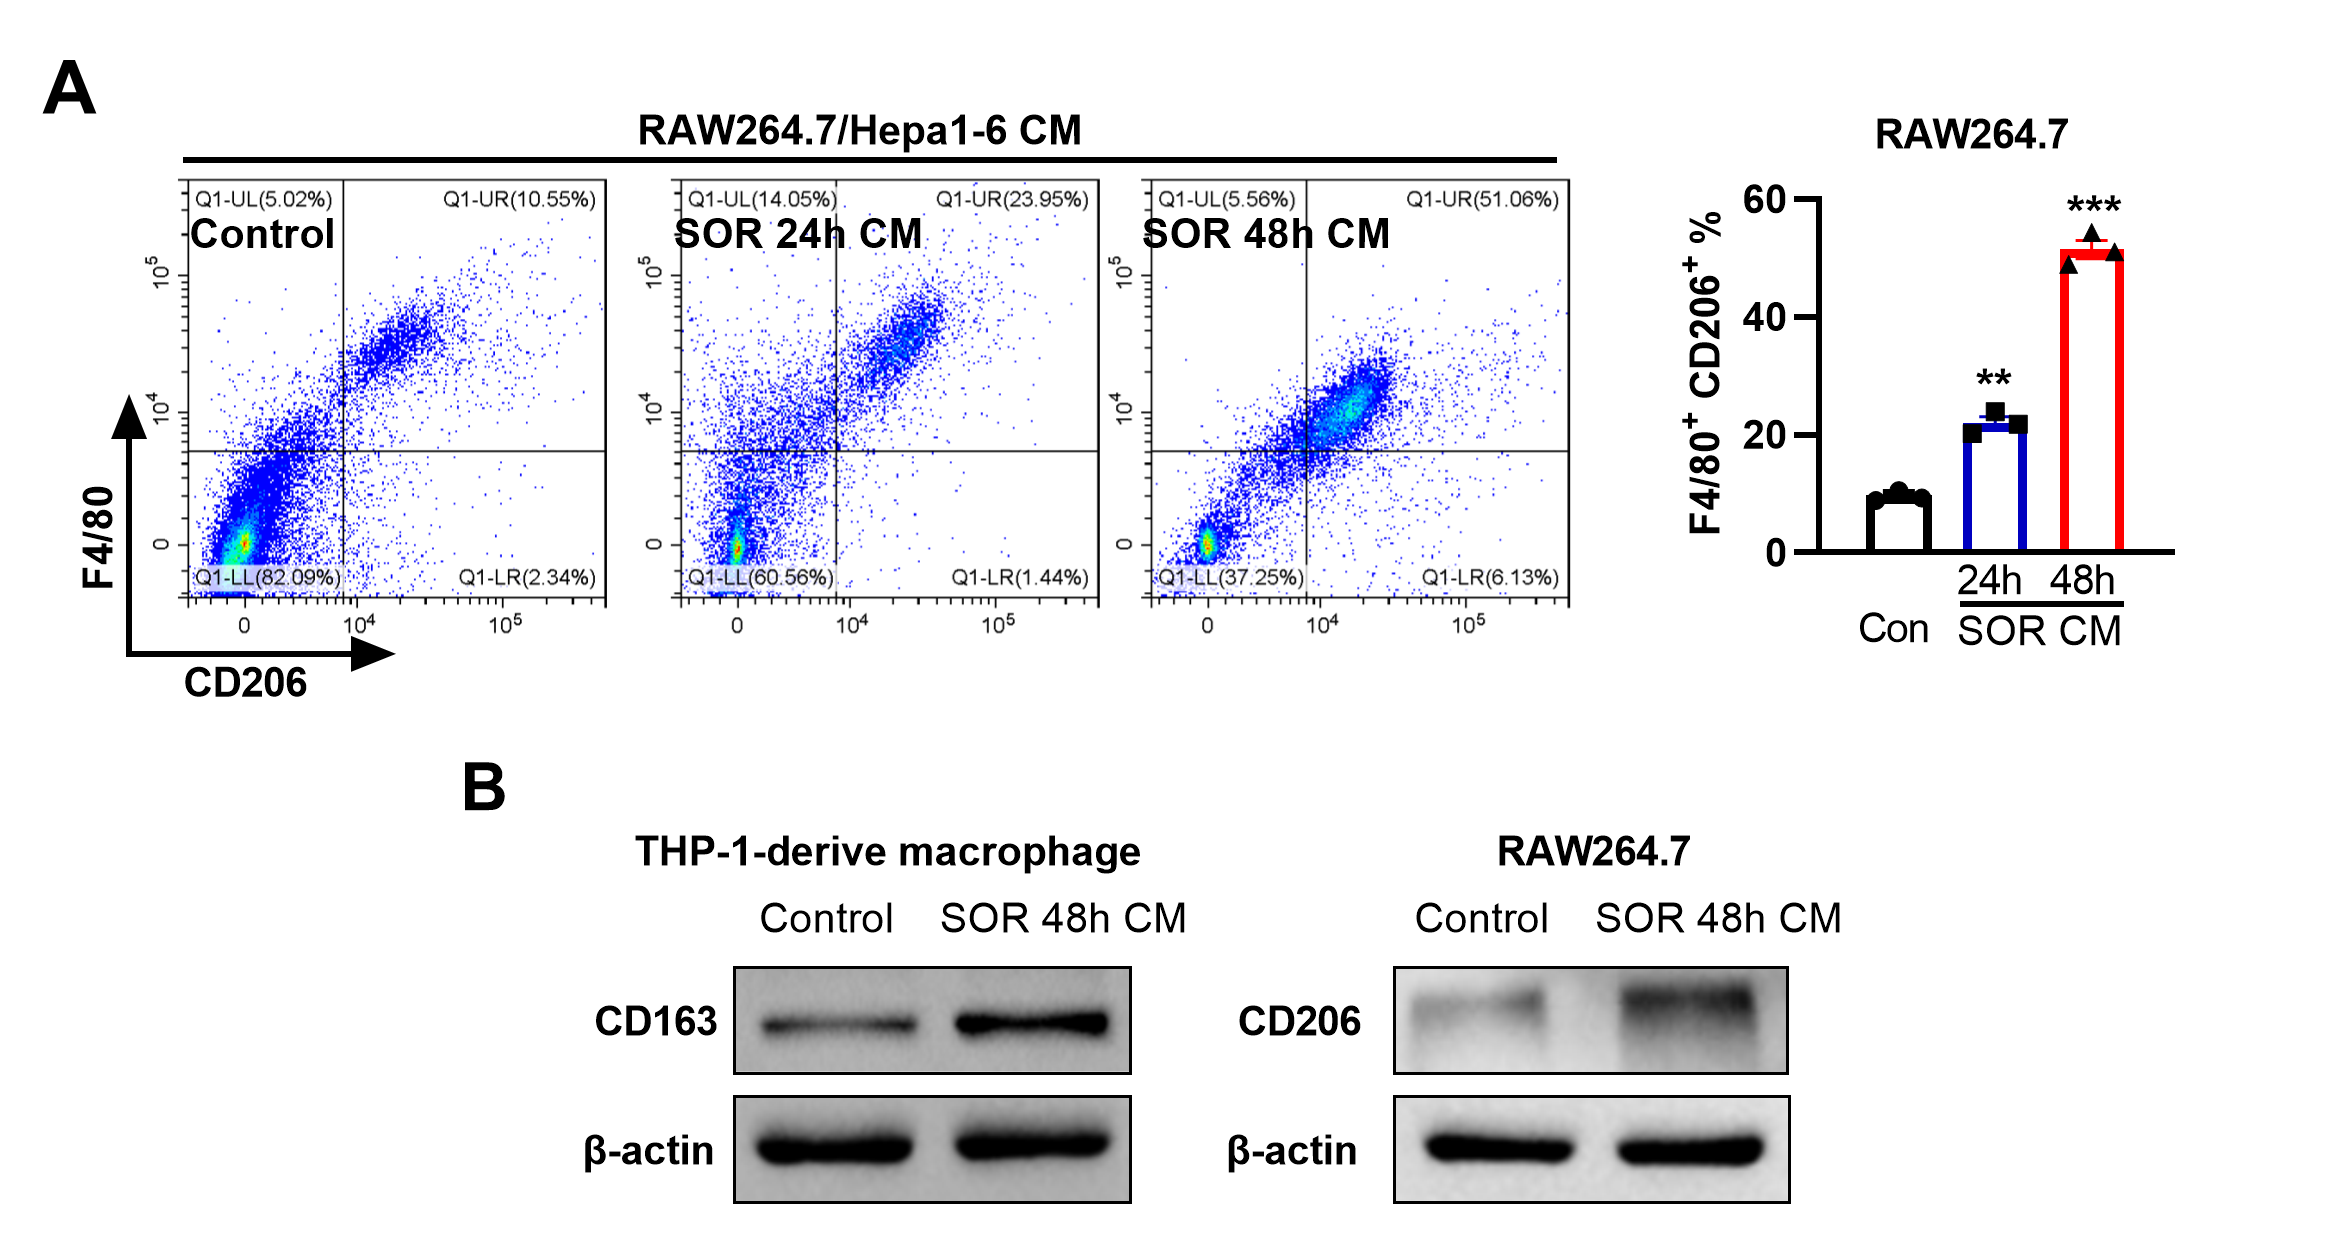

**(A)** Flow cytometry analysis of F4/80^+^/CD206^+^ cell percentage in RAW264.7 cells treated with CM from HCC cells.

**(B)** Western blot analysis of CD163 and CD206 in THP-1-derived macrophages and RAW264.7 cells treated with CM from HCC cells. *, *P* < 0.05; ***, *P* < 0.001.

**Fig. S6 Sorafenib induces apoptosis of HCC cells.**

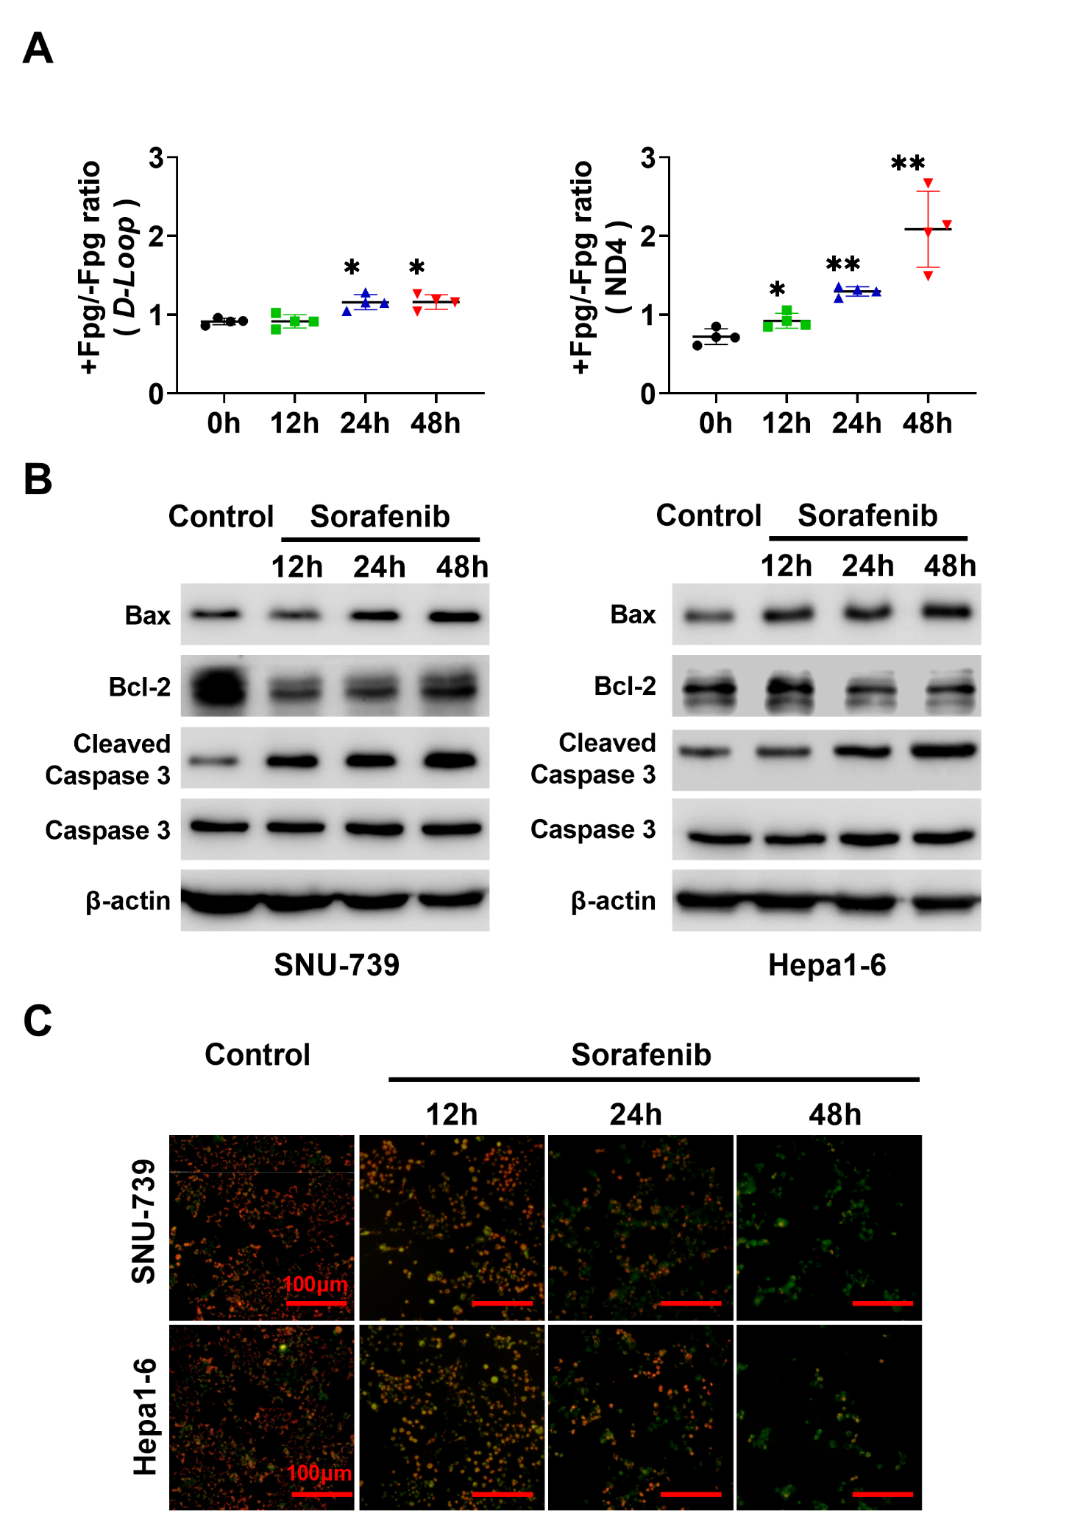

**(A)** qRT-PCR analyses of oxidized mtDNA in HCC cells treated with sorafenib for various time periods.

**(B)** Western blot analyses for apoptosis-relate protein expression were performed in human and murine HCC cells treated as indicated.

(**C)** Mitochondrial membrane potential was analyzed by JC-1 staining in human and murine HCC cells treated as indicated. Scale bars: 100 μm. *, *P* < 0.05; **, *P* < 0.01.

**Fig. S7 Mitochondrial DNA promotes M2 polarization of TAMs *in vitro*.**

**
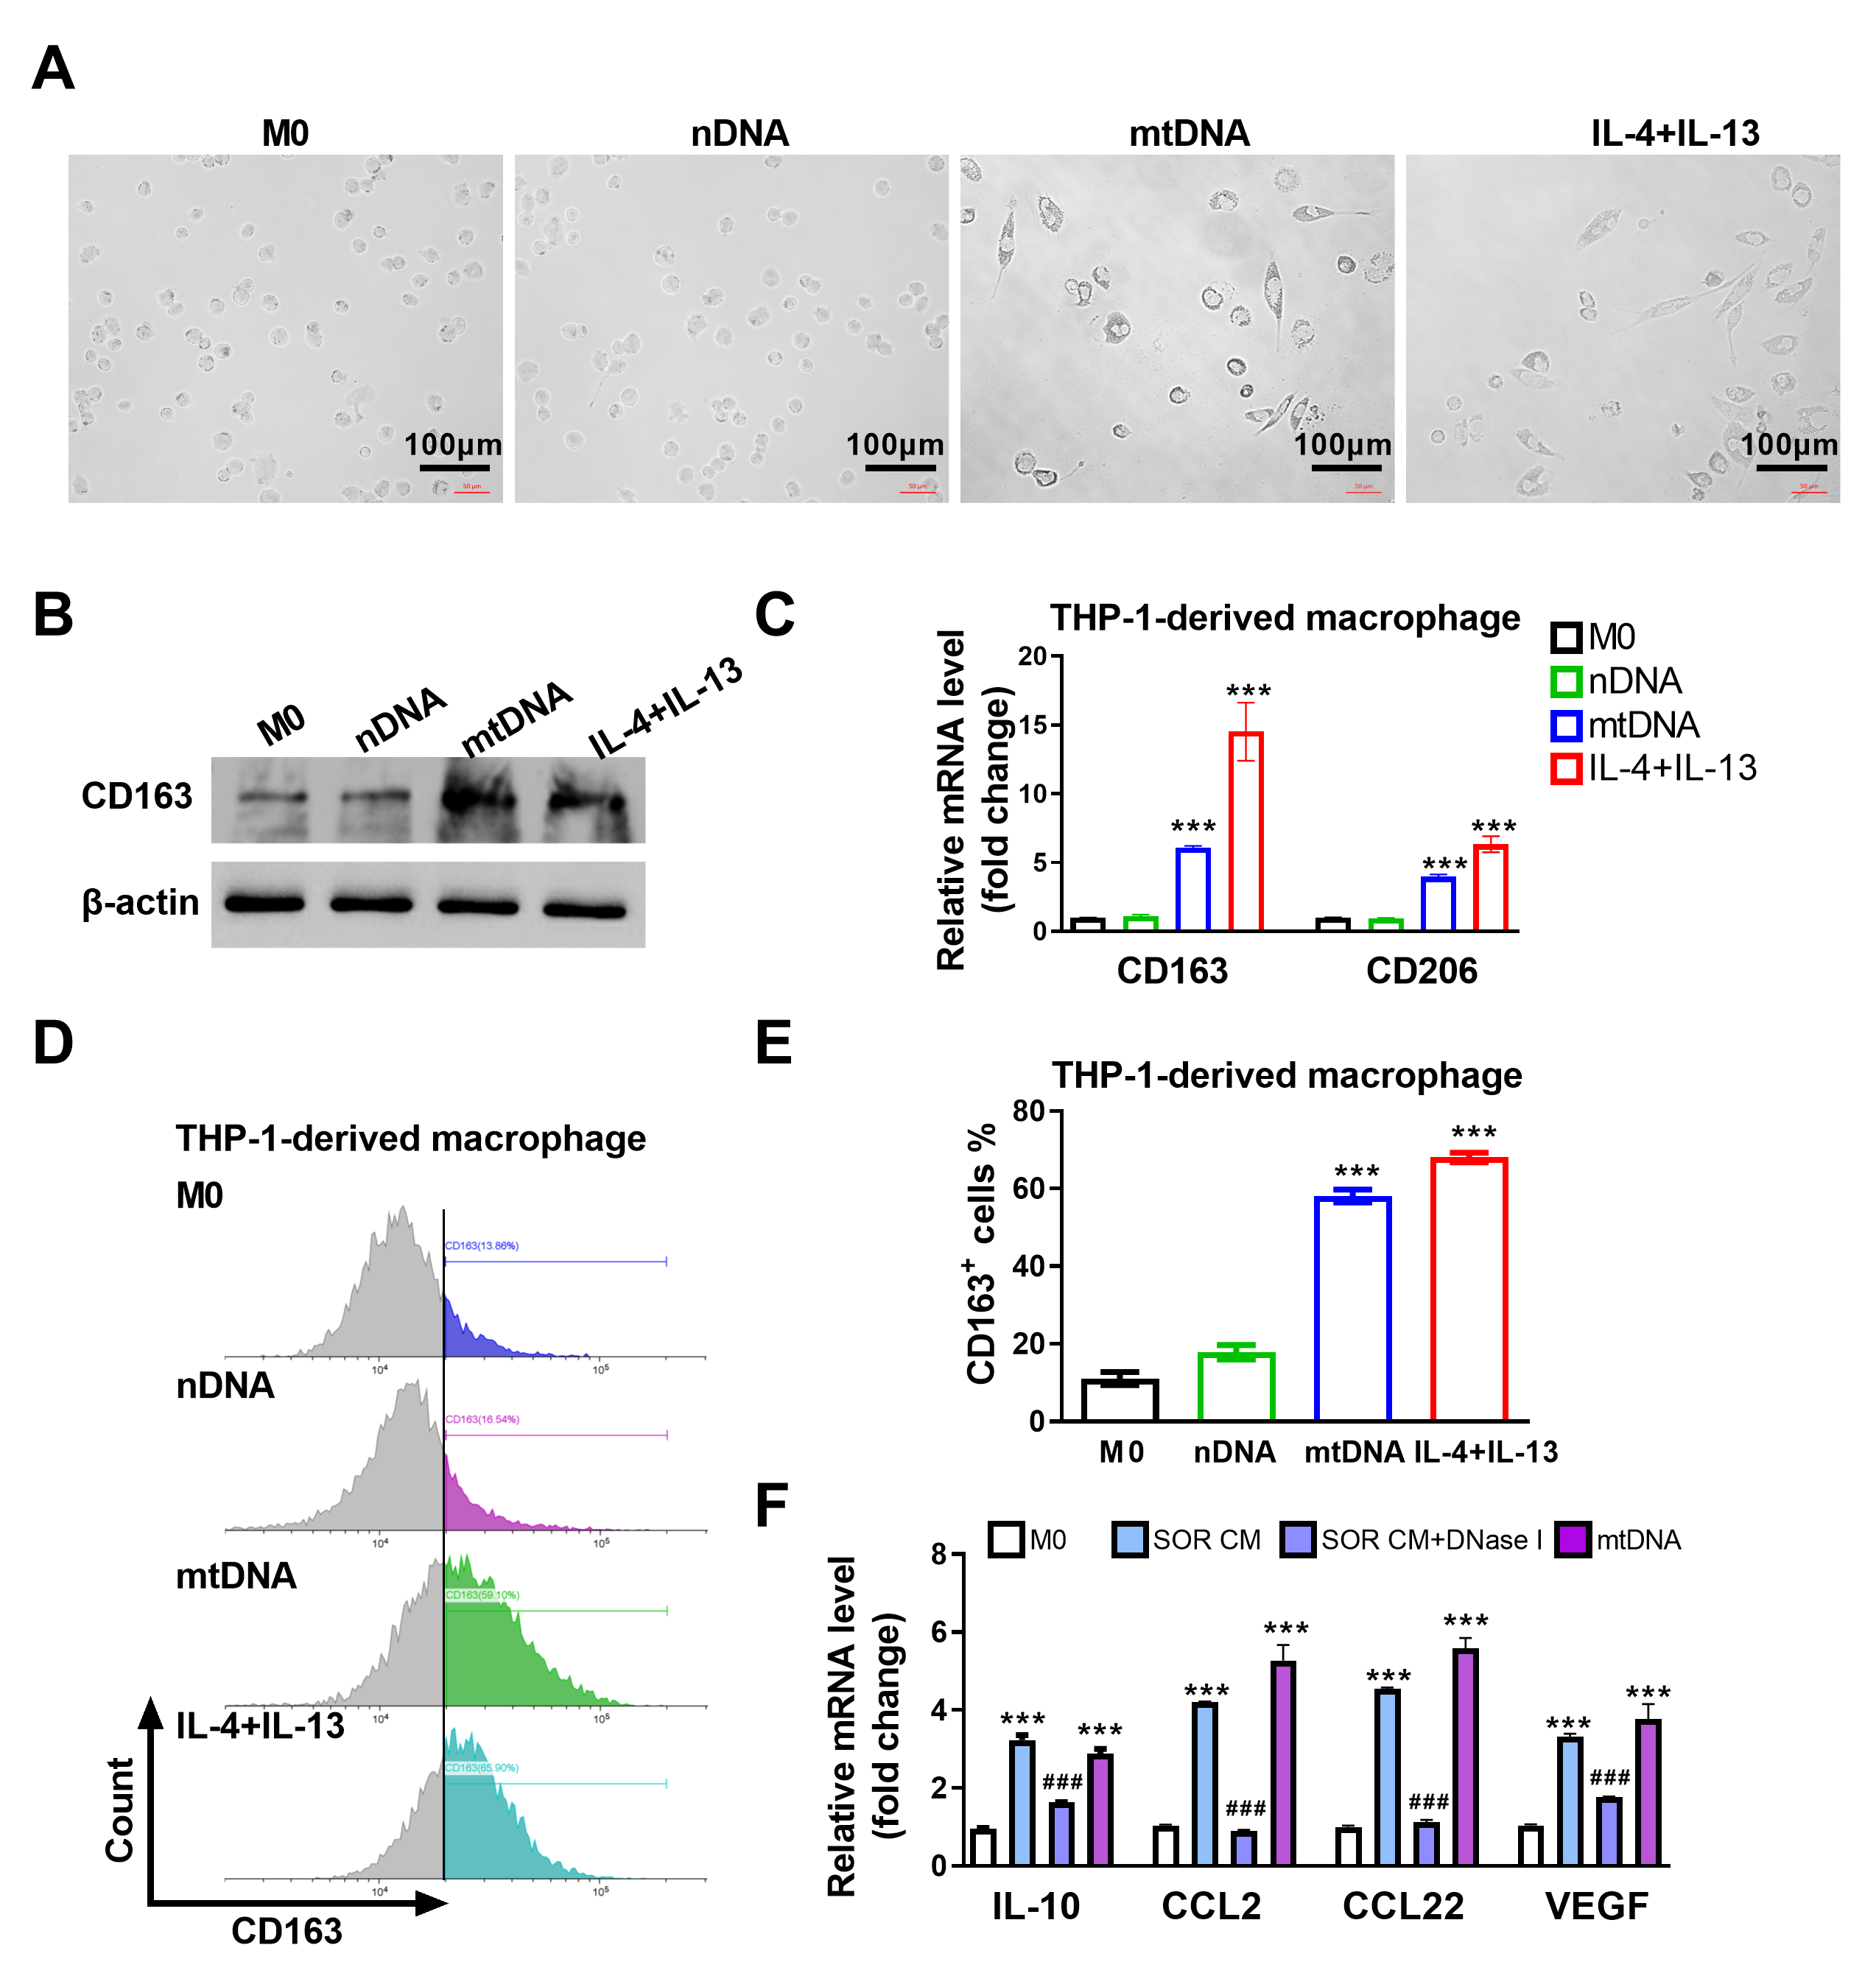
**

**(A)** Morphology of THP-1 derived macrophage treated as indicated. Scale bars: 100 μm. **(B and C)** Western blot (B) and qRT-PCR (C) analysis the expression levels of M2-TAM marker in THP-1 derived macrophages treated as indicated. **(D)** Flow cytometry analysis the percentage of CD163^+^ cells in THP-1 derived macrophages treated as indicated. **(E)** The percentage of CD163^+^ macrophage in C was statistical analysis. **(F)** qRT-PCR analysis the mRNA expression levels of M2 macrophage characteristic cytokines in derived macrophages treated as indicated. ***, *P* < 0.001 versus M0 group; ^###^, *P* < 0.001 versus SOR CM treated group. CM, conditioned medium; SOR, sorafenib.

**Fig. S8 Sorafenib promotes M2 polarization of TAMs *in vitro*.**

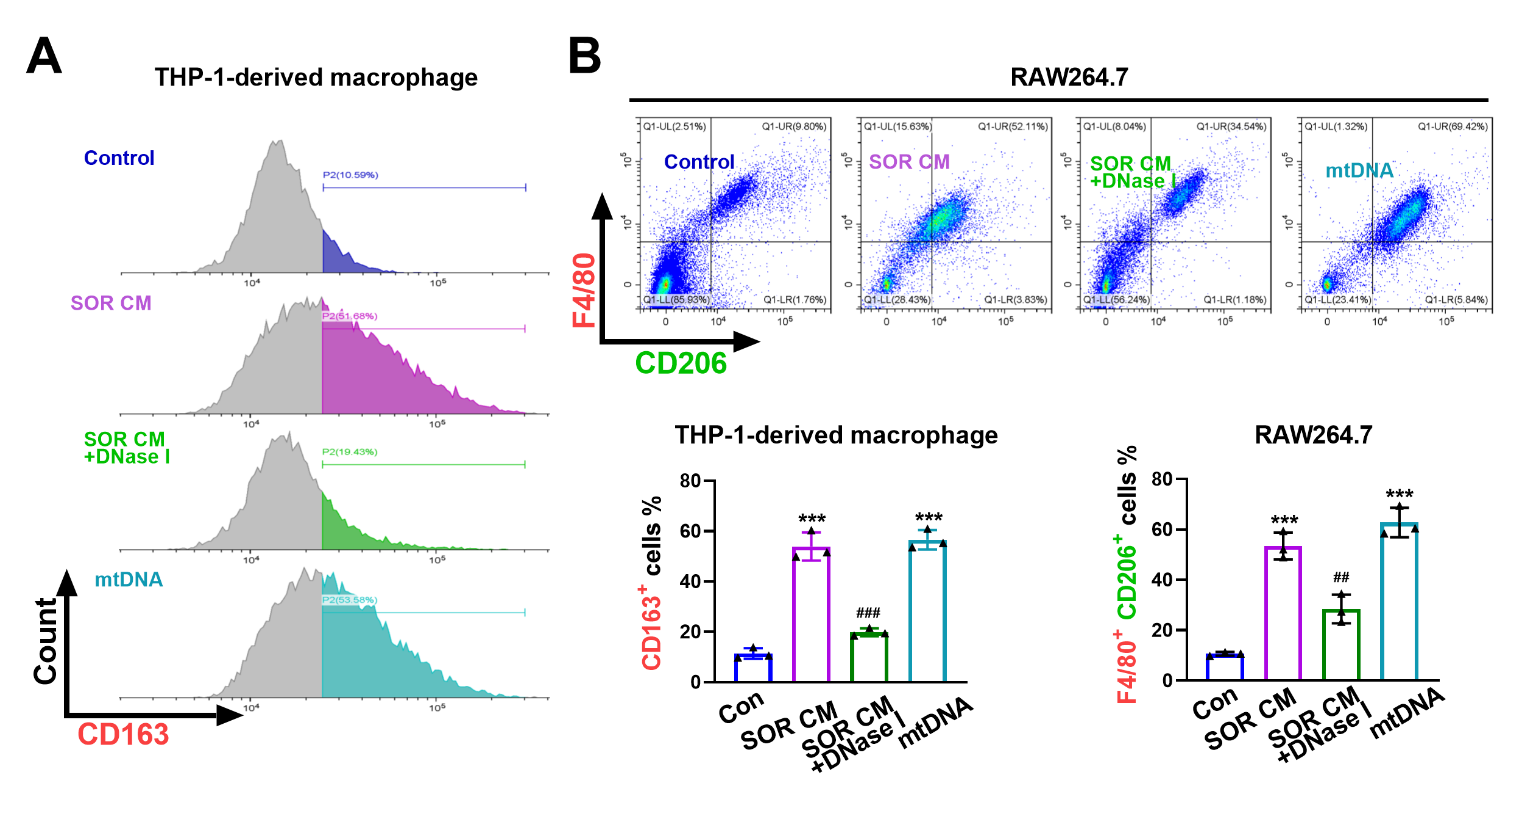

**(A)** Flow cytometry analysis of CD163^+^ cells in THP-1-derived macrophages treated with CM from HCC cells.

**(B)** Flow cytometry analysis of F4/80^+^/CD206^+^ cell percentage in RAW264.7 cells treated with CM from HCC cells. ***, *P* < 0.001. ^##^, *P* < 0.01; ^###^, *P* < 0.001

**Fig. S9 CIBERSORT analysis the correlated between TLR9 expression and M2 macrophage characteristic cytokines expression level.**

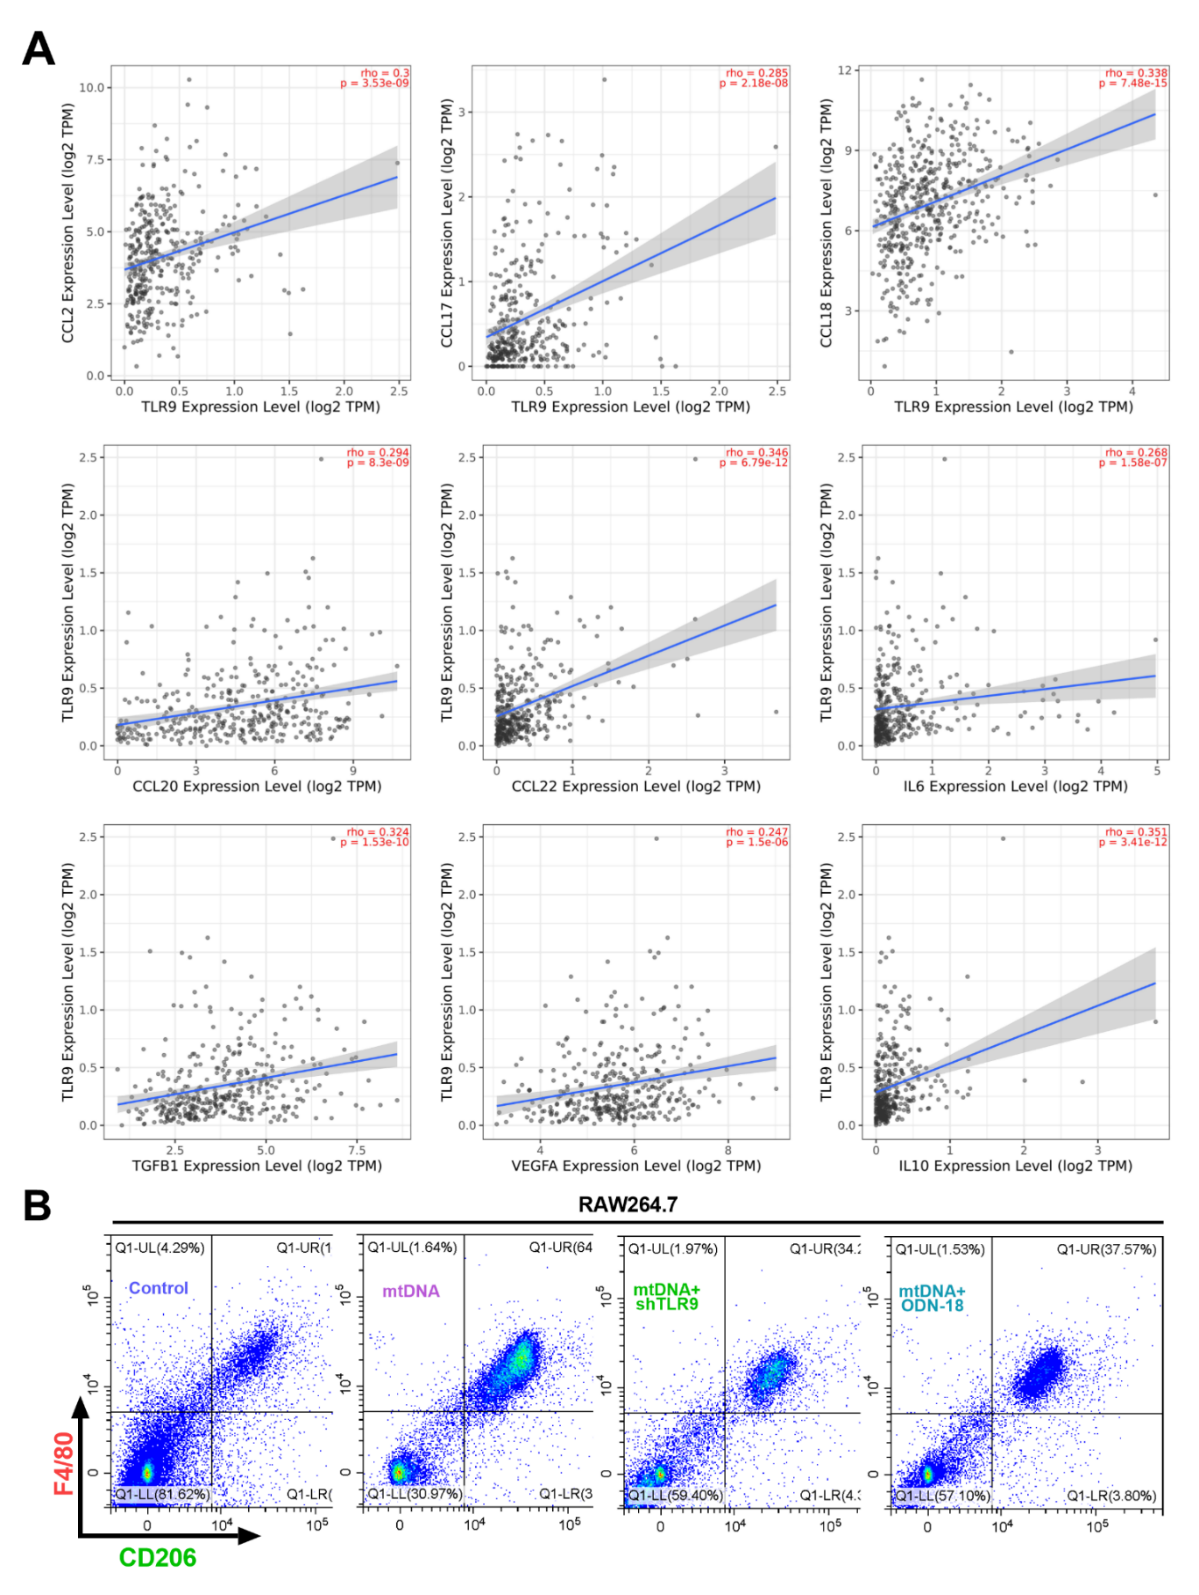

**(A)** CIBERSORT analysis the correlated between TLR9 expression and M2 macrophage characteristic cytokines expression level.

**(B)** Flow cytometry analysis of F4/80+/CD206+ cell percentage in RAW264.7 cells with treatments indicated.

**Fig. S10 The content of mtDNA in plasma of WT and** ***Tlr*9^-/-^ mice.**

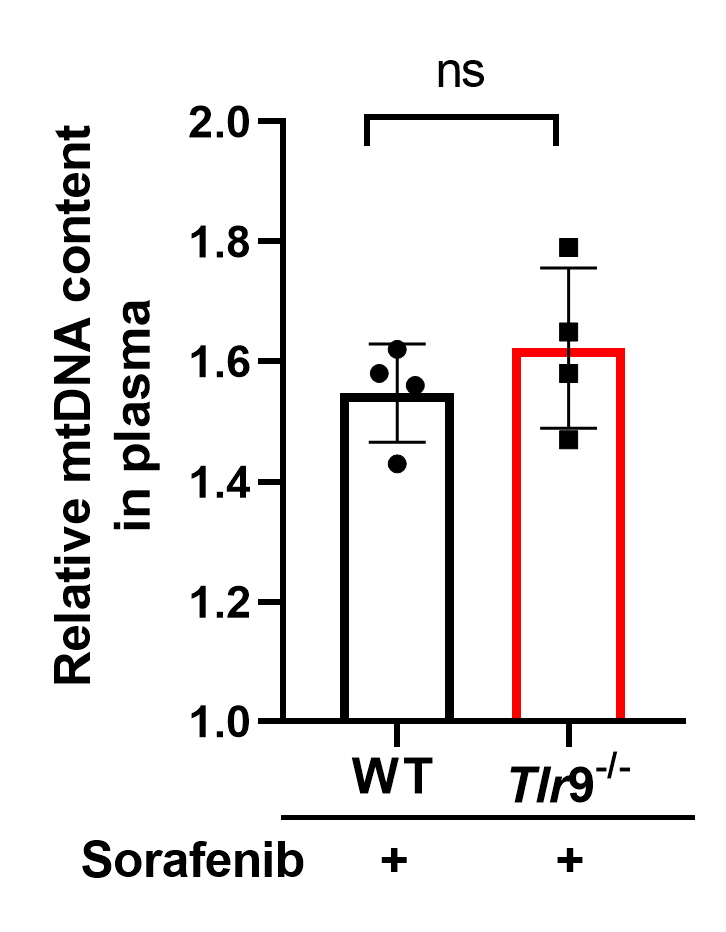

Relative mtDNA content in plasma from WT and *Tlr*9^-/-^ mice was detected by qPCR.

**Table S1. Distribution of HCC patients’ characteristics.**

| **Variable** | **All patients, n (%), n = 55** |
| --- | --- |
| Sex |  |
| Female | 7 (12.7%) |
| Male | 48 (87.3%) |
| Age, years |  |
| <50 | 30 (54.5%) |
| ≥50 | 25 (45.5%) |
| Serum HBsAg |  |
| Negative | 2 (3.6%) |
| Positive | 53 (96.4%) |
| Serum AFP, ng/ml |  |
| <200 | 32 (58.2%) |
| ≥200 | 23 (41.8%) |
| Size of tumor, cm |  |
| <5cm | 28 (50.9%) |
| ≥5cm | 27 (49.1%) |
| Number of tumor |  |
| =1 | 45 (81.8%) |
| ≥2 | 10 (18.2%) |
| PVT |  |
| No | 50 (90.9%) |
| Yes | 5 (9.1%) |
| TNM stage |  |
| I+II | 45 (81.8%) |
| III+IV | 10 (18.2%) |
| Survival |  |
| Death | 34 (61.8%) |
| Alive | 21 (38.2%) |

PVT, portal vein thrombus; TNM, tumor node metastasis; AFP, alphafetoprotein.

**Table S2. Sequence of primers for qRT-PCR and shRNA.**

| **Primers for qRT-PCR** | | |
| --- | --- | --- |
| **Target** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| Human |  |  |
| CD206 | CTCAACCCAAGGGCTCTTCTAA | AGGTGGCCTCTTGAGGTATGTG |
| ARG1 | CTCCAAGCCAAAGTCCTTAGAG | GGAGCTGTCATTAGGGACATCA |
| IL-10 | TCCCTGTCAAAACAAGAGCA | ATAGAGTCGCCACCCTGATG |
| CCL2 | CAGCCAGATGCAATCAATGCC | TGGAATCCTGAACCCACTTCT |
| CCL22 | TGATTACGTCCGTTACCGTCT | CCTGAAGGTTAGCAACACCAC |
| VEGF | TGGGTGCATTGGAGCCTTGCCTTGC | GGCAGTAGCTGCGCTGATAGACATCC |
| CD163 | TTTTGTCACCAGTTCTCTTGGA | AGCCATTATTACACACGTTCC |
| ND1 | CCCTAAAACCCGCCACATCT | GAGCGATGGTGAGAGCTAAGGT |
| 36B-4 | CAGCAAGTGGGAAGGTGTAATCC | CCCATTCTATCATCAACGGGTACAA |
| CD86 | CTTTGCTTCTCTGCTGCTGT | GGCCATCACAAAGAGAATGTTAC |
| IL-6 | AAGCCAGAGCTGTGCAGATGAGTA | TGTCCTGCAGCCACTGGTTC |
| GAPDH | AACGGATTTGGTCGTATTGG | TTGATTTTGGAGGGATCTCG |
| Mouse |  |  |
| CD206 | CTCAACCCAAGGGCTCTTCTAA | AGGTGGCCTCTTGAGGTATGTG |
| IL-10 | CTGAAGACCCTCAGGATGCG | GACACCTTGGTCTTGGAGCTTA |
| CCL2 | CTGCTGTTCACAGTTGCCG | GCACAGACCTCTCTCTTGAGC |
| CCL22 | CAAGCCTGGCGTTGTTTTGAT | GCAAGGCTCTTGCTGGAATG |
| VEGF | CTGACGATGGCCTGGAATGT | GAGGATCCTGGGGCTGTCT |
| ND1 | GCTGCGAAGTGGAAACCATC | CCTCCTTCTGCACACATTTGAA |
| 36B-4 | GAAACTGCTGCCTCACATCCG | GCTGGCACAGTGACCTCACACG |
| CD86 | TCAATGGGACTGCATATCTGCC | GCCAAAATACTACCAGCTCACT |
| IL-6 | GAGTGGCTAAGGACCAAGACC | AACGCACTAGGTTTGCCGA |
| GAPDH | TCACCATCTTCCAGGAGCGAGAC | AGACACCAGTAGACTCCACGACATAC |
| **Sequence of shRNA** | | |
| **Target** | **Sense (5’-3’)** | **Anti-sense (5’-3’)** |
| TLR9 | GCTGCCCAAATCCCTCATATC | GATATGAGGGATTTGGGCAGC |
| Control | GTTCTCCGAACGTGTCACGT | ACGTGACACGTTCGGAGAAC |

**Table S3. Reagents and antibodies used in this study.**

# Supplementary material for: Circulating mitochondrial DNA promotes M2 polarization of tumor associated macrophages and HCC resistance to sorafenib
**Source:** Cell Death Dis. 2025 Mar 4;16(1):153. doi: 10.1038/s41419-025-07473-8

Fig.1F

β -actin

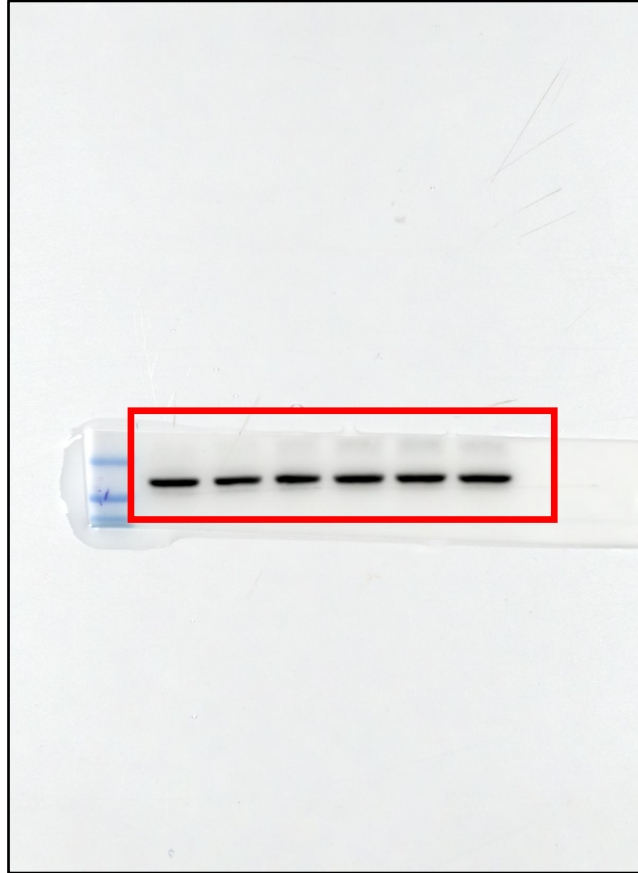

CD206

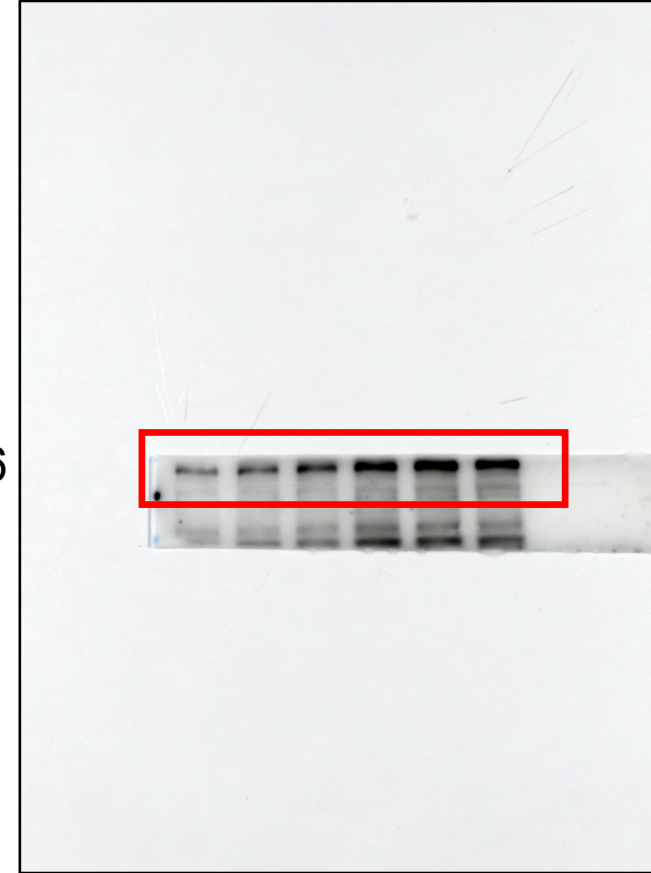

Fig.4B

CD163

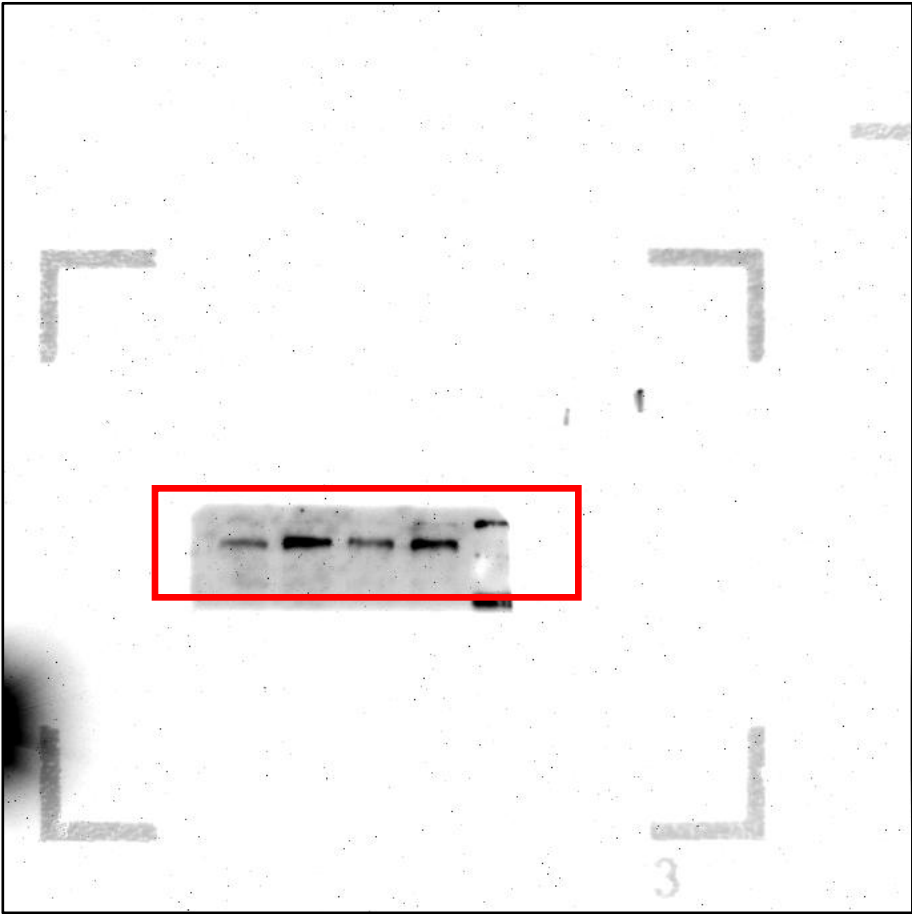

β -actin

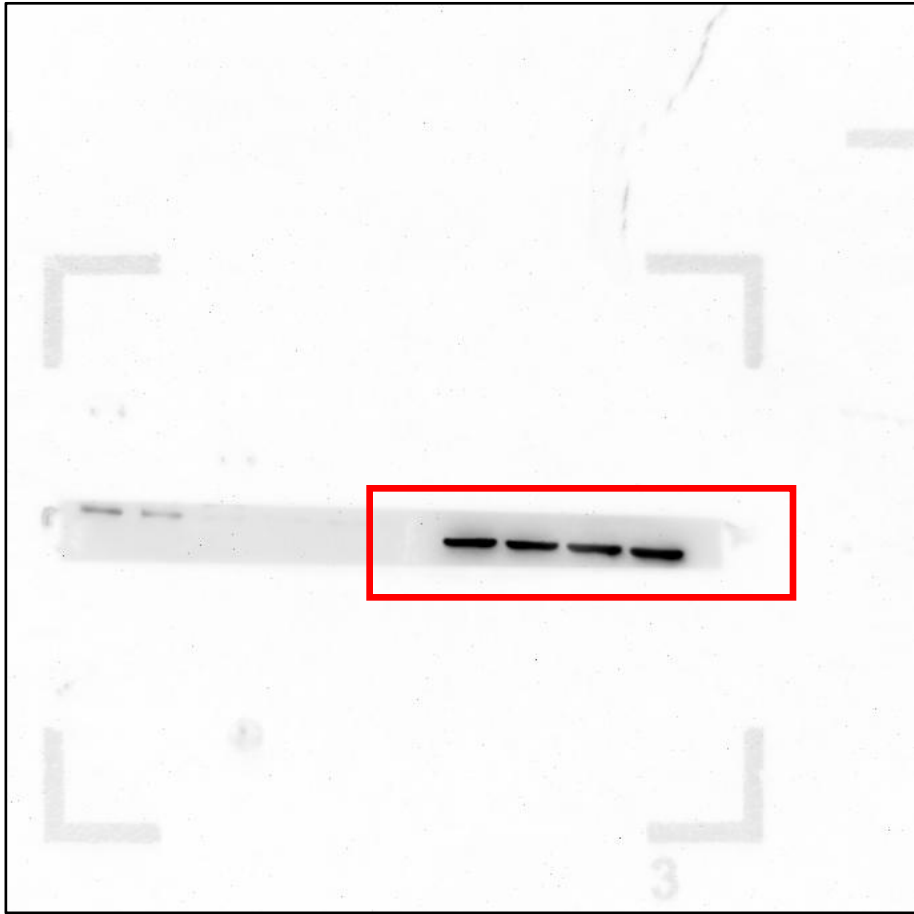

Fig.4B

CD206

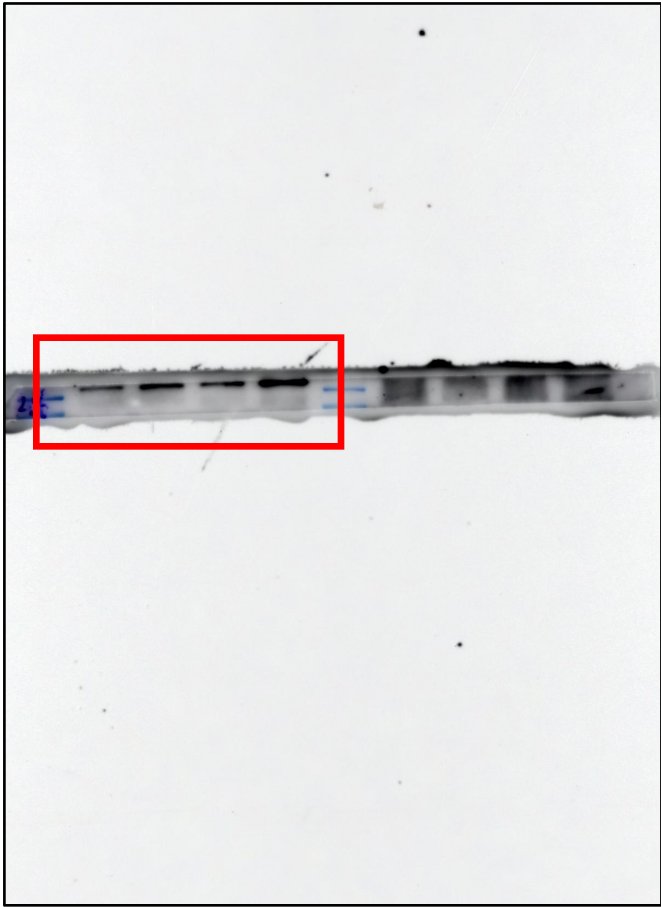

β -actin

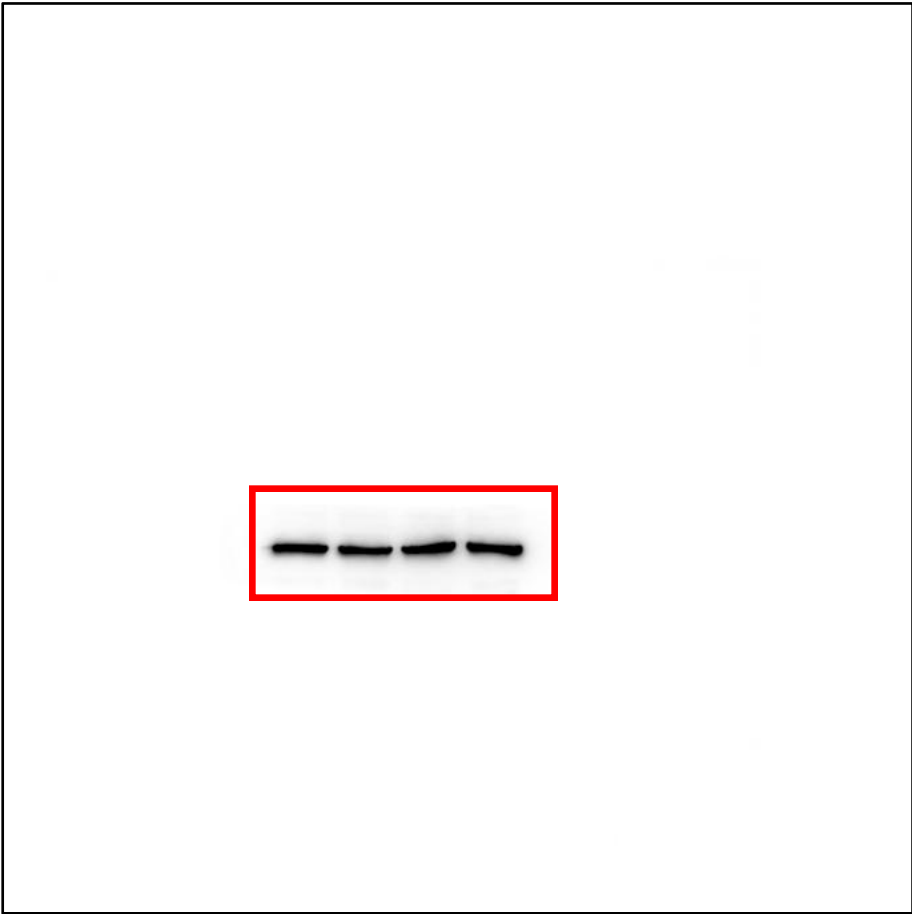

Fig.5F

CD206

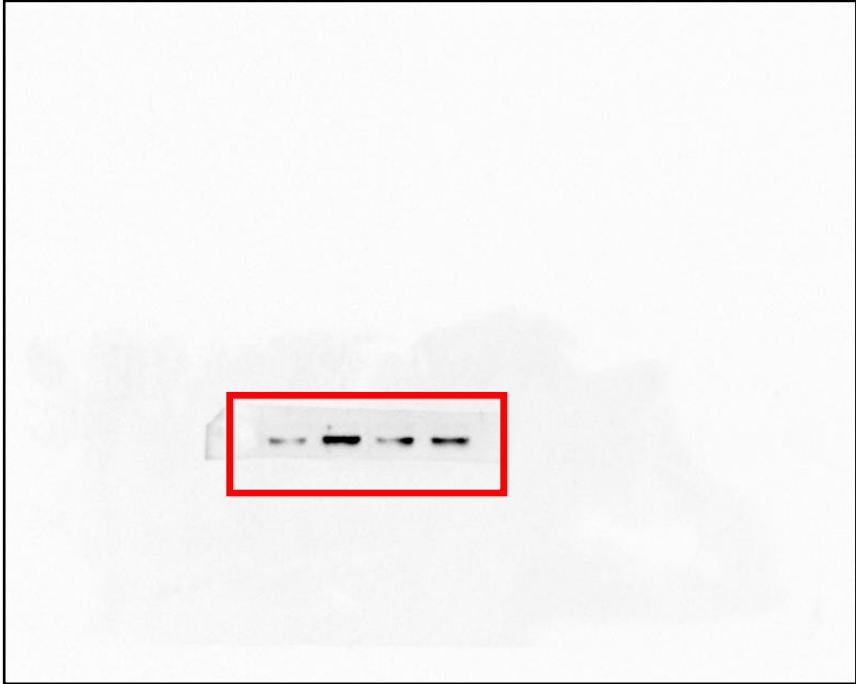

β -actin

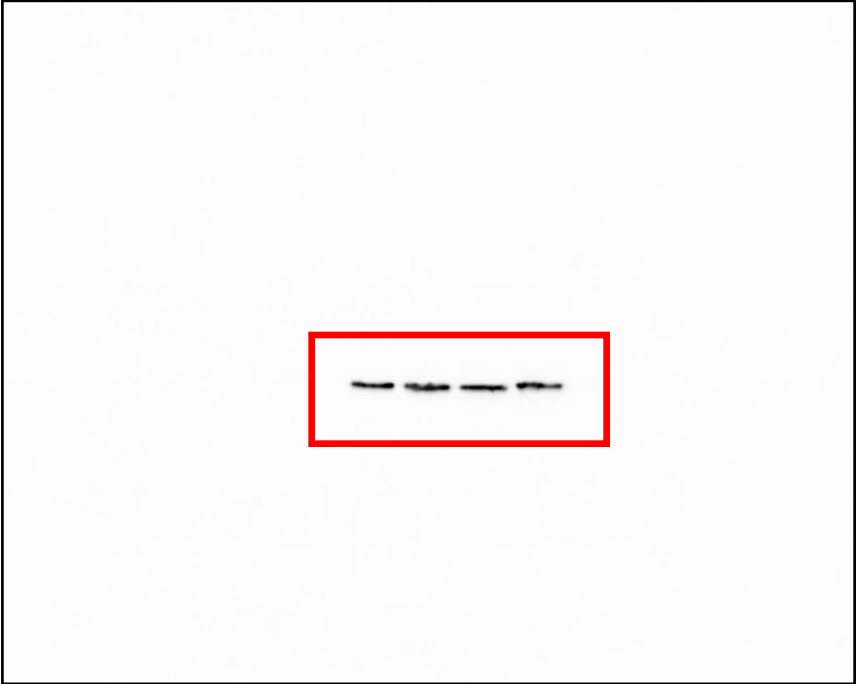

Fig.6D

THP-1-derived macrophage

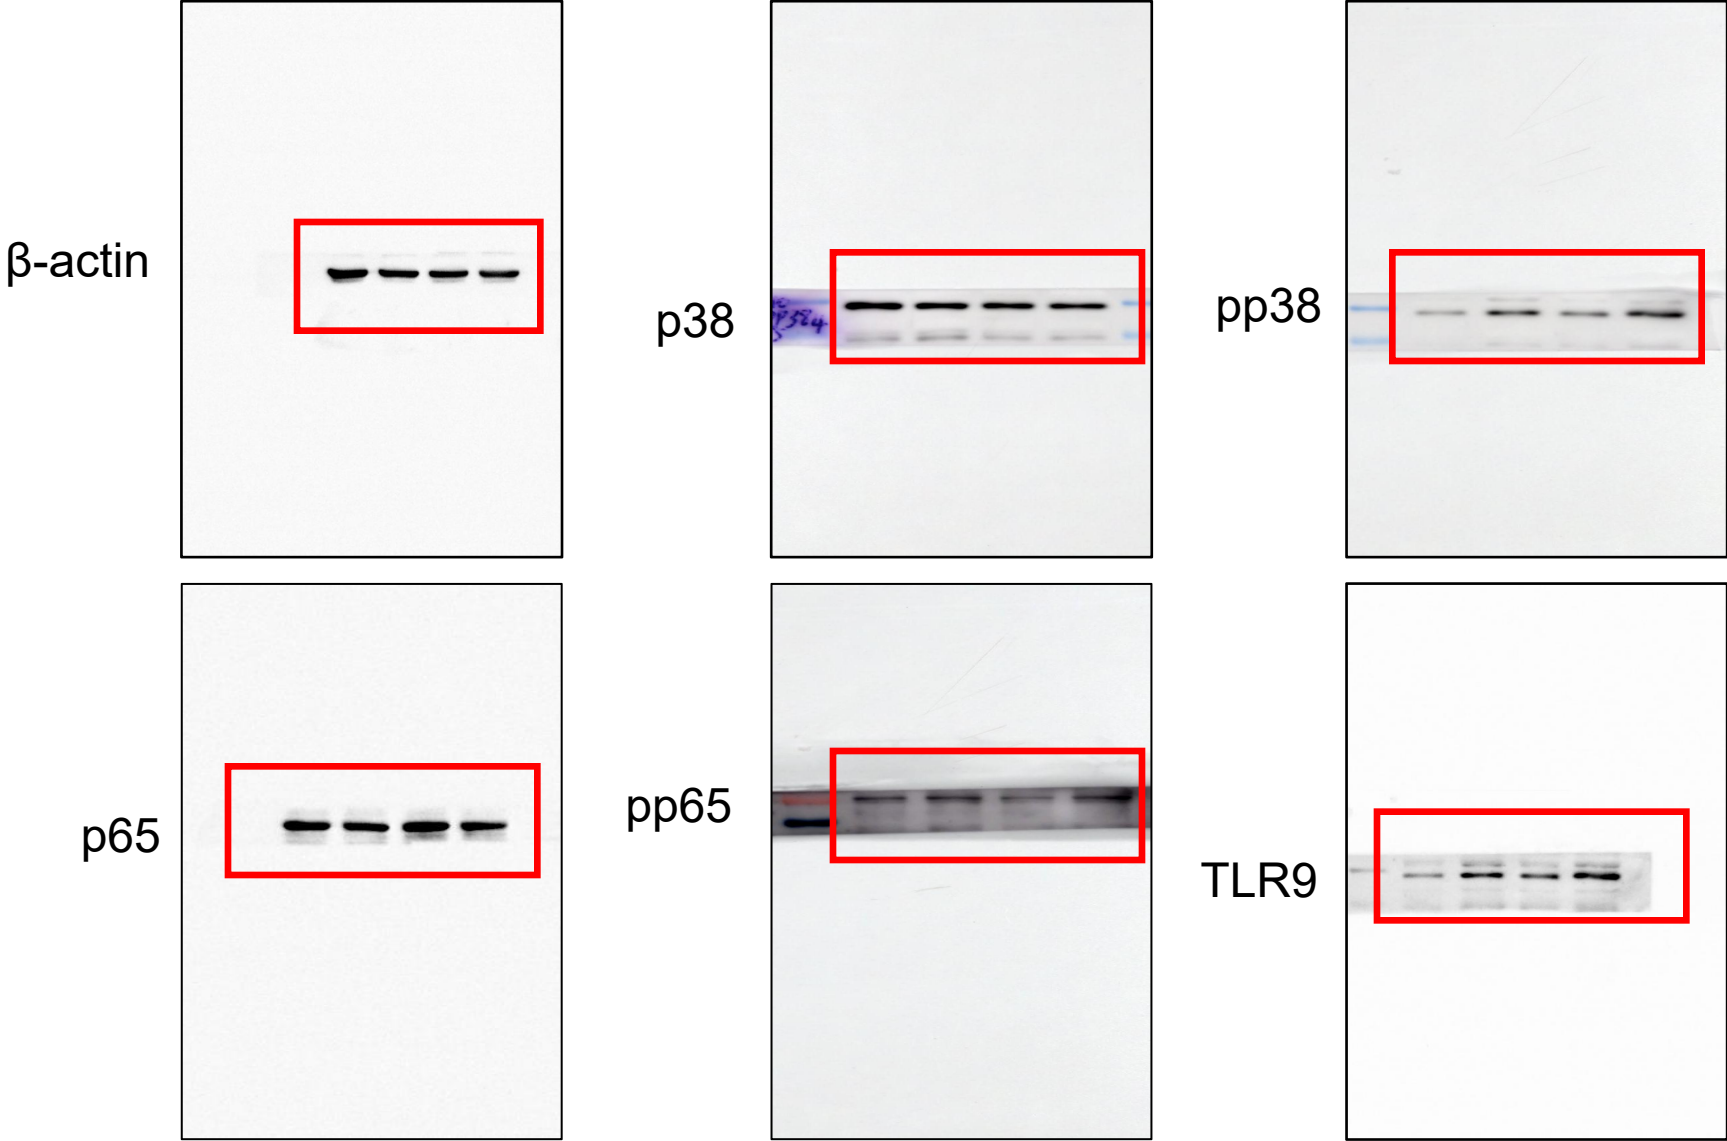

Fig.6D

RAW264.7

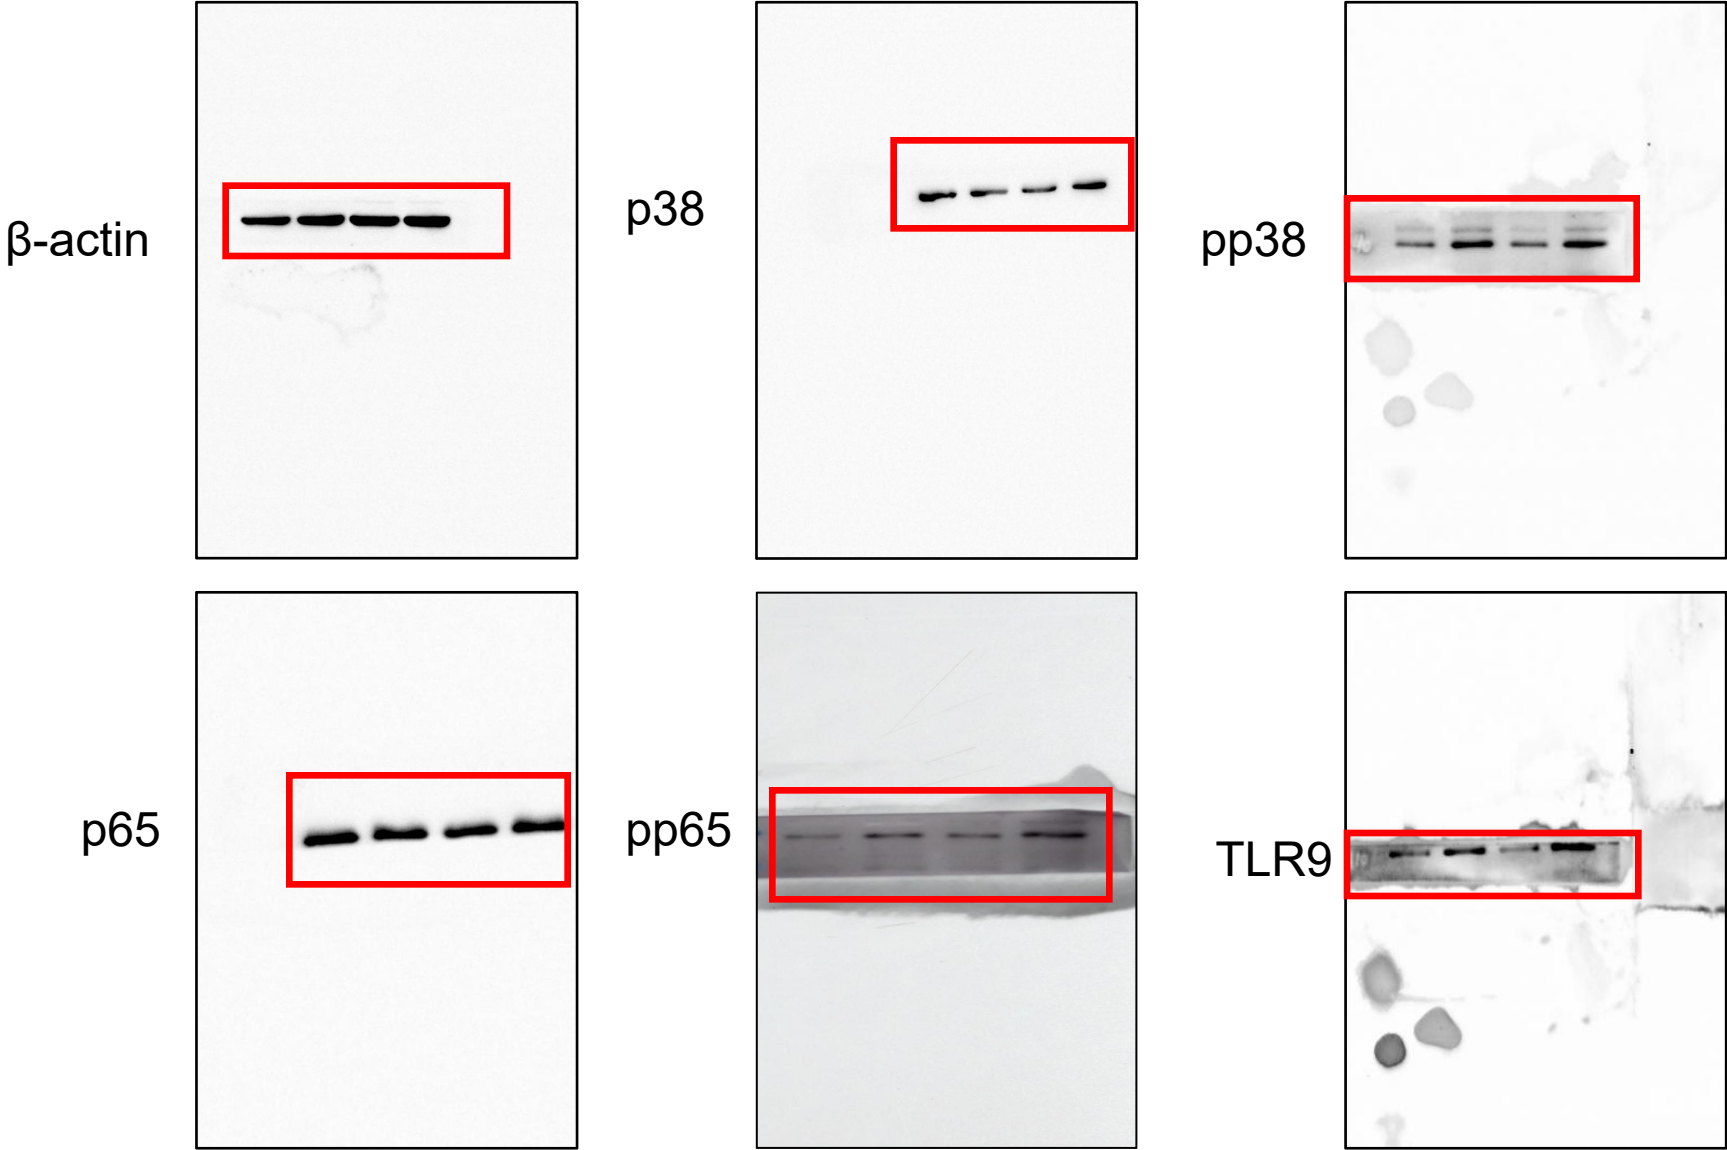

Fig.7B

β -actin

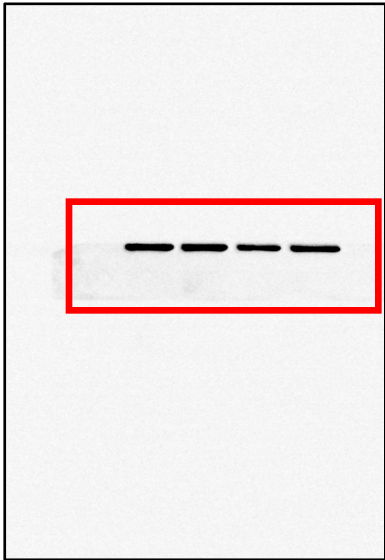

p38

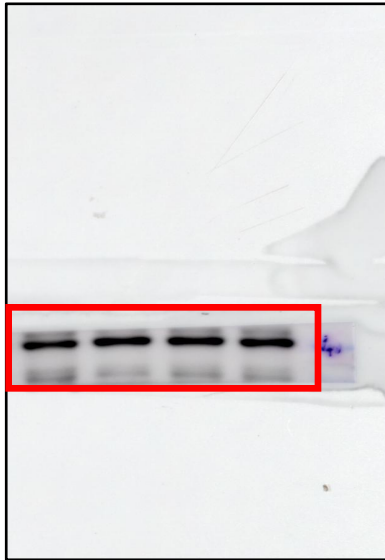

pp38

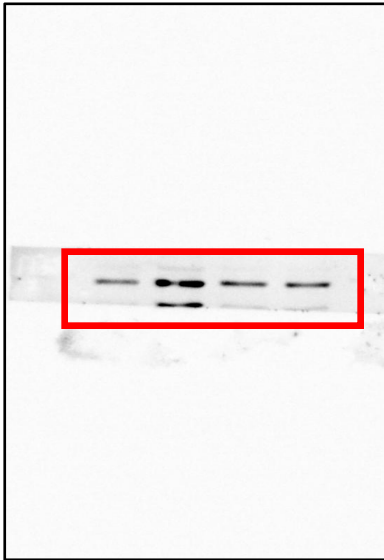

p65

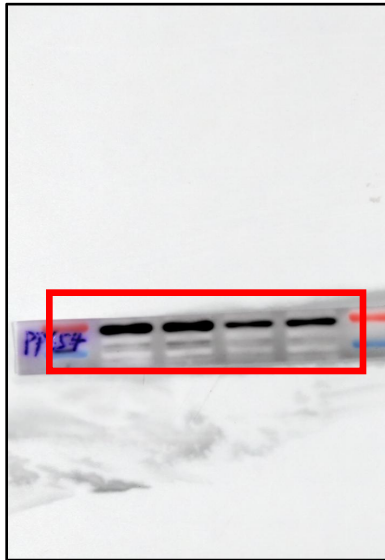

pp65

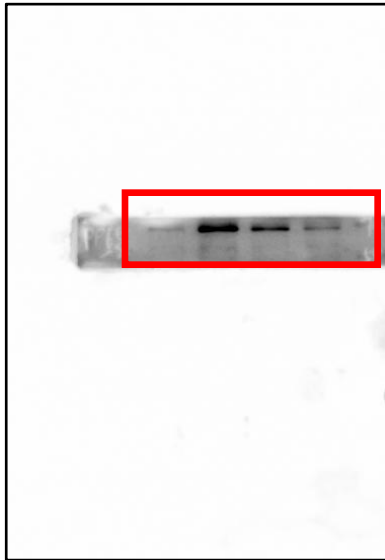

TLR9

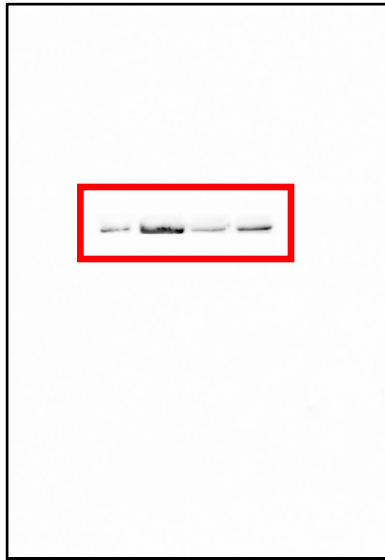

CD163

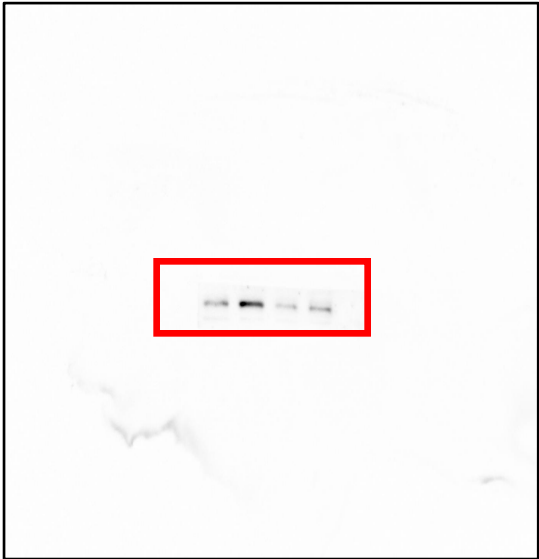

Fig. S5B

CD163

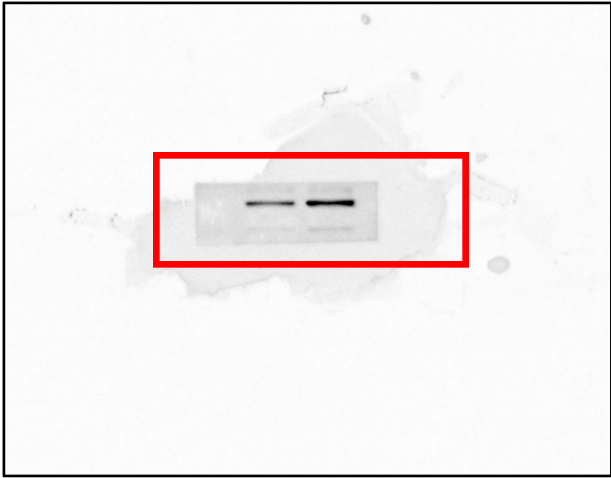

CD206

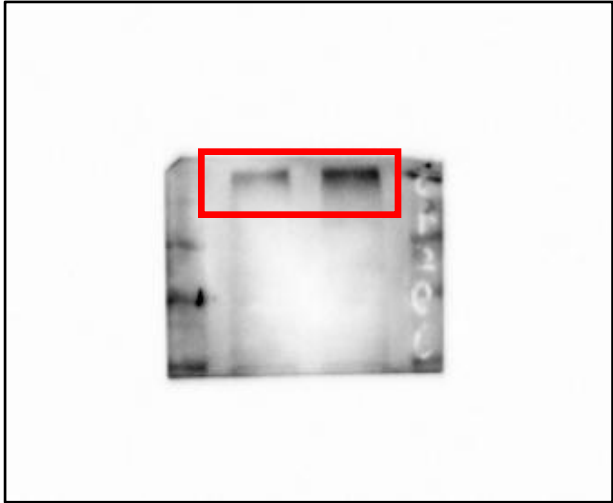

β -actin

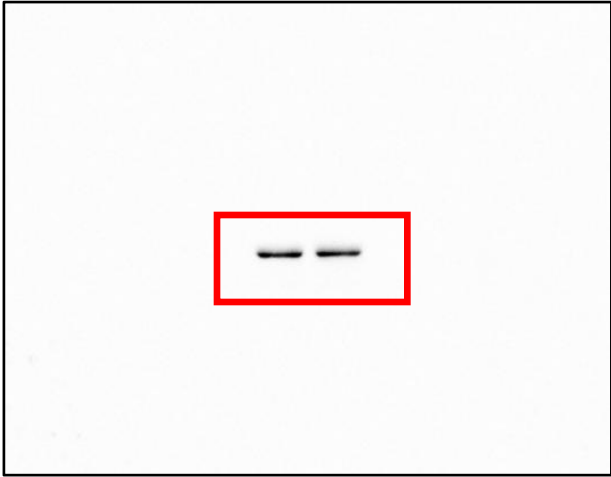

β -actin

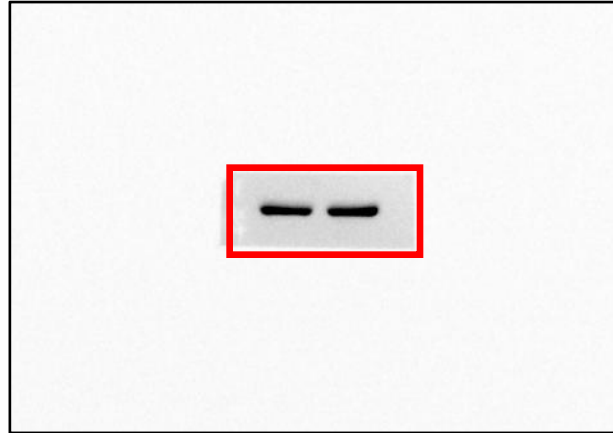

Fig. S6B

SNU-739

β -actin

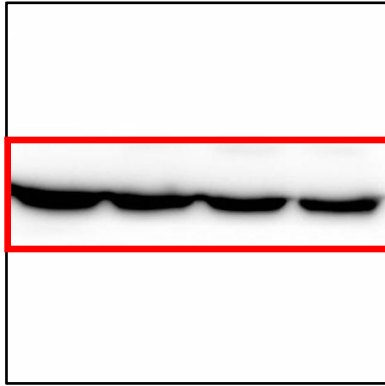

Caspase3

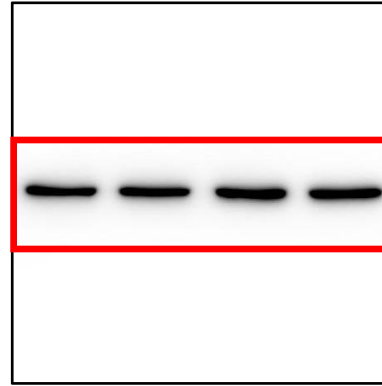

Cleaved
Caspase 3

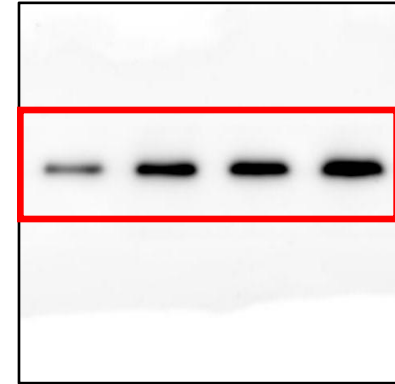

Bcl-2

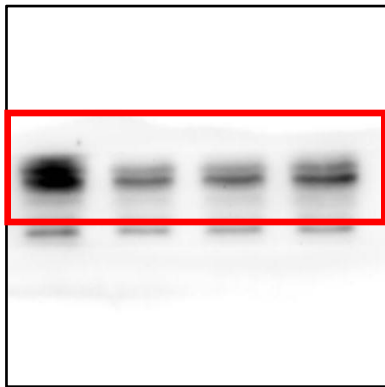

Ba'x

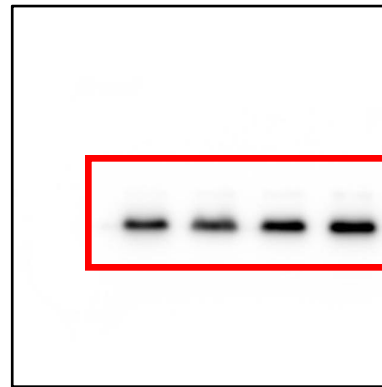

Fig. S6B

Hepa1-6

β -actin

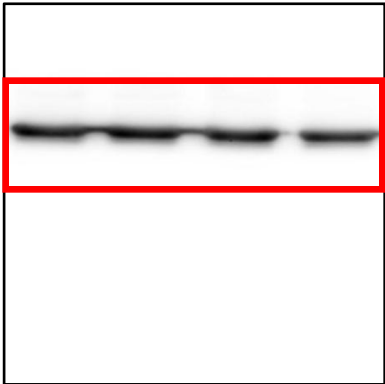

Caspase3

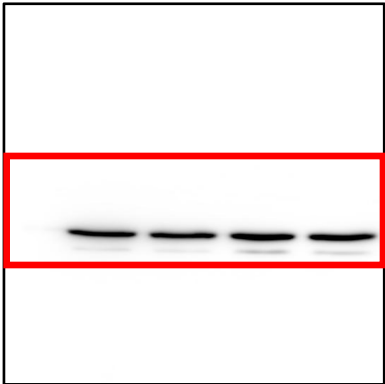

Cleaved
Caspase 3

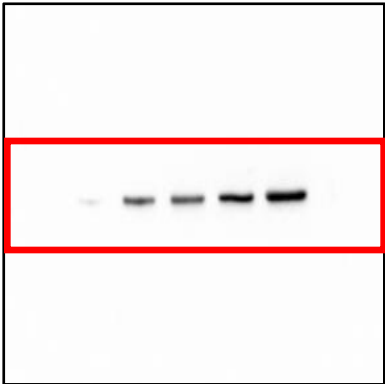

Bcl-2

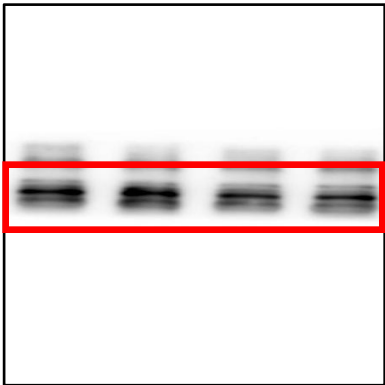

Ba'x

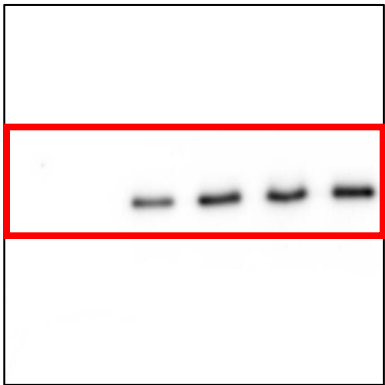

Fig. S7B

CD163

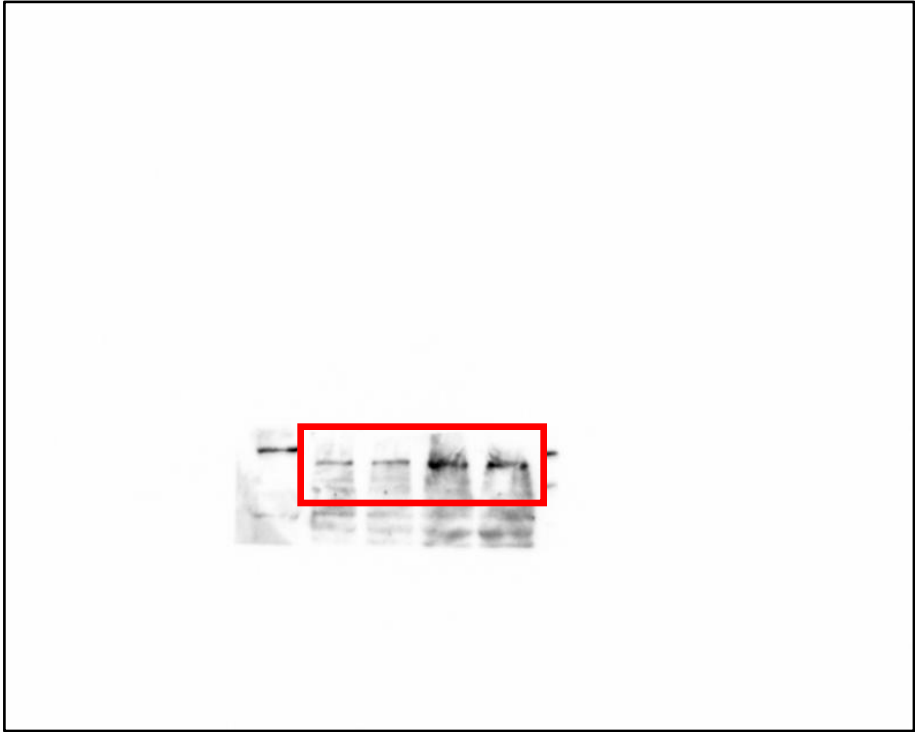

β -actin

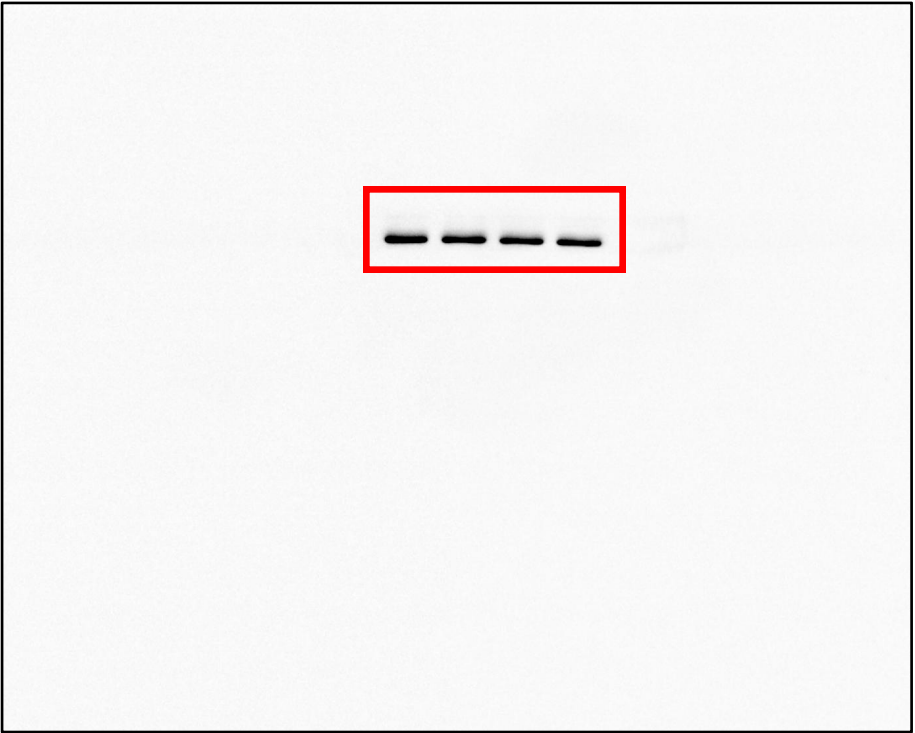

**Supplement:** Supplementary file 2 — Supplementary for WB

How the deposited data were processed for this re-analysis (not part of the article)

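RNA of THP-1-derived macrophages, untreated (Control, 3 libraries) or incubated with mtDNA (mtDNA, 3 libraries), was sequenced from poly(A)-selected libraries on an Illumina NovaSeq instrument. The deposited table holds 1 column of counts and 1 column of FPKM for each of the 6 libraries, for 61806 genes. The counts deposited by the authors are whole reads per gene, not normalized, and 36078 genes have at least 1 read. The FPKM deposited by the authors are these counts per kilobase of summed exon length, scaled by the library's total count and rounded to 2 decimals. The submitters' processing notes name cutadapt 1.9.1 and hg19. The aligner, the counting program, its use of strand and the annotation release are not given in the sources used here, and the gene coordinates in the table are those of GRCh38. The FPKM recomputed from the counts equal the deposited ones in all but 2 of 370836 pairs, those of CD163 and CD80 in mtDNA replicate 3. The counts of that library sum to 591 to 592 reads more than the total that the FPKM of its other genes give.

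Which library belongs to which group, the gene lists, the rule for the genes named, the filter, the limits of a call and most alternatives were set before the data were examined, when only the labels, the paper and its supplements had been seen. They assumed a table of FPKM alone and limma on log2(FPKM + 0.1). Since the table also holds counts, the main test is edgeR's quasi-likelihood test on the counts as deposited, and limma on log2(FPKM + 0.1) is an alternative. Counts were scaled with TMM factors (1.07, 1.06 and 1.07 in Control replicates 1 to 3 and 0.919, 0.934 and 0.964 in mtDNA replicates 1 to 3), and the 24316 genes with a mean FPKM of at least 0.1 were tested in 1 model over the 6 libraries with no covariate. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1. The standard error is the log2 fold change over the square root of the F statistic. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and mgcv 1.9.3 were used, with pandas 2.3.3 and matplotlib 3.10.9 for the figures. In counts simulated from the Control means, the dispersions and the library sizes of these genes, 55% of 100 genes changed by a log2 fold change of 1.5 and 83% of 100 changed by 3 were called among 24316 genes, with 5 unchanged genes called.

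The genes named are those the paper names for macrophage expression, the 8 with the largest rise and the 8 with the largest fall among called genes whose groups do not overlap and whose higher group has a mean FPKM of at least 1, and up to 4 called members of each list with the smallest adjusted p. Further members of a list (MSR1, TGM2, CCL24, CXCL9, CXCL11, GBP1, TLR7, IKBKE, FOS, MYD88, IRAK1, TAB1, NFKB1, UNC93B1, HMOX1, RSAD2, IFI6, CGAS and RN7SL1) and the mitochondrial genes were named after their values were seen. The result of 1 gene that this rule selects is not reported here. The top of Table S4 in the supplement, of which 2452 genes are held of the paper's 1306 up-regulated and 1657 downregulated ones, had been seen when the lists on the lysosome, LXR targets and iron, heme and NRF2 targets were written, and no set test was run on that table. Of 31 lists, 30 had at least 3 tested members. A list was compared with the other genes by camera on the z-scores of the counts under edgeR's model with a preset correlation of 0.01, with an estimated correlation and fry as alternatives. Called genes on a list were counted against the tested genes by a one-sided Fisher's exact test. Both p-values were adjusted over the 30 lists. The lists on toll-like receptor signaling, NF-κB signaling, pathways in cancer, ECM-receptor interaction and the lysosome were written from memory after the KEGG pathways of these names. The pathway annotation in the table was tested the same way over 346 pathways with at least 5 tested genes, against the 9398 tested genes with a pathway.

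The alternatives were other filters, pseudocounts and scalings, limma with and without a trend, each library left out, the replicate number as a block, no fold limit and an unadjusted p. DESeq2 with and without independent filtering, the protein-coding genes of GENCODE v29, other counts of CD163 and CD80 and the pathway annotation of the table were chosen after seeing the data. No 2 libraries differed by less than the sampling noise, so each was counted as 1 sample. Levels of FTL and other abundant genes enter the library totals behind FPKM, so FPKM of different libraries are relative to different totals. The supplementary experiments of the paper were not analysed here.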

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

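The tests on the interferon-stimulated genes and on the other splits of the libraries were set before their results were seen, while the lists below were chosen by limits that were set after the values of the lists were seen. They are the lists on topics that neither the paper's text nor the pathways of Fig. 6C cover, which leaves out lysosome and cell cycle, and that have at least 8 tested members, at least 25% of them called and an adjusted p under 0.05 by camera.

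Interferon-stimulated genes were lower after mtDNA treatment. Of 36 tested, 21 were downregulated and none was up-regulated (21 and 0 when adjusted over the list alone), with a median log2 fold change of -1.12 (adjusted p = 1.71e-26 by camera and adjusted p = 0.211 with an estimated correlation). RSAD2, an antiviral enzyme, had -1.96 (standard error 0.17), OAS2, a sensor of double-stranded RNA, had -1.17 (standard error 0.08), IFI44L had -1.69 and IFIT1 had -2.51 (standard error 0.19), with IFIT1 and IFIT3 overlapping LIPA on the opposite strand, a gene with more reads. At an adjusted p under 0.05 from edgeR with no fold limit, IFI6 was the only member higher (0.38), and 29 were lower.

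A scaling between libraries that lowered these genes would bring the median towards 0 under another scaling, and the median nearest 0 under median-of-ratios scaling, TPM rescaling and quantile normalization was -1.12. A single library does not account for the fall either, since the median nearest 0 was -0.98, without mtDNA replicate 1. After a smooth fit on GC content, gene length and mean level the median was -1.17. These tests argue against the 3 technical explanations and leave the mtDNA treatment, and any difference between the cultures other than mtDNA, as possible explanations that these libraries cannot separate.

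The lists on LXR targets and on iron, heme and NRF2 response were written after the top of Table S4, which comes from these libraries, had been seen, so their p-values are not independent evidence. Of 17 tested LXR targets and genes of cholesterol efflux, 7 were up-regulated and none was downregulated (7 and 0 when adjusted over the list alone), with a median log2 fold change of 0.32 (adjusted p = 1.71e-10 by camera and adjusted p = 0.0413 with an estimated correlation), among them the nuclear receptor NR1H3 itself (2.87, in part overlapping ACP2), APOE (2.04) and the cholesterol exporter ABCA1 (1.48). Of 19 genes of iron, heme and NRF2 response, 7 were up-regulated and none was downregulated (8 and 0 when adjusted over the list alone, and 12 and 0 without mtDNA replicate 3), with a median of 0.86 (adjusted p = 2.70e-11 by camera and adjusted p = 0.293 with an estimated correlation), among them FTL (2.75), FTH1 (2.11) and the heme-degrading enzyme HMOX1 (2.72). Of 8 marker genes of undifferentiated myeloid cells, the 4 downregulated (4 when adjusted over the list alone) were CTSG, MYB, AZU1 and MS4A3, with a list median of -1.12 (adjusted p = 5.62e-08 by camera and adjusted p = 0.0318 with an estimated correlation).

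The real division of the 6 libraries gave 2536 called genes, and the highest count among the other divisions into 3 and 3 was 0, so that 1 of 10 divisions gave as many. With 10 divisions the share is never under 0.1, which is too few to exclude chance by that count.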

How the results depend on the processing

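The counts of 1129 up-regulated and 1407 downregulated genes kept within 1.5 times under median-of-ratios scaling, no filter, DESeq2 (1173 and 1430), DESeq2 without independent filtering, the GENCODE v29 protein-coding genes (791 and 1011) and an unadjusted p with the fold limit, the DESeq2 and protein-coding settings having been chosen after seeing the data. Left-out libraries gave 885 to 1250 and 1054 to 2030, the highest without mtDNA replicate 3. Outside 1.5 times were 671 and 800 with a mean FPKM of at least 1, which tests 13353 genes, and 3462 and 3150 with no fold limit, by construction. With limma the up-regulated count was 663 on log2(FPKM + 0.1), 289 at a pseudocount of 1 (633 downregulated), 657 at 0.01 and 660 without trend. It was 572 after TPM rescaling (2117 downregulated), against 1046 with quantile normalization (1154 downregulated). The median log2 fold change of all tested genes, 0.02 with edgeR on TMM-scaled counts, was -0.18 with limma on FPKM and -0.28 with limma on TPM. Changes there are relative to that shift. With quantile normalization the median was -0.001, and 47.5% of called genes were up-regulated, against 27% on log2(FPKM + 0.1). The balance between directions thus went with the scaling between libraries. The cause of the fewer calls at a pseudocount of 1 was not tested. The replicate numbers are those of the sample titles, while the deposited columns are numbered 4, 5 and 6 for Control and 1, 2 and 5 for mtDNA. The title numbers did not pair the libraries. The correlations of same-numbered libraries were -0.06, -0.07 and -0.13 and 0 of 6 libraries correlated best with their own number. With the number as a replicate block 1011 genes were up-regulated and 1311 downregulated, 2242 of the 2536 calls among them. Camera passed 5 lists with an estimated correlation. The M1 list missed the threshold there (0.295) and after TPM rescaling (0.0561), over a range of 1.73e-04 to 0.295, and the M2 list passed with fry (0.0162), which does not compare it with other genes. Lists with more called genes than their size gives numbered 16 with edgeR. They numbered 10 with limma on log2(FPKM + 0.1), 14 with limma at a pseudocount of 1, 7 after TPM rescaling, 8 for up-regulated genes and 9 for downregulated genes alone. Toll-like receptor signaling missed the threshold with a mean FPKM of at least 1 (0.186), limma on log2(FPKM + 0.1) (0.0528), TPM rescaling (0.104) and protein-coding genes (0.0829). It also missed it without mtDNA replicate 3 (0.0932, with a range without 1 library of 0.00942 to 0.0932), for up-regulated genes alone (0.483) and with the annotation of the table (0.107). With limma at a pseudocount of 1 it passed (0.00214). Pathways in cancer missed the threshold with the annotation of the table (0.18). The difference in the share of the 10 most abundant genes was 10.8 percentage points without them in the denominator. The causes were not tested. No named gene and no list turned its direction past the threshold under the alternatives run, and of 97 called named genes 70 to 97 were still called under a setting that tests them all. A split by gene type in the table was planned and not run, since the table gives none, and DESeq2 gives no camera test. At this depth TLR9 had 5 to 9 reads in the Control libraries, and MRC1, IL10, IL6 and CCL17 had too few to be tested.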

Differences from the paper's values

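The paper's -log10 p of the toll-like receptor pathway is about 4.5 in Fig. 6C, read by eye, and was 2.21 here, with the annotation in the deposited table and one-sided Fisher's exact tests. Of the alternatives set before the data were examined, the value rose to within 1.5 times of the paper's with limma at a pseudocount of 1 (3.11) and with quantile normalization (3.11) and with no other, and it stayed below the paper's in each. The pathway passed the adjusted threshold in those 2 settings (adjusted p = 0.0261 and 0.0339) and with no filter beyond a mean above 0 (adjusted p = 0.0409). For pathways in cancer the paper's value is about 4.6 in Fig. 6C, read by eye, against 1.903 here, and none of these alternatives came within 1.5 times of it, while with no filter beyond a mean above 0 the pathway passed (adjusted p = 0.0331). For the NF-κB pathway the paper's value is about 0.2 in Fig. 6C, read by eye, against 0.39 here, and none of these alternatives came within 1.5 times of it. Of the other pathways of Fig. 6C, none of which passed here, ECM-receptor interaction passed with no filter and without Control replicate 2, Control replicate 3 or mtDNA replicate 1. Breast cancer passed with no filter and without Control replicate 2, cell cycle with limma on log2(FPKM + 0.1), at a pseudocount of 0.01, after TPM rescaling and without trend, and IL-17 signaling with limma at a pseudocount of 1. With DESeq2 without independent filtering, chosen after seeing the values, ECM-receptor interaction, breast cancer and lysosome passed. The paper's test for pathways is not named in its text.

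The log2 fold change of CD163 is 2.12 in the paper's Table S4 and was 2.34 here. Of the alternatives set before the data were examined, it did not differ with a mean FPKM of at least 1 (2.30), with limma on log2(FPKM + 0.1) (1.95), at a pseudocount of 0.01 (1.99), with quantile normalization (2.11), without trend (1.95), or without Control replicate 2 (2.21), mtDNA replicate 1 (2.28) or mtDNA replicate 2 (2.19), and it did with the others. With the count of 368 reads that the mean of CD163 in Table S4 gives for mtDNA replicate 3, an alternative chosen after seeing the values, it was 2.12. The mean normalized counts of the other 2451 of the 2452 held genes of Table S4 were within 0.1% of those computed here with DESeq2. Table S4 thus rests on these same counts, so fold changes close to its own are not independent evidence. Of 13 genes that the paper names and Table S4 holds, the log2 fold changes of 12 lay within 1 standard error of those here.

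The paper states that the NF-κB pathway was enriched among the differentially expressed genes. Its own -log10 p for that pathway in Fig. 6C, about 0.2 when read by eye, stands for a p well above 0.05. Here 12 of its 94 annotated genes were called, where 10.9 would be (p = 0.407, one-sided Fisher's exact test). The lowest p under the other settings, with limma at a pseudocount of 1, was 0.0296 (adjusted p = 0.284, same test). By fry, which does not compare a list with other genes, the NF-κB signaling list written here passed (adjusted p = 0.0487), with a median log2 fold change of -0.06. The paper shows CD80 as lower in Fig. 6B. Here its log2 fold change was -0.20 (adjusted p = 0.746 from edgeR), and it was -0.79 (adjusted p = 0.0182) without mtDNA replicate 3, while the other 5 genes that Fig. 6B shows as lower were lower. IL1B, which the paper names as downregulated, passed the adjusted p but not the fold limit here (-0.83) and passed both with each of the limma settings, as on log2(FPKM + 0.1) (-1.05). The paper states that M2 markers were up-regulated, and all 7 genes that Fig. 6B shows as higher were higher here. Of these, only CD163 and PPARG, the latter within the fold limit, are on the M2 list used here. TLR9, TRAF6, TLR2, MAPK13 and SPP1 are on the list written after the toll-like receptor pathway. Of 22 tested genes on that M2 list 8 were higher and 6 lower. The paper states that IL-10, CCL2, CCL22 and VEGF were up-regulated in THP-1-derived macrophages incubated with mtDNA, in another assay (Fig. S8F). Here VEGFA was higher at an adjusted p under 0.05 from edgeR, within the fold limit and mainly through mtDNA replicate 3. IL10 had too few reads to be tested. In these libraries CCL2 and CCL22 were lower. CCL2 fell from 12.8 ± 2.06 to 1.6 ± 0.646 CPM (SD, n = 3; adjusted p = 7.27e-05 from edgeR). CCL22 had a log2 fold change of -1.35 (adjusted p = 0.0246, same test), a call lost without Control replicate 1 (0.107), Control replicate 3 (0.101) or mtDNA replicate 1 (0.0624). The paper's Table S4 gives the same direction for both as found here.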

Other observations

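The tests of explanations for the mitochondrial rRNAs, and those of depth and mixed RNA for mtDNA replicate 3, were chosen after their results were seen. The test of GC content and length was not. The lists of mitochondrially encoded mRNAs and of transcripts listed as lacking a poly(A) tail were set before the data were examined.

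The lysosome list was written after the top of Table S4, which comes from these libraries, had been seen, so its p-values are not independent evidence. Of 79 tested genes of the lysosome, 20 were up-regulated and none was downregulated (20 and 0 when adjusted over the list alone), with a median log2 fold change of 0.62 (adjusted p = 2.62e-25 by camera and adjusted p = 0.0255 with an estimated correlation). Acid ceramidase ASAH1 had 2.16 (standard error 0.07), cathepsin B (CTSB) 1.80 (standard error 0.08), cathepsin L (CTSL) 1.63 (standard error 0.07) and the sialic acid transporter SLC17A5 1.46 (standard error 0.07). Of 18 genes of autophagy and TFEB, 4 were up-regulated and none downregulated (4 and 0 when adjusted over the list alone), while 15 were higher and 1 lower with no fold limit (adjusted p = 6.12e-11 by camera and adjusted p = 0.0255 with an estimated correlation), with RRAGD, a Rag GTPase of mTORC1 signaling, at 1.84 and GPNMB at 1.20. WIPI1, at 2.05, overlaps ARSG on the opposite strand. Genes of DNA replication and cell cycle fell, with 22 of 58 downregulated and none up-regulated (22 and 0 when adjusted over the list alone, and 14 and 0 without mtDNA replicate 3; adjusted p = 6.34e-19 by camera and adjusted p = 0.211 with an estimated correlation), among them MKI67 (-1.20) and TOP2A (-1.57). They fell beside the 4 downregulated of 8 markers of undifferentiated myeloid cells.

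Of 24 genes of cholesterol synthesis, 3 were up-regulated and 1 downregulated (3 and 1 when adjusted over the list alone, and 1 and 1 without mtDNA replicate 3), and with no fold limit 9 were higher and 1 lower (adjusted p = 0.021 by camera and adjusted p = 0.713 with an estimated correlation). MSMO1 (1.95), SQLE (1.07, 0.98 without mtDNA replicate 3) and DHCR7 (1.32, 0.71 without mtDNA replicate 3) were higher, and the call of DHCR7 was lost without any of the Control libraries (adjusted p = 0.0719, 0.0853 and 0.0785 without replicates 1 to 3, edgeR). Of 22 genes of hypoxia and glycolysis, 3 were up-regulated and none downregulated (3 and 0 when adjusted over the list alone), and with no fold limit 9 were higher and 2 lower (adjusted p = 0.0484 by camera and adjusted p = 0.211 with an estimated correlation), among them hexokinase HK2 (1.42). Of 13 genes of other DNA sensors and the inflammasome, STING1, the adaptor of cytosolic DNA sensing, fell (-1.96, adjusted p = 1.33e-05 from edgeR), as did AIM2 (-1.71, adjusted p = 0.0108; 0.0652 without Control replicate 3), and none was up-regulated (0 and 2 when adjusted over the list alone), while CGAS had 0.67. Their median log2 fold change was 0.06, their mean -0.14 and the adjusted p by camera 0.774. Of 18 genes of the unfolded protein and integrated stress response, 2 were up-regulated and 2 downregulated (the same when adjusted over the list alone, and 0 and 1 without mtDNA replicate 3; adjusted p = 0.717 by camera), and of 8 genes of MHC class II 1 was up-regulated and none downregulated (1 and 1 when adjusted over the list alone; 1 and 2 without mtDNA replicate 3; adjusted p = 0.722).

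Of cytokines that the paper names for other assays, 6 were tested, of which 1 was up-regulated and 2 were downregulated (the same when adjusted over the list alone; adjusted p = 0.713 by camera). CCL20 had 1.59 (adjusted p = 9.35e-04 from edgeR), VEGFA had 0.99 (adjusted p = 0.0493), with 2799, 2395 and 6748 reads in the mtDNA libraries and a log2 fold change of 0.40 without mtDNA replicate 3, and TGFB1, which overlaps HNRNPUL1 and CCDC97 on the opposite strand, had 0.10 (adjusted p = 0.469). CCL18 had 10 reads in the Control libraries together, and IL10, IL6 and CCL17 were not tested at this depth. IL10 had 5, 1 and 4 reads in Control and 7, 1 and 3 after mtDNA treatment.

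Markers of other cells were few. Of 18 genes of hepatocytes or HCC cells, the source of the mtDNA, 5 were tested and none was called, while 1 was downregulated without mtDNA replicate 3 (adjusted p = 0.391 by camera). Of 8 tested osteoclast genes 3 were up-regulated and 1 was downregulated (the same when adjusted over the list alone; 2 and 1 without mtDNA replicate 3; adjusted p = 0.274). Of 4 tested fibroblast genes COL3A1 and PDGFRB were downregulated and none was up-regulated (3 lower when adjusted over the list alone, and 4 without mtDNA replicate 3; adjusted p = 0.0273 by camera and adjusted p = 0.211 with an estimated correlation), and PDGFRB had an adjusted p of 0.0511 without Control replicate 3. Of 3 tested dendritic cell genes FLT3 fell (-2.36) and CCR7 rose (1 and 1 when adjusted over the list alone; adjusted p = 0.481), of 3 tested lymphocyte genes none was called (adjusted p = 0.774), and of 7 erythroid genes none was tested.

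Both mitochondrial rRNAs were higher after mtDNA treatment, MT-RNR1 with a log2 fold change of 1.25 (standard error 0.14, adjusted p = 2.28e-04 from edgeR) and MT-RNR2 with 1.28 (standard error 0.21, adjusted p = 0.00165). The tRNA gene MT-TC was called too (3.07, adjusted p = 0.0133), on 1 to 2 reads in the Control libraries and 24, 14 and 5 after mtDNA treatment. MT-TP was higher within the fold limit (0.86, adjusted p = 0.0031), and MT-TF, with few reads, was not (-0.74, adjusted p = 0.796). MT-RNR2 had 214645, 198430 and 111121 reads in mtDNA replicates 1 to 3 against 71632 to 78026 in Control, and MT-ND5, an mRNA counted as higher below, had 66085, 65995 and 33643 against 35112 to 36696, so its rise is absent from mtDNA replicate 3. Added mtDNA sequenced with the libraries would raise all mitochondrial genes, but of the 13 mitochondrially encoded mRNAs none was called, 2 were higher and 4 were lower at an adjusted p under 0.05 (2 and 5 when adjusted over the list alone; adjusted p = 0.253 by camera), among them MT-CO3 (-0.73), which argues against it as the whole cause. Weaker poly(A) selection in the mtDNA libraries remains a possible explanation, since 5 tested transcripts listed as lacking a poly(A) tail had a median log2 fold change of 0.90. Both called members were histone genes, H1-2 (1.58) and H2AC6 (1.13, 0.95 without mtDNA replicate 1), while RN7SL1 had -0.38. The list gave 2 and 0 when adjusted over the list alone, with an adjusted p of 0.196 by camera and 0.37 with an estimated correlation. A change in the cells' own mitochondrial transcripts was not tested and stays open.

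mtDNA replicate 3 differed from mtDNA replicates 1 and 2. Depth does not account for that, since its TMM-scaled depth was 0.751% from that of the nearer of these replicates, which were 2.96% from each other. RNA of Control cells mixed into it would put its levels between the groups, but 80 of 11177 genes with a mean of at least 5 CPM were over 2 times their highest level in the other 5 libraries and 124 were under 0.5 times their lowest, which argues against it as the whole cause. Other values go with some mixing. In it 28117 genes had a read, against 28035 to 28337 in Control and 26733 and 26695 in mtDNA replicates 1 and 2. At an FPKM of at least 1 it had 13472 genes, against 13668 to 13733 and 12719 and 12793. Some mixing thus stays open. GC content and gene length accounted for 1.67% of the variance of the deviation of mtDNA replicate 3. No biological explanation was tested. The labels name no batch, though the deposited column of this library is numbered 5, out of sequence with 1 and 2 of the other mtDNA libraries. The Control columns are numbered 4, 5 and 6, so this number lies within theirs. What the numbers stand for is not given in the sources used here, so a batch that goes with them can be neither shown nor excluded.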
